# The induction of peripheral trained immunity in the pancreas incites anti-tumor activity to control pancreatic cancer progression

**DOI:** 10.1038/s41467-022-28407-4

**Published:** 2022-02-09

**Authors:** Anne E. Geller, Rejeena Shrestha, Matthew R. Woeste, Haixun Guo, Xiaoling Hu, Chuanlin Ding, Kalina Andreeva, Julia H. Chariker, Mingqian Zhou, David Tieri, Corey T. Watson, Robert A. Mitchell, Huang-ge Zhang, Yan Li, Robert C. G. Martin II, Eric C. Rouchka, Jun Yan

**Keywords:** Monocytes and macrophages, Immunotherapy, Translational immunology, Immunosurveillance

## Abstract

Despite the remarkable success of immunotherapy in many types of cancer, pancreatic ductal adenocarcinoma has yet to benefit. Innate immune cells are critical to anti-tumor immunosurveillance and recent studies have revealed that these populations possess a form of memory, termed trained innate immunity, which occurs through transcriptomic, epigenetic, and metabolic reprograming. Here we demonstrate that yeast-derived particulate β-glucan, an inducer of trained immunity, traffics to the pancreas, which causes a CCR2-dependent influx of monocytes/macrophages to the pancreas that display features of trained immunity. These cells can be activated upon exposure to tumor cells and tumor-derived factors, and show enhanced cytotoxicity against pancreatic tumor cells. In orthotopic models of pancreatic ductal adenocarcinoma, β-glucan treated mice show significantly reduced tumor burden and prolonged survival, which is further enhanced when combined with immunotherapy. These findings characterize the dynamic mechanisms and localization of peripheral trained immunity and identify an application of trained immunity to cancer.

## Abstract (web summary)

The advent of immunotherapy has revolutionised cancer therapeutics, but its application in the context of pancreatic ductal adenocarcinoma has been limited. Here authors explore the effect of innate trained responses to fungal β-glucan and assess its effect in a murine model of pancreatic ductal adenocarcinoma where they observe reduced tumour burden and enhanced survival.

## Introduction

The diagnosis of pancreatic ductal adenocarcinoma (PDAC) is a devastating one, with only 10% of patients surviving the past 5 years^1^. Although the survival rate since 2014 has increased from 6 to 10%, pancreatic cancer remains refractory to the majority of currently available therapeutics. In addition, as the demographics of the United States shift, it is projected that pancreatic cancer will become the second leading cause of cancer-related mortality by 2030 and thus presents a significant future challenge for clinicians^2^. Pancreatic cancer is particularly lethal due to the fact that in early stages there are seldom clinical symptoms, which results in 75–80% of patients being diagnosed with advanced, non-resectable disease^3,4^. Even in patients who are eligible for resection, the 5-year survival rate is only 20–25%^4^. Furthermore, pancreatic cancer has shown little responsiveness to immunotherapies which have shown remarkable effects in other solid tumors^5–9^. The Phase I and II clinical trials using CTLA-4 and PD-1 inhibitors both alone and in combination have been deemed ineffective for the treatment of PDAC, which is likely explained by the non-immunogenic nature of PDAC^10–12^.

A major challenge to the successful application of immunotherapy in PDAC is overcoming the immunosuppressive pancreatic tumor microenvironment (TME). PDAC is characterized by a dense pro-tumorigenic desmoplastic stroma, an abundance of immunosuppressive cell subsets within this stroma such as tumor-associated macrophages (TAMs), regulatory T-cells (T-regs), and myeloid-derived suppressor cells (MDSCs), a dearth of activated anti-tumor immune cells, and hypo-vascularity that lends to a hypoxic microenvironment^13–16^. Together these conditions make it exceptionally challenging to effectively deliver immunotherapies to the pancreas and for these therapeutics to successfully activate anti-tumor immune responses if they do arrive there. Therefore, novel therapeutics are desperately needed that can not only specifically target the pancreas, but that can also infiltrate the dense desmoplastic stroma, and that are capable of inciting robust antit-umor immune responses despite the immunosuppressive TME.

Trained innate immunity is an evolutionarily ancient program of immunological memory that has recently come under in-depth scientific investigation. Trained innate immune cells have been shown to undergo transcriptomic, epigenetic, and metabolic reprogramming upon exposure to specific initial stimuli, and when these innate immune cells are reexposed to a secondary heterologous stimulus, they are “trained” to be more responsive to that stimulus which manifests in an enhanced inflammatory response^17–19^. There are many biologics that are able to induce trained immunity including the Bacillus Calmette-Guérin (BCG) vaccine and the natural compound β-glucan. Though most studies regarding trained immunity focus on pathogens such as bacteria and viruses as a secondary stimulus, new studies suggest that tumor cells may also reactivate trained immune cells. All research to date has utilized subcutaneous models of cancer, therefore it is not known whether the presence of trained innate immune cells may invoke anti-tumor effects on tumors within solid organs, such as pancreatic cancer^20,21^.

In this study, we unexpectedly discovered that intraperitoneally (IP) injected yeast-derived particulate β-glucan traffics in large proportion to the pancreas. The direct trafficking of β-glucan to the pancreas highlights a previously uncharacterized pathway for the induction of peripheral trained immunity. Additionally, we tested the hypothesis that this trafficking might result in the induction of anti-tumor immunity against pancreatic cancer. Given the failure of the majority of therapeutics and immunotherapies alone and in combination to treat PDAC and the difficulty of targeting these therapeutics to the pancreas, our findings collectively provide a potential breakthrough in not only targeting the pancreas directly but also in recruiting anti-tumor, innate immune cells to the immunologically cold PDAC TME.

## Results

### Yeast-derived particulate β-glucan preferentially traffics to the pancreas

It has been well documented that the administration of β-glucans from bacteria and fungi results in an increase in the numbers and frequencies of hematopoietic progenitors and multipotent progenitors that are biased towards the myeloid lineage, which ultimately functions as an important step in the induction of central and peripheral trained immunity^22^. However, it has not yet been shown where exactly β-glucan traffics to after administration in order to have these effects. In these studies, whole β-Glucan particles (WGP) derived from *Saccharomyces cerevisiae* were used, which are 2–4 micron hollow yeast cells made of highly concentrated (1,3) β-glucans. The detailed characterization of WGP β-glucan is described in one of our other studies. Unlike other forms of β-glucan used in trained immunity, this formulation is unique in that it is particulate and requires active phagocytosis to exert its effects. To assess the trafficking of this particulate β-glucan, WGP was tagged with (5-(4,6-Dichlorotriazinyl) Aminofluorescein) (DTAF), and injected IP into wild-type (WT) C57BL/6 mice. Three days following IP administration (3-day WGP), the lung, spleen, inguinal and mesenteric lymph nodes, peritoneal cavity cells, and pancreas were harvested, washed with ice-cold PBS to wash away DTAF-WGP from the peritoneum that may have been adhered to the surface of the organ, and the presence of DTAF-WGP in each organ was assessed by flow cytometry. While there was some trafficking of the DTAF-WGP to the spleen, mesenteric lymph nodes, and residual DTAF-WGP in the peritoneal cavity, the pancreas showed a striking and unexpected presence of the DTAF-WGP (Fig. 1a). To further assess this trafficking and to ensure that the DTAF label was not involved in the trafficking mechanism, WGP was radiolabeled with ^89^Zr and injected IP (Fig. 1b) or incubated with peritoneal macrophages that were then injected IP (Fig. 1c). Mice were first imaged using a PET/CT scan 48 h following injection and green circles are used to indicate the observed preferential accumulation of the ^89^Zr-WGP in the pancreas. A necroscopy was then performed and the radioactive signature of each organ was measured. In accordance with the flow cytometry data, ^89^Zr-WGP trafficked in large quantities to the pancreas and was found in lower levels in the spleen, liver, and intestinal system. Peritoneal macrophages that were cultured with ^89^Zr-WGP and then injected IP had similar though slightly more diversified trafficking than the pure ^89^Zr-WGP, and also accumulated most prominently in the pancreas (Fig. 1d). Trafficking of peritoneal macrophages loaded with WGP to the pancreas indicates that both naked WGP as well as macrophages that have phagocytosed WGP display tropism to the pancreas.

**Fig. 1:**
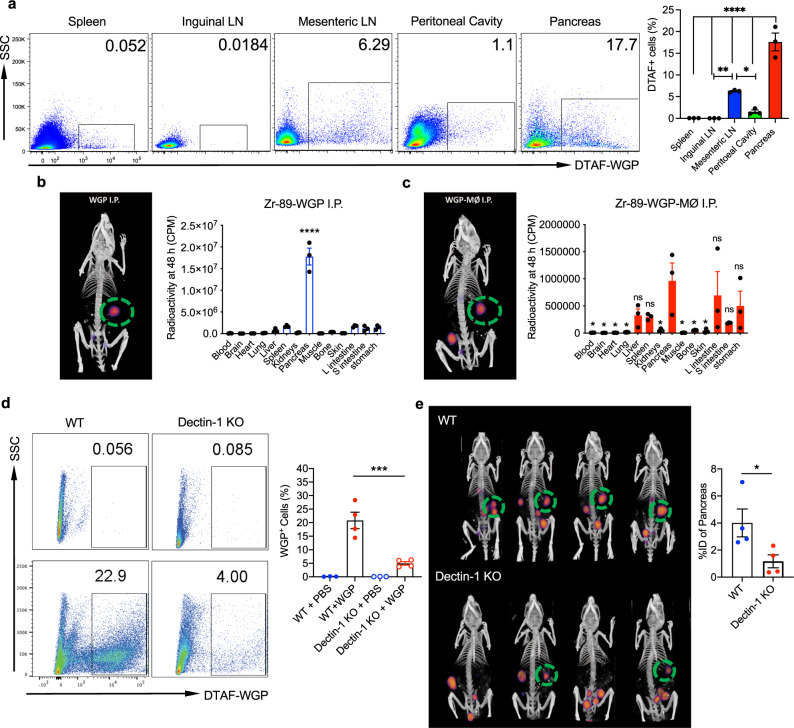
Particulate β-glucan traffics to the pancreas in a dectin-1 dependent manner. **a** DTAF-WGP was injected I.P. and 3 days later different tissues (*n* = 3) were harvested and assessed for the presence of the DTAF-WGP by flow cytometry. Representative dot plots and summarized data are shown. *p = 0.032, **p = 0.0057, ****p < 0.0001. **b** WGP was labeled with ^89^Zr-WGP or **c** peritoneal macrophages were incubated with ^89^Zr-WGP and washed, followed by I.P. injection. PET/CT imaging displays the trafficking of the ^89^Zr-WGP after 48 h. Organs were individually assessed for radioactivity following a necroscopy using a gamma counter. In **c**, significance is reported as compared to the pancreas (*n* = 3). ****p < 0.0001. **d** Dectin-1^−/−^ mice or WT mice were injected with DTAF-WGP and the accumulation of DTAF-WGP in the pancreas was assessed by flow cytometry (WT PBS *n* = 3, WT WGP *n* = 4, KO + PBS *n* = 3, KO + WGP *n* = 4). **e** Dectin-1^−/−^ mice or WT mice (*n* = 4) were injected with ^89^Zr-WGP and 48 h later a PET/CT was used to assess the amount in the pancreas. The signal was quantified by reporting the % of injected dose (%ID) in the pancreas. *p = 0.046. A one-way ANOVA with Tukey’s multiple comparisons was used in **a**–**d**, and an unpaired, two-tailed student’s *t*-test was used in **e**. Data were represented as mean ± SEM. ns not significant; Each sample represents a biologically independent animal obtained over a single independent experiment which was repeated at least twice for verification of results.

In an effort to assess the role that the known receptor of WGP played in the trafficking of WGP, mice lacking the C-type lectin receptor, Dectin-1, (Dectin-1^−/−^ mice) were injected IP with DTAF-WGP. As compared to WT mice, Dectin-1^−/−^ mice showed a fivefold decrease in the amount of WGP that trafficked to the pancreas, as assessed by flow cytometry (Fig. 1d). ^89^Zr-WGP was also injected IP into WT mice and Dectin-1^−/−^ mice. As compared to WT animals, there was significantly less trafficking of ^89^Zr-WGP to the pancreas of Dectin-1^−/−^ mice (Fig. 1e). To ensure that this process was in fact β-glucan specific, a polystyrene-based latex 3 μm fluorescent particle, the same size as a WGP particle, was injected IP and was not found to accumulate in the pancreas (Supplementary Fig. 1a). Together, these data highlight a previously uncharacterized dectin-1 dependent tropism in which β-glucan traffics to the pancreas.

### β-Glucan that traffics to the pancreas incites an influx of innate immune cells that show a phenotype of trained immunity

After discovering that β-glucan displays tropism toward the pancreas, it was also observed that the immune landscape of the pancreas was significantly altered following WGP treatment. The arrival of WGP to the pancreas was accompanied by a distinct influx of CD11b^+^ myeloid cells to the pancreas by day 3, some of which had phagocytosed WGP (Fig. 2a). This finding led us to examine how overall immune populations of the pancreas are impacted following IP WGP treatment. As it has been previously observed that the immune changes associated with trained immunity in the BM are most pronounced 1 week following exposure to β-glucan^22^, the immune profile of the pancreas was examined in mice treated with a 3 μm polystyrene microparticle or WGP 7 days after administration. First, it was observed that there was about a sevenfold increase in the overall absolute number of CD45^+^ immune cells in the pancreas after WGP treatment (Fig. 2b). The 3 μm polystyrene microparticle control did not have such effects (Supplementary Fig. 1b), indicating that this immune cell influx is WGP specific. In addition, there was an observed increase in the percent of CD45^+^ immune cells (Supplementary Fig. 1c). To further classify which cell types were responsible for this expansion of the CD45^+^ immune population, the absolute number (Fig. 2b) and relative percent (Supplementary Fig. 1c) of myeloid cells (CD11b^+^), T-cells (CD3^+^), B-cells (CD19^+^), and NK cells (NK1.1^+^) were evaluated. The cumulative changes in the pancreas are represented by pie charts which demonstrate that the expansion of the myeloid compartment is responsible for the relative decrease in the percentage of other cell populations and the overall increase in the CD45^+^ population following WGP treatment (Fig. 2c). We next investigated whether this influx of CD11b^+^ immune cells was transient, so the percent of overall CD45^+^ cells and CD11b^+^ cells in the pancreas following IP injection was measured at 7,10, 18, and 30 days. While the percent of CD11b^+^ cells peaked at day 7, the percent of CD45^+^ cells appeared to peak at day 10 which may indicate that following the influx of CD11b^+^ cells to the pancreas, an influx of other immune cell types may follow. The percent of immune cells in the pancreas decreased to basal levels by day 30, demonstrating that this influx is transient (Fig. 2d). Within the myeloid compartment, we observed the absolute number (Fig. 2e) and percent (Supplementary Fig. 1c) of macrophages (F4/80^+^), monocytes (Ly6C^+^), and neutrophils (Ly6G^+^) were all increased. The influx of immune cells into the pancreas was also shown to be dependent on the dose of WGP injected, where higher doses of WGP were associated with increased influx of overall CD45^+^CD11b^+^ myeloid cells and CD45^+^CD11b^+^F4/80^+^ macrophages (Supplementary Fig. 1d). As pancreatitis and the destruction of pancreatic islets are associated with immune cell infiltration of the pancreas, H + E of the pancreas was performed to assess the integrity of acini 7 days after WGP administration (Supplementary Fig. 1e). Serum amylase, a diagnostic marker of pancreatitis, was also measured in WGP vs PBS-treated mice 7 days following injection (Supplementary Fig. 1f). Neither the islets nor the serum amylase was adversely impacted by WGP treatment and the observed immune influx, indicating that the immune cell influx in this mechanism does not cause pancreatic destruction.

**Fig. 2:**
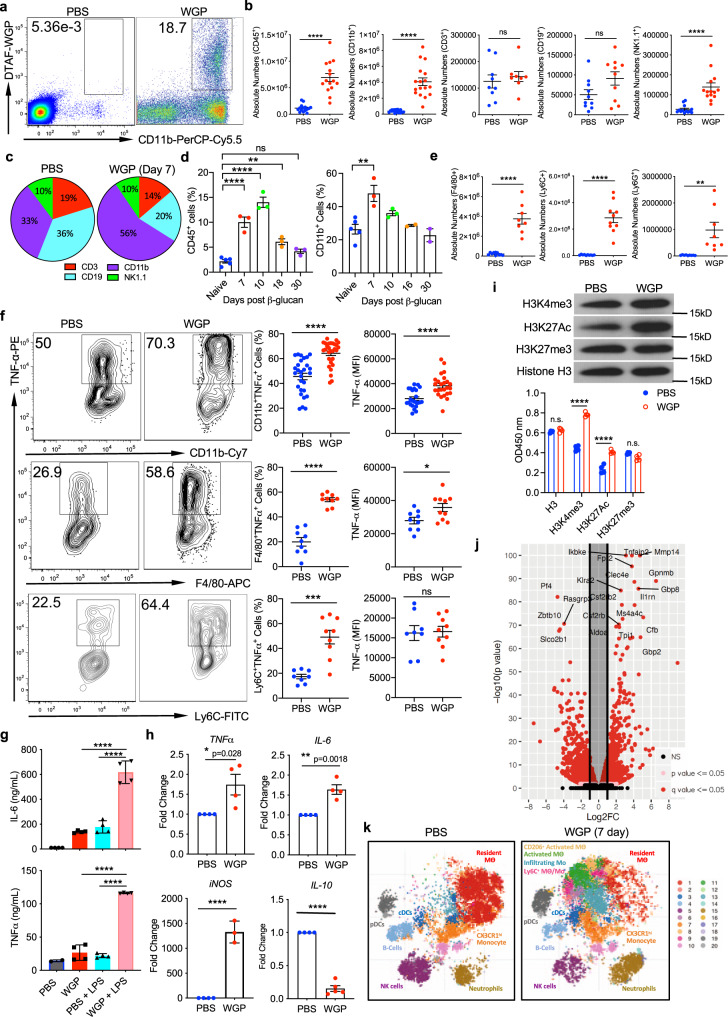
β-glucan stimulates an influx of trained myeloid cells into the pancreas. **a** Percent of CD45^+^CD11b^+^DTAF^+^ cells in the pancreas 3 days after WT mice received I.P. DTAF-WGP. **b** Seven days after PBS or WGP injection, absolute numbers of CD45^+^ (*n* = 15), CD11b^+^ (*n* = 18), CD3^+^ (*n* = 8), CD19^+^ (*n* = 10), and NK1.1^+^ (*n* = 14) cells are shown. ****p < 0.0001. **c** Pie charts representing frequency changes of major immune cell populations after WGP treatment. **d** WT mice were injected with PBS (*n* = 5) or WGP (*n* = 5) and the percent of CD45^+^ and CD45^+^CD11b^+^ cells were measured 7, 10, 18, and 30 days later (*n* = 3). **p = 0.0034, ****p < 0.0001 (CD45), **p = 0.0023 (CD11b). **e** Absolute numbers of F4/80^+^ (*n* = 10), Ly6C^+^ (*n* = 10), and Ly6G^+^ (*n* = 8) within the CD11b^+^ population. **p = 0.003, ****p < 0.0001. **f** Seven days after IP PBS or WGP the pancreas was restimulated with LPS. TNFα production in CD11b^+^ (*n* = 28), CD11b^+^F4/80^+^ (*n* = 9), and CD11b^+^Ly6C^+^ (*n* = 8) cells was measured. *p = 0.024, ***p = 0.0001, ****p < 0.0001. **g** Seven days after PBS or WGP, the CD45^+^CD11b^+^ population was enriched (*n* = 4). Cells were restimulated with or without LPS for 24 h. TNFα and IL-6 production was measured using ELISA. ****p < 0.0001. **h** Pancreatic CD11b^+^ cells from PBS and WGP-trained mice were sorted. RT-qPCR was done to quantify TNFα (*n* = 4), IL-6 (*n* = 4), iNOS (PBS *n* = 4, WGP *n* = 3), and IL-10 (PBS *n* = 4, WGP *n* = 5) mRNA expression levels. *p = 0.028, **p = 0.0018, ****p < 0.0001. **i** CD11b^+^ cells from PBS or WGP-injected mice (24 h) were sorted (*n* = 4). Histones were isolated and subjected to western blot analysis (top) or ELISA (bottom) for H3K4me3, H3K27Ac, H3K27me3, and total H3. ****p < 0.0001. **j** Seven days after IP WGP or PBS, pancreatic CD45^+^CD1b^+^ populations were sorted. RNA-Seq analysis was performed (PBS *n* = 3, WGP *n* = 3). The distribution of *p* values (–log_10_(*p* value)) and fold changes (log_2_ FC) of differentially expressed genes are represented. **k** t-SNE plots of the CD11b^+^ population in mice trained with PBS or WGP 7 days prior and analyzed with CyTOF (PBS *n* = 3, WGP *n* = 3). Unpaired, two-tailed student’s *t*-tests were used in **b**, **e**, **f**, and **h**. A one-way ANOVA with multiple comparisons was used in **d**, **g**, and **i**. Data represented as mean ± SEM. ns not significant. Each sample represents a biologically independent animal obtained over a single independent experiment.

To investigate whether the cells found to infiltrate the mouse pancreas following WGP treatment displayed a phenotype of trained immunity, we used a standard training protocol in which mice were treated with WGP or PBS and 7 days later the pancreas were harvested and then restimulated with LPS. TNF-α production has been used as a surrogate marker to evaluate the trained response. Overall CD11b^+^ myeloid cells, CD11b^+^F4/80^+^ macrophages, and CD11b^+^Ly6C^+^ monocytes were all shown to produce more TNF-α due to prior exposure to WGP, as assessed by the percent of TNF-α^+^ cells and the MFI (Fig. 2f). To further assess these findings, CD11b^+^ cells were sorted from the pancreas of these mice and restimulated ex vivo with LPS, and the TNF-α and IL-6 levels in the supernatants were measured by ELISA. As compared to CD11b^+^ cells from PBS mice, cells from WGP-trained mice that were restimulated with LPS produced significantly more TNF-α and IL-6 (Fig. 2g), signifying that WGP-treated pancreatic CD11b^+^ cells were trained. These results were further confirmed using RT-PCR, where pancreatic CD11b^+^ cells sorted from PBS or WGP-trained mice were shown to produce more TNF-α, IL-6, iNOS, and less IL-10 due to WGP treatment (Fig. 2h). Since trained immunity is associated with metabolic and epigenetic reprogramming^23^, we measured lactate levels to examine whether glycolysis is involved. Indeed, WGP-trained CD11b^+^ cells secreted more lactate compared to untrained cells (Supplementary Fig. 1g). We also measured histone modifications of WGP-trained CD11b^+^ cells. As shown in Fig. 2I, the expression levels of H3K4me3 and H3K27Ac were significantly enhanced in WGP-trained CD11b^+^ cells. This was revealed by both western blot analysis (Fig. 2i, top) and ELISA quantitative assay (Fig. 2i, bottom). Together these findings indicate that not only does WGP incite a trained phenotype in the cells that traffic into the pancreas, but that they also undergo metabolic and epigenetic reprogramming.

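CD45+CD11b+ cells were sorted from the pancreas of C57BL/6 mice 7 days after an intraperitoneal injection of PBS or of 1 mg of WGP, and their RNA was sequenced as 3 PBS and 3 WGP libraries. The authors aligned the reads to the mm10 mouse genome with STAR and deposited the raw counts per Ensembl gene that HTSeq gave, without normalization. The PBS libraries held 35334645, 38419377 and 40580936 counts, with a median of 38419377. The WGP libraries held 38240913, 43341834 and 41990018 counts, with a median of 41990018. Between 12147 and 12860 genes had at least 1 count in a library, and the 10 most abundant genes took between 6.34% and 9.16% of a library's counts. The table lists 21780 genes, of which 21700 are protein-coding in the GENCODE vM21 annotation of the same build. It lists none of the 193 protein-coding genes whose symbols start with Rps, Rpl, Mrps, Mrpl or mt-, so the totals and all scaling factors leave these genes out. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, in the 14429 protein-coding genes with at least 10 RLE-normalized counts summed over the 6 libraries. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds drawn in Fig. 2j. Log2 fold changes are WGP over PBS, and levels are TMM-scaled CPM, given as mean ± SD of the 3 libraries of a group. For a gene at 0 in all libraries of a group, the fold was computed against a floor of 3 counts over that group and is a lower bound. The counts carry no molecular identifiers, so these floors cover counting error only, and the bounds are too high where several reads come from 1 molecule. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1. Among the PBS libraries only replicate 1 had no Y-linked counts on the genes used for the covariate. With the presence of these counts as a covariate, the WGP libraries are therefore compared with PBS replicate 1 alone.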

RNA sequencing (RNA-Seq) was then performed on FACS sorted CD45^+^CD11b^+^ cells 7 days following PBS or WGP administration to obtain an unbiased and comprehensive characterization of myeloid populations in the pancreas. A total of 1459 differentially expressed genes (DEGs) were discovered, with 661 upregulated and 798 genes downregulated in the WGP-trained setting (Fig. 2j). 

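In edgeR's quasi-likelihood test 1369 genes were called, of which 653 rose and 716 fell in the WGP libraries. At the adjusted p alone 2071 genes passed, of which 1088 rose and 983 fell, so the balance of rises and falls depended on the fold change threshold. An unadjusted p below 0.05 was found for 3754 genes. The alternative that moved the number of called genes most was an absolute log2 fold change of at least 2, with 568. Leaving out each library in turn gave between 1146 and 1396 called genes. In 1358 of the called genes (99.2%) the 3 WGP libraries all lay on one side of the 3 PBS libraries, which the selection of called genes itself favours. Over all genes tested this share was 32.0%, against 10% by chance. The median absolute log2 fold change of the called genes was 1.75, and the median standard error of all genes tested was 0.33. All 20 genes labelled in Fig. 2j were called, 16 of them higher and 4 lower in the WGP libraries. Tnfaip2 (ENSMUSG00000021281, chromosome 12) rose from 128 ± 6.22 to 1813 ± 89.2 CPM (n = 3), a log2 fold change of 3.82 (standard error 0.15, adjusted p = 2.90e-06 from edgeR). Over the 19 alternatives its log2 fold change lay between 3.72 and 3.90. Mmp14 (log2 fold change 4.79) and Gpnmb (6.83) rose as well, with adjusted p values of 3.69e-06 and 1.32e-05 from edgeR. Pf4 (ENSMUSG00000029373, chromosome 5) fell from 364 ± 95.9 to 13.1 ± 3.06 CPM (n = 3), a log2 fold change of -4.79 (standard error 0.27, adjusted p = 5.58e-06 from edgeR). Rasgrp3, Zbtb10 and Slco2b1 had log2 fold changes of -4.00, -4.52 and -4.63. Among called genes with separated groups and at least 10 counts in each library of the higher group, the largest rises were in genes without, or nearly without, counts in the PBS libraries. Nos2 (ENSMUSG00000020826, chromosome 11), which encodes inducible nitric oxide synthase, had 0 counts in each PBS library and 59.9, 525 and 83.6 CPM in the WGP libraries, at least 8788-fold higher, with most of its counts in WGP replicate 2, without which the bound was 2829-fold. Its adjusted p was 0.000489 in edgeR and 0.213 in limma-voom, the highest of its alternatives, which start at 5.18e-14. Gm4841, Gpr15 and Gm15056 were also at 0 in the PBS libraries and were at least 347-fold, 253-fold and 178-fold higher, and without WGP replicate 2 the bound of Gm4841 was 175-fold. With a floor of 3 times 41.3 counts, the highest of the most frequent low counts of the PBS libraries, the bounds of Nos2, Gm4841, Gpr15 and Gm15056 are 213-fold, 8.40-fold, 6.12-fold and 4.32-fold. The ranking of Gm4841, Gpr15 and Gm15056 is then open, since measured rises such as that of Gpnmb could be larger. Gm15056 was not called with the presence of Y-linked counts as a covariate (adjusted p = 0.0504 in edgeR, the highest of its alternatives, which start at 1.10e-08). Tgtp1, whose reads the counting could have split with its near-identical copy Tgtp2, had 1 count in the PBS libraries and 4386 in the WGP libraries, a ratio of 4352 with an exact binomial 95% interval from 781 to 171942, and without PBS replicate 3, which held this count, a bound of at least 949-fold. Among the same called genes the largest falls were in Ifnb1, Apol8, Aqp12, Sarm1 and Ric3, all at 0 in the WGP libraries and at least 453-fold, 421-fold, 141-fold, 114-fold and 111-fold lower. With a floor of 3 times 31.6 counts, the highest of the most frequent low counts of the WGP libraries, these bounds are 14.3-fold, 13.3-fold, 4.47-fold, 3.59-fold and 3.52-fold. At this floor the ranking of these falls is open, since measured falls such as that of Pf4 could be larger. Acinar genes fell as well, and whether RNA carried over from other cells gave any of these falls was not tested. Sarm1 was not called by edgeR without PBS replicate 1 (adjusted p = 0.0715) or PBS replicate 2 (0.0600) or with the replicate number as a block (0.0829), in a range over its alternatives from 1.27e-06 to 0.0829. Ric3 was not called by edgeR without PBS replicate 2 (adjusted p = 0.0652) or PBS replicate 3 (0.0975) or with that block (0.0864), in a range from 1.47e-06 to 0.0975.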

Gene set enrichment analyses (GSEA) further confirmed previously investigated upregulations in pathways related to TNF-α and, IL-6 production (Supplementary Fig. 2a). 

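Of 10 inflammatory cytokine and mediator genes on a hand-written list, 9 had a higher and 1 a lower level in the WGP libraries. Over all genes tested 6 of them rose and 1 fell at the adjusted p, and adjusted over the list alone 7 rose and 1 fell. Taken as a set, the genes rose in limma's camera test with a preset correlation of 0.01 (adjusted p = 0.000312 over the 38 sets tested). The alternative that moved this set most was camera with the correlation estimated from the 6 libraries (adjusted p = 0.154), in a range over its alternatives from 9.89e-06 to 0.154. Of the 38 sets 23 passed in camera, 19 of these also passed in limma's fry test, and 0 passed with the estimated correlation. Il6 (ENSMUSG00000025746, chromosome 5) rose from 3.79 ± 2.56 to 19.8 ± 15.3 CPM (n = 3), with a log2 fold change of 2.38 (standard error 0.65, adjusted p = 0.0348 from edgeR). The rise in Il6 was not called by limma-voom (adjusted p = 0.118) or with the replicate number as a block (0.0895). It was also not called by edgeR without PBS replicate 1 (adjusted p = 0.0569), PBS replicate 2 (0.116) or WGP replicate 1 (0.226), in a range over its alternatives from 0.00437 to 0.226. Without WGP replicate 1 the log2 fold change of Il6 was 1.53, and without PBS replicate 3 it was 3.01. Tnf (ENSMUSG00000024401, chromosome 17) was at 344 ± 46.3 CPM in the PBS libraries and 230 ± 9.62 CPM in the WGP libraries (n = 3), with every WGP library below every PBS library. Its log2 fold change was -0.58 (standard error 0.15, adjusted p = 0.0249 from edgeR), short of the fold change threshold, and lay between -0.74 and -0.50 over 19 alternatives, with adjusted p values from 0.000889 to 0.102, the highest without PBS replicate 2. Il1b, Ptgs2 and Il27 had log2 fold changes of 2.99, 3.02 and 3.65, with adjusted p values of 2.20e-05, 1.86e-05 and 9.20e-05 from edgeR. Il10 (ENSMUSG00000016529, chromosome 1) fell from 28.3 ± 0.915 to 2.29 ± 0.627 CPM (n = 3), a log2 fold change of -3.62 (standard error 0.33, adjusted p = 6.69e-05 from edgeR).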

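The 30 chemokine ligand genes tested, taken by their symbols, moved in both directions, with 13 higher and 17 lower in the WGP libraries. Over all genes tested 3 of them were called higher and 5 lower, while at the adjusted p alone 4 rose and 6 fell, and adjusted over the list alone 4 rose and 7 fell. As a set the ligands did not pass limma's camera test (adjusted p = 0.323). Ccl24 fell from 147 ± 51.8 to 6.03 ± 2.77 CPM (n = 3), a log2 fold change of -4.61 (standard error 0.39, adjusted p = 4.24e-05 from edgeR). Ccl4 fell from 307 ± 20.6 to 114 ± 8.85 CPM (n = 3), a log2 fold change of -1.43 (standard error 0.14, adjusted p = 0.000113 from edgeR). Of 22 chemokine receptor genes 14 had a higher and 8 a lower level in the WGP libraries, with 4 called higher and 2 lower. Past the adjusted p alone 5 receptors rose and 2 fell, and adjusted over the list alone 8 rose and 3 fell. The receptors rose as a set in camera (adjusted p = 0.0340), in a range over the alternatives from 0.00942 to 0.408. They did not pass on camera's ranks (adjusted p = 0.123), with edgeR's filterByExpr (0.0528), with the presence of Y-linked counts as a covariate (0.408), or without PBS replicate 2 (0.0661), PBS replicate 3 (0.0730) or WGP replicate 2 (0.0597). The Reactome set of chemokine receptors and their ligands held 22 rising and 21 falling genes and did not pass camera (adjusted p = 0.743), where the test's direction was a rise while the mean and the median of its voom log2 fold changes were below 0. Of 31 integrin genes 17 rose and 14 fell, and the set did not pass camera (adjusted p = 0.0910). The integrins passed with library totals only (adjusted p = 0.0498) and without PBS replicate 2 (0.0494), in a range over the alternatives from 0.0494 to 0.432. Itgb2 rose with a log2 fold change of 1.22 (adjusted p = 0.000675 from edgeR), and Itga9 fell with a log2 fold change of -2.08 (adjusted p = 0.000721 from edgeR). Itgal rose with a log2 fold change of 1.04 (standard error 0.15), and was below the fold change threshold with library totals only (0.93), with the presence of Y-linked counts as a covariate (0.93) and without PBS replicate 3 (0.94).

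**Figure D1:**
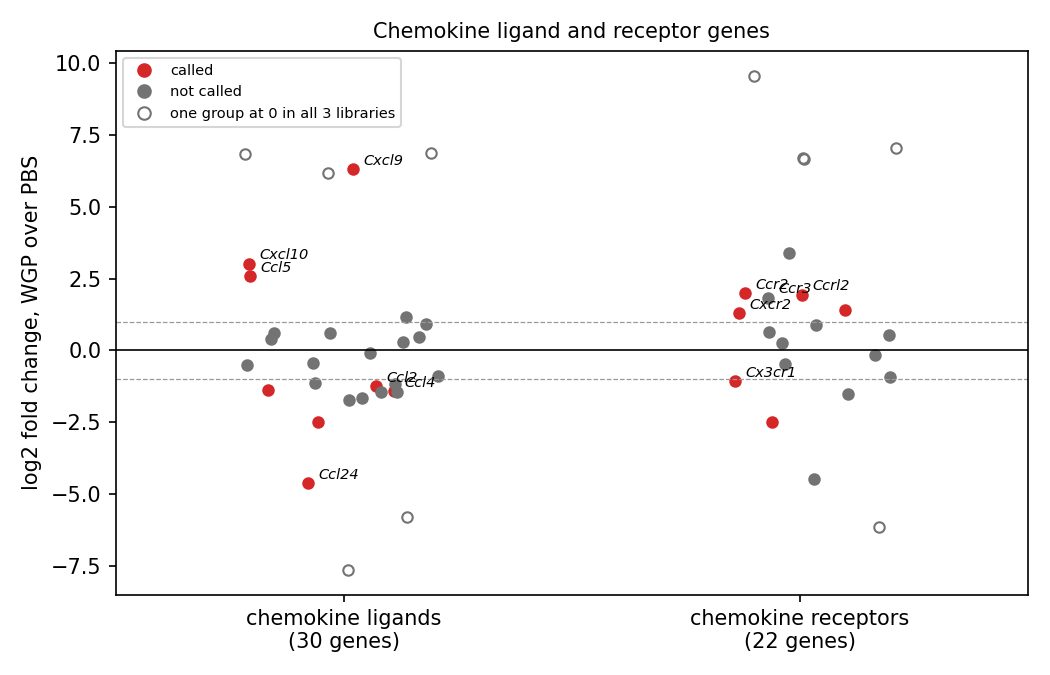
Log2 fold change (WGP over PBS, edgeR) of each chemokine ligand and receptor gene, with 1 point per gene, called genes in red and open circles for genes at 0 in all 3 libraries of a group, whose fitted values are not bounds. Of the ligands 3 were called higher and 5 lower, and of the receptors 4 were called higher and 2 lower.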

In accordance with the observed influx of immune cells, the DEGs related to leukocyte chemotaxis, leukocyte migration (Supplementary Fig. 2a), monocyte chemotaxis, macrophage migration, and myeloid leukocyte migration (Supplementary Fig. 2b) were all significantly enriched in the WGP group. Additionally, reactome pathways CLEC7A dectin-1 signaling and C-type lectin receptor pathways were significantly enriched, further corroborating the Dectin-1 involvement in this process (Supplementary Fig. 2c).

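Clec7a (ENSMUSG00000079293), the gene of Dectin-1, lies on chromosome 6 of GRCm38 from 129461591 to 129472779 and is a polymorphic pseudogene in GENCODE vM21, a class with 82 genes of which the table analysed here lists none. The Reactome sets came from the mouse sets of the fgsea package, and genes were ranked by -log10 of edgeR's p value whatever their direction, while the paper's methods rank genes by p value and name DESeq2 for the differential expression. Of 688 sets with 15 to 500 tested genes 133 were enriched at an adjusted p of at most 0.05 in fgsea. The C-type lectin receptor set (114 genes) ranked 24 with an adjusted p of 0.000845, and the CLEC7A Dectin-1 signaling set (93 genes) ranked 31 with an adjusted p of 0.00239. The highest adjusted p values over the alternatives came from a ranking by DESeq2's p values, with 0.202 for C-type lectin receptors and 0.333 for Dectin-1 signaling. With at least 10 counts in every library these values were 0.0649 and 0.0724, and the lowest, in the signed ranking, were 8.18e-07 and 8.51e-06. Symbols starting with Psm, the proteasome subunits and activators, make up 44 genes of each set. These 44 genes alone had an adjusted p of 0.0164 in fgsea, and the other 49 genes of the Dectin-1 set one of 0.0772. The C-type lectin receptor set without them (70 genes) had an adjusted p of 0.0132. Of the 44 Psm genes 41 rose and 3 fell, with 8 called, while of the other 49 genes of the Dectin-1 set 30 rose and 19 fell, with 6 called higher and 1 lower. Psme2, Psmb10 and Psmb9 had log2 fold changes of 1.84, 1.64 and 1.86, with adjusted p values of 6.43e-05, 9.61e-05 and 0.000137 from edgeR. In limma's camera test, which takes direction into account, both sets rose, with an adjusted p of 1.32e-06 for C-type lectin receptors and 1.60e-06 for Dectin-1 signaling. Of 16 genes on a hand-written list of the core of the Dectin-1 pathway 14 rose (adjusted p = 0.000175 in camera), with 4 called. Of these, 6 rose at the adjusted p alone, and adjusted over the list alone 8 rose and 1 fell. Among the called genes Prkcd and Relb had log2 fold changes of 1.12 and 1.05, and Nfkb2 had an adjusted p of 0.000671 in edgeR. Nfkb2 and Relb were below the fold change threshold with library totals only (0.99 and 0.94), and Relb also without PBS replicate 3 (0.90) and with the presence of Y-linked counts as a covariate (0.70). Of 24 genes with a Clec symbol 16 rose and 8 fell (adjusted p = 0.00158 in camera), with 6 called higher and 2 lower. Clec4e (ENSMUSG00000030142, chromosome 6) rose from 59.4 ± 10.7 to 1055 ± 228 CPM (n = 3), a log2 fold change of 4.15 (standard error 0.23, adjusted p = 5.24e-06 from edgeR), and Clec4n and Clec4d had log2 fold changes of 2.49 and 2.41. The paper reasons that the enrichment of both pathways adds to the evidence that Dectin-1 is involved in this process.

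**Figure D2:**
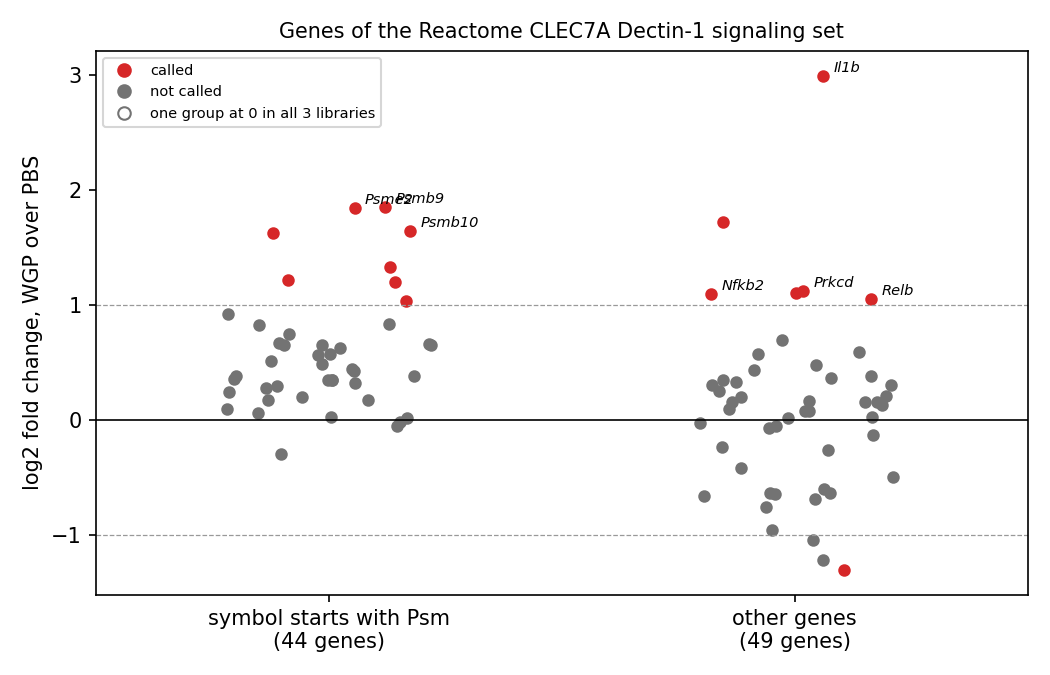
Log2 fold change (WGP over PBS, edgeR) of each gene of the Reactome CLEC7A Dectin-1 signaling set, with the 44 genes whose symbols start with Psm on the left, the other 49 on the right, and called genes in red. Of the genes on the left 41 lie above 0, and of those on the right 30.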

Considering that the myeloid population was observed to be responsible for the expansion of the CD45^+^ population and that myeloid cells are a diverse population, CyTOF analysis was performed on pancreata from mice treated with PBS or WGP 7 days prior. Cell populations within the pancreas were identified and compared between treatment groups; t-SNE plots indicated that following WGP treatment there was a relative decrease in the resident macrophage population which highly expresses M2 markers such as CD206. We also observed an appearance of several myeloid populations in the pancreas which were defined as Ly6C^+^ macrophage-derived monocytes, infiltrating inflammatory monocytes, activated macrophages, and CD206^+^ activated macrophages (Fig. 2k and Supplementary Fig. 2d). viSNE plots gated on the CD11b^+^ population showed a distinct expansion of monocytes and macrophages, with additional increases of the dendritic cell (DCs), neutrophil, and NK populations after WGP treatment (Supplementary Fig. 2e). Additionally, these analyses highlight that following WGP training and LPS restimulation, TNFα was primarily produced by macrophages and monocytes, IL-6 and iNOS were primarily produced by macrophages, Granzyme-B was produced by NK cells and macrophages, and IFNγ was principally produced by neutrophils (Supplementary Fig. 2f). This reveals that while many cell populations are changed due to WGP treatment, the primary cells trained by WGP, as assessed by increased TNFα expression, are macrophages and monocytes and that there is not a single cell type responsible for the phenotype of the trained immunity that was observed.

To assess whether this phenomenon of myeloid cell influx and activation was dependent upon other immune populations or driven entirely by the myeloid cells themselves, we depleted specific immune populations and observed the trained phenotype. Anti-CD4 and anti-CD8 mAbs were used alone and in combination to deplete T-cells, the efficiency of depletion was assessed (Supplementary Fig. 3a), and the trained phenotype of myeloid cells was observed (Supplementary Fig. 3b, c). NK cells were also depleted using mAb PK136, the depletion efficiency was evaluated (Supplementary Fig. 3d) and the trained phenotype was observed (Supplementary Fig. 3e, f). In the absence of T-cells and NK cells, myeloid cells were still observed to be trained by WGP. The trained phenotype was also assessed in NSG mice which lack B-cells, T-cells, and NK cells (Supplementary Fig. 3g, h). These mice still showed a clear phenotype of trained immunity. Finally, we depleted neutrophils using Ly6G mAb. Despite the depletion of granulocytes, we still observed WGP-induced training in the CD11b^+^ myeloid compartment (Supplementary Fig. 3i–k). Taken together, our data support that the infiltrating myeloid cells in the pancreas are trained by β-glucan without the assistance or influence of adaptive immune populations, NK cells, or granulocytes.

### Single-cell RNA sequencing reveals specific populations of pro-inflammatory macrophage/monocytes that traffic to the pancreas upon β-glucan treatment

As our CyTOF analyses have revealed the appearance of several previously uncharacterized populations to the pancreas following WGP treatment, to gain a more in-depth understanding of the cell populations present in the pancreas, a single-cell RNA sequencing (scRNA-Seq) was performed on sorted CD45^+^ cells from PBS-treated mice and mice treated with WGP three (3-day WGP) and seven days prior (7-day WGP). Two-dimensional UMAP representation of 11,132 cells aggregated from three samples with clusters resulting from k-nearest neighbors and Louvain algorithms partitioned into 19 distinct clusters (Fig. 3a, b). The relative frequency of each cluster within each experimental group was assessed. Here, significant increases in the frequency of clusters 3,4, and 10 were observed by day 7 after WGP treatment, along with a near disappearance of cluster 5 (Fig. 3c). The relative frequencies of several other populations were also shown to decrease over time. However, this apparent trend is likely due to the relative increase in the frequency of other populations. Overall, clusters 3,4,10, and 5 appear most significantly altered due to WGP treatment (Fig. 3d).

**Fig. 3:**
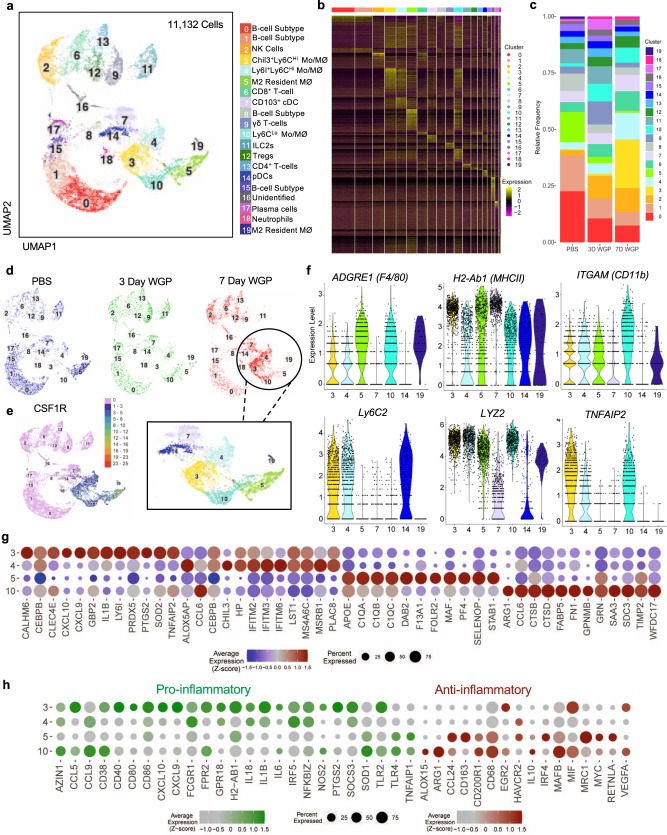
Single-cell RNA-seq showing the immune cell phenotype 3 and 7 days following IP WGP. CD45^+^ cells from the pancreas of mice treated with PBS or WGP 7 days and 3 days prior were sorted and scRNA-Seq was performed. **a** Two-dimensional UMAP representation of 11,132 cells aggregated from the three experimental samples with 20 unique clusters resulting from k-nearest neighbors and Louvain algorithms. **b** Heatmap of expression of aggregated marker genes for all clusters. **c** Bar graphs showing the relative frequency of cells in each cluster across samples. **d** UMAP dimension reduction of PBS (blue), 3-day WGP (green), and 7-day WGP (red) samples shown individually. The portion of the UMAP representing myeloid cells is highlighted. **e** Single-cell gene expression of *CSF1R*. **f** Single-cell expression distributions across clusters identified as myeloid cells for select genes related to myeloid phenotyping. **g** Dot plot of the top 12 enriched genes in clusters 3, 4, 5, and 10 showing the average expression level and percentage of cells expressing select genes. **h** Dot plots showing the enrichment of selected genes associated with pro-inflammatory (green) and anti-inflammatory (red) immune responses across clusters 3, 4, 5, and 10. In **g** and **h**, the average expression level is displayed as *z*-scores computed across the four clusters for individual genes.

The populations noted previously to be most significantly altered over time due to WGP treatment were part of the myeloid compartment, as identified by *CSF1R* expression (Fig. 3d, e). As these data along with previous findings suggest that myeloid populations drive the immune changes associated with WGP treatment, the dynamic *CSF1R*^*+*^ clusters 3,4,10, and 5 were investigated in more detail as shown by violin plots (Fig. 3f) and dot plots representing the top 12 marker genes by average *Z*-score for each cluster (Fig. 3g). Cluster 5, which was present in PBS mice but virtually disappeared after WGP treatment was identified as resident macrophages^24,25^. This cluster also notably expressed *MAF* and *APO* which are both related to M2 macrophage polarization^26–28^. Cluster 19 was largely unchanged over time so was not described in more detail, but exhibited an expression profile similar to cluster 5, and thus also represents a subset of tissue-resident macrophages. Cluster 10, the Ly6C^lo^ macrophage population, also had a similar expression profile to resident macrophage cluster 5, and notable expression signatures of *ARG1* and *FABP*. We hypothesize this population to be repolarized resident macrophages given the lack of Ly6C expression, similarity to the resident macrophage population, and the disappearance of the resident population following WGP treatment. Clusters 3 and 4 shared general phenotypic characterization as Ly6C^Hi^ infiltrating monocytes/macrophages. Cluster 4 had a notable expression of *Chil3* and *Plac8*, which together have been identified by another group to identify Ly6C^hi^ infiltrating macrophages^29^. Finally, cluster 3, which was absent in naïve mice and showed the greatest increase in relative frequency among all clusters following WGP treatment expressed substantial signatures of *TNFAIP2*, *IL1B*, *SOD2*, and *PRDX5*, indicating a strongly pro-inflammatory phenotype. Cluster 3 was thus identified as Ly6C^Hi^ inflammatory infiltrating monocytes/macrophages. Interestingly, within the myeloid subset, the populations shown to increase due to WGP treatment are the only populations to express *TNFAIP2*, indicating that the cells entering the pancreas are likely trained myeloid cells.

To further characterize the activation status of each of the four dynamic myeloid clusters, dot plots were constructed to show the relative expression of genes associated with a pro-inflammatory status and an anti-inflammatory status (Fig. 3h). Clusters 3 and 4, the infiltrating monocytes/macrophages, were shown to be pro-inflammatory, the resident macrophages were anti-inflammatory, and the macrophages in cluster 10 showed an intermediate phenotype. In agreement with previous CyTOF and flow cytometry data, this scRNA-Seq data further characterizes these newly identified myeloid cells in the pancreas to be a heterogeneous population of transformed and repolarized Ly6C^Lo^ resident macrophages and pro-inflammatory Ly6C^Hi^ infiltrating monocyte-derived macrophages that express signatures of trained immunity.

### The WGP-driven influx and training of myeloid cells in the pancreas is CCR2-dependent and occurs as early as 24 h post-WGP treatment

We next examined what mechanisms were responsible for this influx of cells into the pancreas. RNA-Seq data was used to characterize chemokines and cytokines whose expression was significantly upregulated upon WGP treatment (Fig. 4a). 

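Among the genes drawn in Fig. 4a, Cxcl9 (ENSMUSG00000029417, chromosome 5) rose from 14.1 ± 7.41 to 1117 ± 530 CPM (n = 3), a log2 fold change of 6.31 (standard error 0.49, adjusted p = 2.65e-05 from edgeR). Cxcl10 (chromosome 5) rose from 60.0 ± 15.0 to 486 ± 231 CPM (n = 3), a log2 fold change of 3.02 (standard error 0.32, adjusted p = 0.000184 from edgeR). Ccl5 (chromosome 11) rose from 78.7 ± 44.4 to 475 ± 171 CPM (n = 3), a log2 fold change of 2.59 (standard error 0.41, adjusted p = 0.00198 from edgeR). Of the receptors, Ccrl2 and Cxcr2 had log2 fold changes of 1.94 and 1.30, with adjusted p values of 6.24e-05 and 0.00320 from edgeR. Cxcr2 was below the fold change threshold (0.97) with the presence of Y-linked counts as a covariate. Ccr3 (ENSMUSG00000035448, chromosome 9) was at 4.51 ± 1.84 CPM in the PBS libraries and 16.1 ± 13.9 CPM in the WGP libraries (n = 3), a log2 fold change of 1.83 (standard error 0.61) that was not called (adjusted p = 0.0779 from edgeR). It was called by DESeq2 (adjusted p = 0.0347) and, in edgeR, without WGP replicate 3 (adjusted p = 0.0440), in a range over its alternatives from 0.0347 to 0.495. Over its alternatives the log2 fold change of Ccr3 lay between 0.85, without WGP replicate 1, and 2.20.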

While several chemokines and cytokines were upregulated, our observation of macrophage and monocyte influx into the pancreas piqued a specific interest in CCR2 due to its involvement in monocyte and macrophage recruitment and in monocyte egress from the bone marrow^30–32^. 

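Ccr2 (ENSMUSG00000049103) lies on chromosome 9, and its level was 333 ± 96.6 CPM in the PBS libraries and 1315 ± 226 CPM in the WGP libraries (n = 3). Its log2 fold change was 1.98 (standard error 0.24, adjusted p = 0.000349 from edgeR) and lay between 1.76 and 2.55 over 19 alternatives. Of 8 genes on a hand-written list of markers of Ly6C-high monocytes, Ccr2 among them, 7 rose and 1 fell (adjusted p = 0.000312 in limma's camera test). At the adjusted p 4 of these rose and 1 fell over all genes tested, and adjusted over the list alone 6 rose and 1 fell. Ly6c2, whose reads the counting could have split with its near-identical neighbour Ly6c1, rose from 84.1 ± 57.9 to 606 ± 76.1 CPM (n = 3), a log2 fold change of 2.85 (standard error 0.46, adjusted p = 0.00219 from edgeR), which was 3.48 without PBS replicate 1. Ccl2 (ENSMUSG00000035385, chromosome 11), which encodes a ligand of CCR2, fell from 192 ± 77.2 to 80.6 ± 15.4 CPM (n = 3), a log2 fold change of -1.25 (standard error 0.28, adjusted p = 0.0135 from edgeR). The fall in Ccl2 was not called by edgeR without PBS replicate 2 (adjusted p = 0.0519), WGP replicate 1 (0.0642) or WGP replicate 3 (0.0610), nor with the presence of Y-linked counts as a covariate (0.287), in a range over its alternatives from 0.000327 to 0.287. Without PBS replicate 3 its log2 fold change was -0.95, short of the threshold.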

CyTOF data also showed a prominent increase in CCR2 positive cells after WGP treatment (Fig. 4b) and scRNA-Seq showed a distinct expression of CCR2 in clusters 3 and 4, which were the two populations that showed the most distinct phenotypes of trained immunity (Fig. 4c). Additionally, 24 h post-WGP treatment, whole pancreatic lysates showed a 30-fold increase in CCL2, which is the ligand for CCR2 and is involved in mediating monocyte chemotaxis (Fig. 4d).

**Fig. 4:**
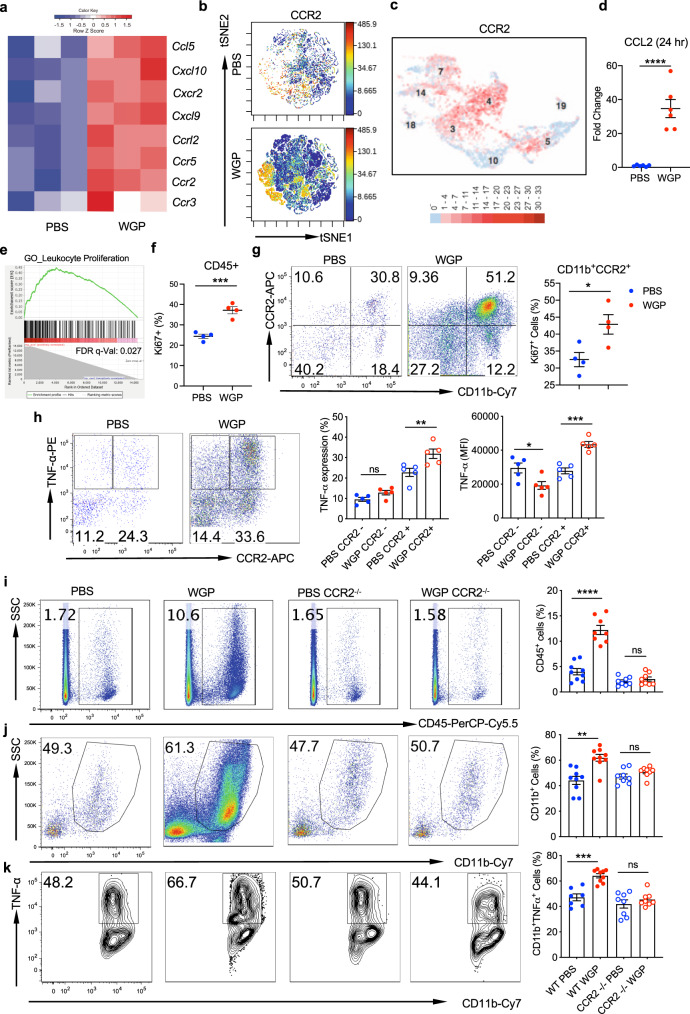
CCR2 is required for immune cell trafficking into the pancreas. **a** Heatmap of chemokines and cytokines that were upregulated in 7-day WGP-treated CD11b^+^ cells based on RNA-Seq data. **b** viSNE plot of the CD11b^+^ pancreatic population in PBS and 7-day WGP-trained mice, highlighting the expression of CCR2. Images made with CyTOF data. **c** scRNA-Seq data showing a UMAP of the myeloid clusters expressing CCR2. **d** CCL2 expression in whole pancreatic lysates 24 h following WGP treatment a measured by RT-PCR (*n* = 6). ****p = 0.0001. **e** GSEA generated enrichment plots of genes related to leukocyte proliferation in CD11b^+^ pancreatic cells from 7-day WGP-trained as compared to PBS mice. PBS was used as the control and compared to WGP. **f** Summarized data of the percent of CD45^+^ pancreatic cells that are Ki67+ in PBS and 7-day WGP-trained mice (*n* = 4). ***p = 0.0007. **g** Cells were first gated on the CD45 + Ki67+ population. Plots show the percent of the CD45^+^Ki67^+^ proliferating pancreatic cells that are CD11b^+^CCR2^+^ in PBS and 7-day WGP-trained mice (*n* = 4). *p = 0.0261. **h** Pancreatic cells from PBS and 7-day WGP-trained mice (*n* = 5) were restimulated with LPS and the percent of CCR2 positive and negative cells producing TNFα was measured in each condition. Cells were first gated on the CD45^+^CD11b^+^ subset. Representative dot plots and summarized data were shown. *p = 0.022, **p = 0.0073, ***p = 0.0007. **i**–**k** WT and CCR2^−/−^ mice were treated with PBS or WGP and the percent of **i** CD45^+^ cells in the pancreas (****p < 0.0001) and **j** the percent of CD45^+^ cells that were CD11b^+^ was assessed. **p = 0.0013. **k** The percent of CD45^+^CD11b^+^ cells producing TNFα. Representative flow plots and summarized data are shown. Each dot represents data from one mouse. ***p = 0.0002. (**i**–**k**: WT PBS *n* = 9, WT WGP *n* = 9, CCR2^−/−^ PBS *n* = 8, CCR2^−/−^ WGP *n* = 8). An unpaired, two-tailed student’s *t*-test was used in **d**, **f**, and **g**, while a one-way ANOVA with multiple comparisons was used in **h**–**k**. Data were represented as mean ± SEM. ns not significant. In **f**–**k**, each sample represents a biologically independent animal obtained over a single independent experiment which was repeated at least twice for verification of results.

RNA-Seq data had shown a clear signature of immune cell recruitment and trafficking, and these data had also indicated that WGP upregulated proliferation of leukocytes and mononuclear cells (Fig. 4e). 

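The gene sets of Fig. 4e were not analysed here, and the phase genes that come with the Seurat package were tested in their place. Of 42 genes of S phase 8 rose and 34 fell in the WGP libraries (adjusted p = 0.0232 in limma's camera test, direction down), with 0 called higher and 2 lower in edgeR. At the adjusted p alone 0 rose and 5 fell in edgeR, the same numbers as adjusted over the list alone. Of 54 genes of G2/M phase 11 rose and 43 fell (adjusted p = 0.0312 in camera, direction down), with 0 called higher and 2 lower in edgeR. With the adjusted p alone 1 rose and 4 fell, again the same numbers as adjusted over the list alone. Neither set passed in limma's fry test, with adjusted p values of 0.260 for S phase and 0.286 for G2/M phase. Without PBS replicate 1 the adjusted p values in camera were 0.378 and 0.617, and without WGP replicate 2 that of S phase was 0.0784. Over all alternatives they lay between 1.01e-05 and 0.712 for S phase and between 3.28e-06 and 0.722 for G2/M phase. Mki67 (ENSMUSG00000031004, chromosome 7), the gene of Ki67, was at 142 ± 72.5 CPM in the PBS libraries and 140 ± 10.8 CPM in the WGP libraries (n = 3), a log2 fold change of -0.01 (standard error 0.30, adjusted p = 0.986 from edgeR). Its log2 fold change was 0.46 without PBS replicate 1 and lay between -0.66 and 0.46 over 19 alternatives, with 6 of them above 0. Pcna had a log2 fold change of -0.98 (adjusted p = 0.00421 from edgeR), short of the threshold, which it passed with library totals only (-1.09), with upper-quartile scaling (-1.01), with the presence of Y-linked counts as a covariate (-1.30) and without PBS replicate 2 (-1.07), PBS replicate 3 (-1.06) or WGP replicate 2 (-1.03). Nasp and Mcm7 were called lower, with log2 fold changes of -1.11 and -1.31, but not without PBS replicate 1 (-0.95 and -1.00). Among the genes of G2/M phase, Kif23 fell with a log2 fold change of -1.79 (adjusted p = 0.000307 from edgeR), Anp32e had one of -0.64 and Tmpo one of 0.73.

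**Figure D3:**
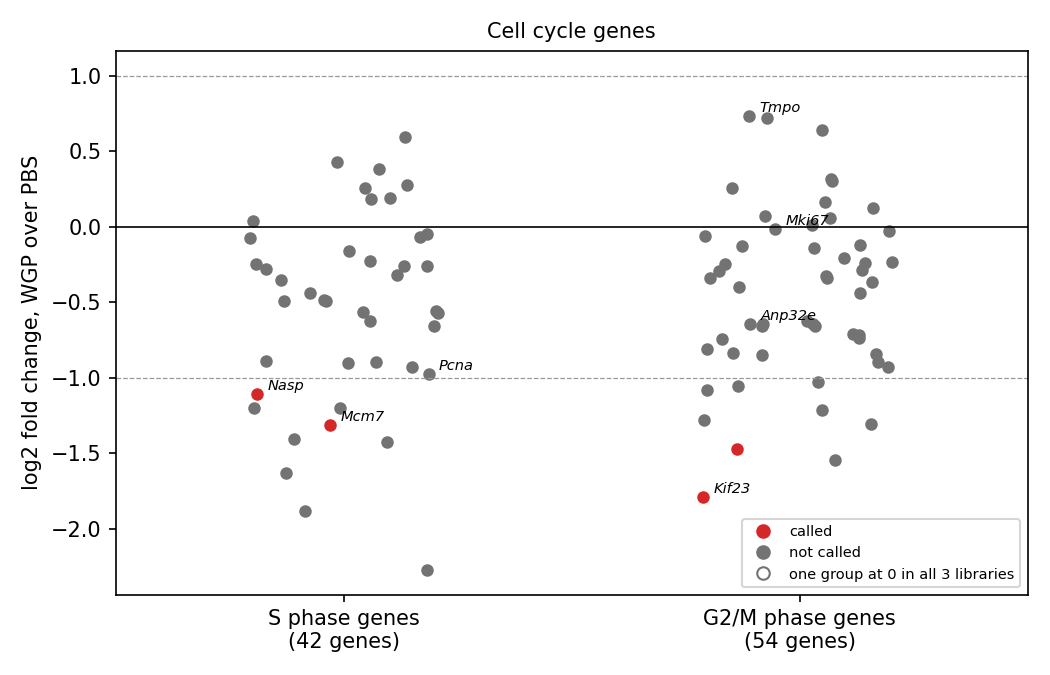
Log2 fold change (WGP over PBS, edgeR) of the 42 genes of S phase and the 54 genes of G2/M phase, with 1 point per gene and called genes in red. In S phase 34 points lie below 0 and in G2/M phase 43.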

To investigate whether the CCR2^+^ myeloid cells were proliferating once they reached the pancreas, the percent of CCR2^+^ cells expressing Ki67 was assessed in PBS and WGP-treated mice. Following WGP treatment there was an increase in overall proliferating cells (Fig. 4f) and a large percent of these proliferating cells were CD11b^+^CCR2^+^ (Fig. 4g). We then investigated the contribution of CCR2^+^ cells to the trained phenotype. 7 days after in vivo treatment with PBS or WGP, CCR2^+^, and CCR2^–^ populations were measured for a trained response (Fig. 4h). This data indicated that the majority of cells trained following WGP treatment were CCR2^+^. To further examine the role of CCR2 in β-glucan trained monocytes/macrophages, CCR2^−/−^ mice were trained with WGP β-glucan. CCR2^−/−^ mice did not undergo an influx of CD45^+^ (Fig. 4i) or CD45^+^CD11b^+^ myeloid cells (Fig. 4j) into the pancreas, and did not show a trained response as revealed by TNF-α production (Fig. 4k). This data indicates that CCR2 plays a critical role in the migration of innate immune cells to the pancreas and in the induction of peripheral trained immunity in the pancreas.

As previously noted, CCR2 is important for the early recruitment of monocytes, but less so for late recruitment^33^. Thus far, we had also observed that at 7 days following WGP training, CCR2 was critical to the recruitment of trained myeloid cells to the pancreas. We next examined whether this influx occurred at an early time point upon WGP training and whether the CCR2^+^ myeloid cells were recruited to the pancreas. To this end, mice were treated with PBS or WGP and pancreatic tissues were analyzed 24 and 48 h later. Surprisingly, as early as 24 h after WGP training, increases in CD45^+^ (Supplementary Fig. 4a), CD11b^+^ (Supplementary Fig. 4b), F4/80^+^ (Supplementary Fig. 4c), Ly6C^+^ (Supplementary Fig. 4d) and CD11b^+^CCR2^+^ (Supplementary Fig. 4e) cells were observed. Additionally, it was shown that these myeloid cells were trained as early as 24 h following WGP treatment (Supplementary Fig. 4f). This observation highlights a divergence between these results and previously observed phenotypes of trained immunity which usually are not initiated until at least 3 days following training.

### WGP-trained pancreatic infiltrating myeloid cells exhibit trained responses to factors secreted from pancreatic cancers and enhanced phagocytosis and ROS-mediated cytotoxicity to tumor cells

As we have shown that using WGP as an initial stimulus results in innate immune cells that are trained to respond more robustly to secondary exposure of LPS and that these cells accumulate in the pancreas following treatment, we wanted to know whether secondary stimuli related to pancreatic tumors may also elicit this trained response. To this end, we first investigated whether pancreatic cancer cells themselves are capable of eliciting the WGP-induced trained response. To probe this question, peritoneal macrophages were cultured with PBS or WGP in vitro and 7 days later were restimulated with LPS, the supernatant from cells cultured from a naïve mouse pancreas, and the supernatant from cultured KPC cells, which are a cell line of a pancreatic tumor on a C57BL/6 background derived from the *LSL-Kras*^*G12D/+*^; *LSL-Trp53*^*R172H/+*^; *Pdx1-Cre* (KPC) mice or Pan02 pancreatic cancer cells for 24 h. TNF-α production in the supernatant was measured by ELISA. Compared to the supernatant from cultured normal pancreatic cells which did not activate previously trained macrophages, the supernatant from cultured KPC and Pan02 pancreatic cancer cells stimulated more TNF-α production in β-glucan trained macrophages (Supplementary Fig. 5a). Additionally, to control for the possibility that the process of phagocytosis itself may cause cells to become activated, peritoneal macrophages were cultured with 3 μm polystyrene microparticle beads and were then restimulated with PBS or LPS (Supplementary Fig. 5b). Results showed that enhanced production of TNFα was specific to WGP training.

This was then tested in an ex vivo setting in which mice were treated with PBS or WGP and 7 days later the pancreases were harvested, pancreatic myeloid cells were enriched, and then restimulated with the supernatants from cultured KPC (Supplementary Fig. 5c) or Pan02 cells (Supplementary Fig. 5d). It showed that WGP in vivo trained CD11b^+^ myeloid cells in the pancreas produced significantly more TNF-α in response to tumor-conditioned media. Tumor cells themselves secrete a multitude of factors that may specifically function as the second stimulus in trained immunity. It is known that pancreatic tumor cells express high levels of damage-associated molecular patterns (DAMPs) and pro-inflammatory factors, such as macrophage migration inhibitory factor (MIF). MIF is a cytokine that is known to be secreted in high concentrations by pancreatic tumors that can act directly on myeloid cells^34,35^. Indeed, MIF was present in the supernatant of KPC and Pan02 cells as assessed by ELISA (Supplementary Fig. 5e). We thus hypothesized that MIF might be a potential tumor-secreted factor that has the capacity to act as a second signal in the setting of WGP-induced trained immunity. To investigate this, pancreatic myeloid cells from in vivo WGP-trained mice were restimulated with a similar concentration of recombinant MIF (rMIF) as present in tumor-conditioned media. As shown in Supplementary Fig. 5f, pancreatic myeloid cells previously trained with WGP showed enhanced TNF-α production upon rMIF restimulation. Collectively, these data suggest the concept that pancreatic tumor cells, through soluble factors that they release, can serve as the second signal to activate myeloid cells in the pancreas that have been trained by WGP.

We next examined whether these WGP-trained innate immune cells have enhanced intrinsic anti-tumor properties. RNA Sequencing data indicated that phagocytosis-related mechanisms were upregulated in the WGP setting (Fig. 5a), which we hypothesized could be one mechanism of anti-tumor functionality. 

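All 15 genes drawn in Fig. 5a differed between the groups in the direction drawn, with 10 higher and 5 lower in the WGP libraries, and 14 of them were called. C3 (ENSMUSG00000024164, chromosome 17) rose from 326 ± 80.1 to 3375 ± 505 CPM (n = 3), a log2 fold change of 3.37 (standard error 0.23, adjusted p = 1.49e-05 from edgeR). Gas6 (ENSMUSG00000031451, chromosome 8) fell from 725 ± 266 to 61.9 ± 28.4 CPM (n = 3), a log2 fold change of -3.55 (standard error 0.37, adjusted p = 0.000166 from edgeR). Cd36 had a log2 fold change of -2.39 (adjusted p = 0.00151 from edgeR). Stap1 had one of -1.13 and was not called by edgeR without PBS replicate 2 (adjusted p = 0.0862), WGP replicate 2 (0.0614) or WGP replicate 3 (0.0835), nor with the presence of Y-linked counts as a covariate (0.0602), in a range from 0.00326 to 0.0862. Mfge8 had a log2 fold change of -1.06 (standard error 0.34) and was not called (adjusted p = 0.0674 from edgeR). It was called by DESeq2 (adjusted p = 0.0494), with library totals only (0.0445), with the replicate number as a block (0.0363), with counts divided by the reads per molecule (0.0410) and without PBS replicate 1 (0.0444) or WGP replicate 2 (0.0382), in a range from 0.0363 to 0.400. Of 7 genes of Fc gamma receptors and complement receptor 3 all rose (adjusted p = 4.52e-06 in limma's camera test), with 3 called and 5 past the adjusted p, over all genes tested and adjusted over the list alone. Fcgr4 (chromosome 1) rose from 26.9 ± 7.60 to 327 ± 107 CPM (n = 3), a log2 fold change of 3.60 (standard error 0.28, adjusted p = 2.74e-05 from edgeR), and Fcgr1 had a log2 fold change of 1.16. The Reactome set of Fc gamma receptor dependent phagocytosis, with 50 rising and 19 falling genes, rose in camera (adjusted p = 0.00323), with 7 called higher and 2 lower. In this set Fgr had a log2 fold change of 1.82 and Hsp90aa1 one of -2.11, with adjusted p values of 5.44e-05 and 0.000339 from edgeR. Of 14 receptors and bridging genes for the uptake of apoptotic cells 5 rose and 9 fell (adjusted p = 0.000236 in camera, direction down), with 2 called higher and 7 lower. At the adjusted p alone 2 of them rose and 7 fell, and adjusted over the list alone 2 rose and 9 fell. This set did not pass in limma's fry test (adjusted p = 0.0732) or with the presence of Y-linked counts as a covariate (0.0540), in a range over its alternatives from 1.13e-06 to 0.432. Timd4 fell from 239 ± 94.1 to 20.4 ± 8.70 CPM (n = 3) with a log2 fold change of -3.55, and Mrc1, the gene of CD206, fell from 2606 ± 1100 to 348 ± 19.7 CPM (n = 3) with one of -2.91. Timd4, Mrc1 and Gas6 had the smallest p values of this set in edgeR and are also markers of resident macrophages, whose list of 15 genes fell as a whole. The fall of this set is therefore not independent of the fall of those markers.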

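The KEGG and Gene Ontology sets were not analysed here, and hand-written lists of enzymes and gene families were tested in their place. Of 16 glycolysis enzymes 15 rose (adjusted p = 7.05e-17 in limma's camera test) and 13 were called higher. At the adjusted p alone 15 rose and 0 fell in edgeR, and adjusted over the list alone 15 rose and 1 fell. Tpi1 (ENSMUSG00000023456, chromosome 6) rose from 83.6 ± 5.29 to 435 ± 25.5 CPM (n = 3), a log2 fold change of 2.38 (standard error 0.14, adjusted p = 7.92e-06 from edgeR). Aldoa and Pfkl had log2 fold changes of 2.01 and 2.36, with adjusted p values of 1.86e-05 and 2.38e-05 from edgeR. All 7 enzymes of the pentose phosphate pathway rose (adjusted p = 0.000435 in camera), with 1 called, 4 past the adjusted p alone and 5 adjusted over the list alone. Pgd had a log2 fold change of 1.13 (adjusted p = 0.000382 from edgeR), and G6pdx and Taldo1 had log2 fold changes of 0.66 and 0.71, short of the threshold. Of 49 proteasome subunits 43 rose and 6 fell (adjusted p = 8.18e-10 in camera), with 8 called higher, 17 past the adjusted p alone and 23 adjusted over the list alone. All 7 genes of MHC class II antigen presentation rose (adjusted p = 1.60e-06 in camera), with 2 called, 5 past the adjusted p alone and 7 adjusted over the list alone. H2-Ab1 (chromosome 17) was at 4068 ± 619 CPM in the PBS libraries and 6892 ± 743 CPM in the WGP libraries (n = 3), a log2 fold change of 0.76 (standard error 0.17, adjusted p = 0.0150 from edgeR), and reached 1.04 with the presence of Y-linked counts as a covariate.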

The top 20 enriched KEGG pathways and Gene Ontology (GO) biological processes upon WGP training are listed in Supplementary Tables 1 and 2. CD45^+^ pan immune cells and CD11b^+^ myeloid cells from WGP-trained mouse pancreas were harvested and assayed for phagocytotic potential. WGP treatment led to a significant increase in the phagocytic potential of overall CD45^+^ immune cells (Fig. 5b) and in CD11b^+^ myeloid cells (Fig. 5c). In addition, in vivo trained myeloid cells showed an increase in the phagocytosis of KPC tumor cells (Fig. 5d). We then assessed whether myeloid cells trained by WGP show increased cytotoxicity to KPC cells. 

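Of the 23 genes in the left heat map of Fig. 5e all differed between the groups in the direction drawn and 22 were called, and all 10 genes of the right heat map were called in the direction drawn. Cybb (ENSMUSG00000015340, chromosome X), which encodes the catalytic subunit of the phagocyte NADPH oxidase, rose from 1046 ± 125 to 3229 ± 426 CPM (n = 3), a log2 fold change of 1.63 (standard error 0.17, adjusted p = 0.000153 from edgeR). Cyba, another subunit, had a log2 fold change of 1.06 (standard error 0.15), which was 0.96 and short of the threshold with library totals only. Ncf1 had a log2 fold change of 1.17 (adjusted p = 0.000896 from edgeR). Of the 6 genes of this oxidase 5 rose (adjusted p = 0.000175 in limma's camera test), with 3 called and 4 past the adjusted p, over all genes tested and adjusted over the list alone. Acod1 (chromosome 14) rose from 86.6 ± 23.9 to 1099 ± 139 CPM (n = 3), a log2 fold change of 3.67 (standard error 0.23, adjusted p = 1.23e-05 from edgeR). Thbs1 (chromosome 2) rose from 265 ± 25.7 to 2080 ± 1340 CPM (n = 3), a log2 fold change of 2.97 (standard error 0.38, adjusted p = 0.000530 from edgeR), which was 2.31 without WGP replicate 1. Klf4 (chromosome 4) fell from 1183 ± 139 to 258 ± 58.6 CPM (n = 3), a log2 fold change of -2.20 (standard error 0.20, adjusted p = 6.23e-05 from edgeR). Wdr35 had a log2 fold change of -1.61 (standard error 0.61) and was not called (adjusted p = 0.120 from edgeR), but was called by DESeq2 (0.0336) and with at least 10 counts in every library (0.0426), in a range from 0.0336 to 0.387. Egfr had a log2 fold change of -3.45 (adjusted p = 0.0228 from edgeR) and was not called without PBS replicate 2 (0.0572), PBS replicate 3 (0.0670) or WGP replicate 3 (0.0912), or with the presence of Y-linked counts as a covariate (0.174), in a range from 0.00291 to 0.174. Ddah2 had a log2 fold change of -2.03 (adjusted p = 0.0246 from edgeR) and was not called without PBS replicate 2 (0.0718), PBS replicate 3 (0.0734), WGP replicate 1 (0.0872) or WGP replicate 3 (0.0729), or with that covariate (0.117), in a range from 0.00125 to 0.117. Without WGP replicate 2 the log2 fold changes of Egfr and Ddah2 were -4.93 and -2.85. Rora had a log2 fold change of -1.59 (adjusted p = 0.0246 from edgeR) and was not called without PBS replicate 2 (0.0813), PBS replicate 3 (0.105) or WGP replicate 3 (0.0827), with that covariate (0.315) or with the replicate number as a block (0.0594), in a range from 0.00562 to 0.315. Cx3cr1 had a log2 fold change of -1.07 (adjusted p = 0.0367 from edgeR) and was not called without PBS replicate 2 (0.137), PBS replicate 3 (0.0665) or WGP replicate 3 (0.0693), with that covariate (0.231) or with filterByExpr (0.0526), in a range from 0.00228 to 0.231. Without WGP replicate 2 the log2 fold change of Cx3cr1 was -0.76, short of the threshold.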

RNA-Seq data indicated that DEGs related to reactive oxygen species (ROS) biosynthetic processes and positive regulation of ROS metabolic processes were significantly enriched in WGP-treated myeloid cells (Fig. 5e). As a result, we hypothesized that the upregulation of ROS production by WGP would result in increased pancreatic myeloid cell cytotoxicity to KPC tumor cells. To explore this hypothesis, CD11b^+^ cells from the pancreas were isolated from β-glucan trained or untrained mice and were plated with luciferase-expressing KPC cells (KPC^Luc+^) for 24 h. WGP-trained myeloid cells showed a threefold increased cytotoxicity towards KPC tumor cells, and the inhibition of ROS production using the ROS inhibitor *N*-Acetyl Cysteine (NAC) completely abrogated the WGP-elicited increase in cytotoxicity (Fig. 5f). ROS-induced lipid peroxidation plays a critical role in apoptosis, autophagy, and ferroptosis^36^. We thus used two additional ROS inhibitors, Trolox and deferoxamine (DFO), to examine their effect on cytotoxicity. The addition of Trolox and DFO significantly inhibited WGP-trained CD11b^+^ cell-mediated cytotoxicity (Fig. 5g), suggesting that ROS-induced lipid peroxidase is involved, at least partly, in this ROS-mediated cytotoxicity. Ultimately, this data identifies that pancreatic tumor cells are capable of reactivating WGP-trained infiltrating myeloid cells in the pancreas and that these cells show enhanced phagocytosis and ROS-mediated cytotoxicity.

**Fig. 5:**
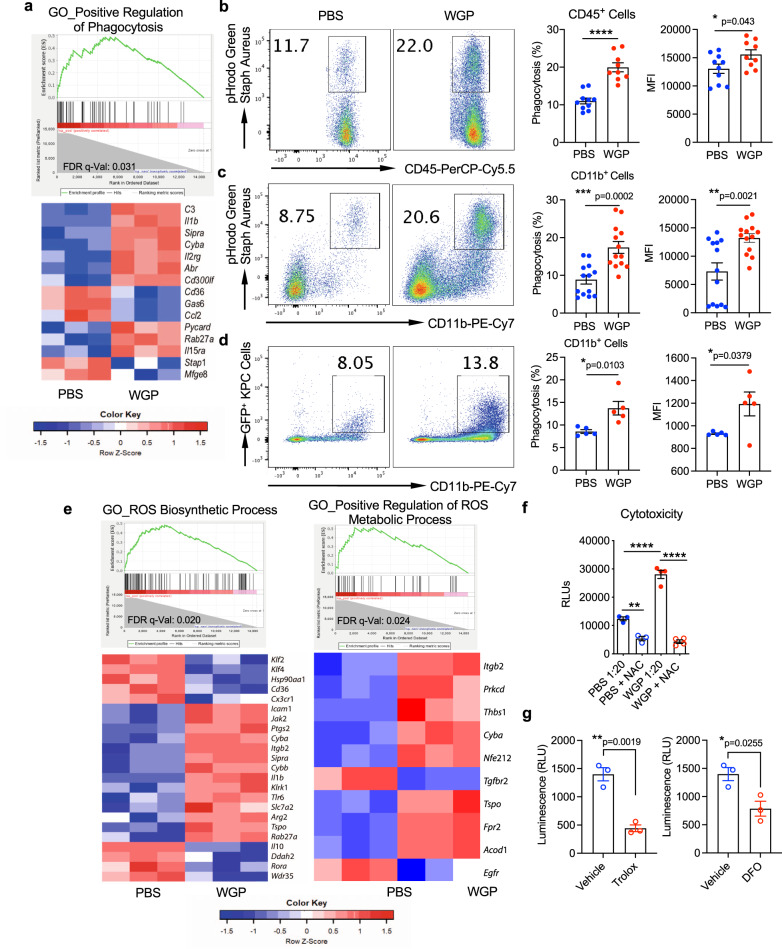
WGP-trained pancreatic infiltrating myeloid cells show enhanced phagocytosis and ROS-mediated cytotoxicity. **a** Enrichment plots (GSEA) and heatmap of genes related to the positive regulation of phagocytosis in CD11b^+^ cells from 7-day WGP-trained as compared to PBS mice. **b** The percent of CD45^+^ pancreatic cells that phagocytosed a pHrodo Green Staph Aureus particle in PBS (*n* = 10) and 7-day WGP (*n* = 9) mice along with the MFI of the pHrodo Green Staph Aureus particle. Each dot represents data from one mouse. *p = 0.043, ****p < 0.0001. **c** The percent of CD11b + myeloid pancreatic cells that phagocytosed a pHrodo Green Staph Aureus particle in PBS (*n* = 13) and 7-day WGP (*n* = 13) mice. Cells were first gated on the CD45^+^ population. The MFI of the pHrodo Green Staph Aureus particle is shown. **p = 0.0021, ***p = 0.0002. **d** The percent of CD11b^+^ myeloid pancreatic cells that phagocytosed KPC^GFP+^ tumor cells in PBS (*n* = 5) and 7-day WGP (*n* = 5) mice. *p = 0.0103. Cells were first gated on the CD45^+^ population. The summarized MFI of the GFP^+^ signal is also shown. *p = 0.0379. **e** Enrichment plots (GSEA) and heatmap of genes related to the reactive oxygen species biosynthetic processes and the positive regulation of reactive oxygen species metabolic processes in CD11b^+^ cells from 7-day WGP-trained as compared to PBS mice. **f** Summarized results from a cytotoxicity assay where CD11b^+^ cells from PBS and 7-day WGP-trained mice were sorted and incubated at a ratio of 1:20 KPC^Luc+^: CD11b^+^ cells for 24 h. NAC was used to block ROS expression and the tumor cytotoxicity was assessed by luminescence (PBS *n* = 3, WGP *n* = 4). **g** Summarized data from cytotoxicity assays where CD11b^+^ cells from 7-day WGP-trained mice were sorted and incubated at a ratio of 1:20 KPC^Luc+^: CD11b^+^ cells for 24 h. Trolox or DFO or respective vehicle controls were added and tumor cytotoxicity was determined by measuring luminescence (*n* = 3). *p = 0.0255, **p = 0.0019. An unpaired, two-tailed student’s *t*-test was used in **b**–**d** and **g** and **a** one-way ANOVA with multiple comparisons was used for **f**. Data were represented as mean ± SEM. ns not significant. In **b**–**g**, each sample represents a biologically independent animal obtained over a single independent experiment which was repeated at least twice for verification of results.

### WGP-induced trained immunity reduces tumor growth and prolongs survival in orthotopic models of pancreatic cancer

We next investigated whether β-glucan-mediated trained innate immune responses in the pancreas would result in the establishment of an anti-tumor microenvironment that may be sufficient to overcome the characteristically immunosuppressive TME of PDAC. Accordingly, mice were given 1 dose of either PBS or WGP on day −7, and on day 0, 1 × 10^5^ KPC or KPC^Luc+^ cells were orthotopically implanted into the tail of the pancreas (Fig. 6a). On day 21 mice were euthanized and the tumor weight was measured (Fig. 6b). In the setting of injection of KPC^Luc+^ cells, mice were injected with luciferase substrate, and tumors were imaged (Fig. 6c). Both studies showed a remarkable reduction in tumor burden as a result of WGP treatment, and survival was also significantly prolonged in mice trained with WGP (Fig. 6d). Immunophenotyping of the tumors showed a persistent increase in CD45^+^ immune cells, CD11b^+^ myeloid cells, and F4/80^+^ macrophages in the WGP-trained setting (Fig. 6e). CD11b^+^ myeloid cells (Fig. 6f) and CD11b^+^F4/80^+^ macrophages (Fig. 6g) within the tumor also showed a significant increase in TNF-α production due to WGP. Both an increased number of CD11b^+^ myeloid cells (Fig. 6h, left) and an increase in the percent of CD11b^+^ cells producing TNF-α (Fig. 6h, right) significantly correlated with decreased tumor burden. Neither CD4^+^ nor CD8^+^ T-cells showed increased IFN-γ, further supporting that the reduction in tumor burden was driven by the WGP-trained myeloid cells (Fig. 6i). Similar anti-tumor effects were also observed in mice orthotopically implanted with Pan02 tumors (Supplementary Fig. 6a). To further confirm that innate immune cells are responsible for the observed anti-tumor immune responses, orthotopic KPC tumors were implanted into NSG mice. Similar to WT mice, NSG mice also showed a significant reduction in tumor size due to WGP training, confirming that the anti-tumor effects of WGP were driven by innate immune cells and functioned independently of adaptive responses (Supplementary Fig. 6b). Kalafati et al. had shown that innate immune training of granulopoiesis promotes anti-tumor immunity^21^. While we had not seen an important contribution of granulocytes to our phenotype of trained immunity, we examined whether granulocytes are involved in WGP-dependent reduction in pancreatic tumors by depleting neutrophils and observing tumor growth in PBS and WGP-treated mice. The depletion efficiency of neutrophils in the pancreas (Supplementary Fig. 6c) along with the pancreatic tumor burden were assessed (Supplementary Fig. 6d). Our results showed a significant reduction in tumor size in the WGP group in the absence of neutrophils.

**Fig. 6:**
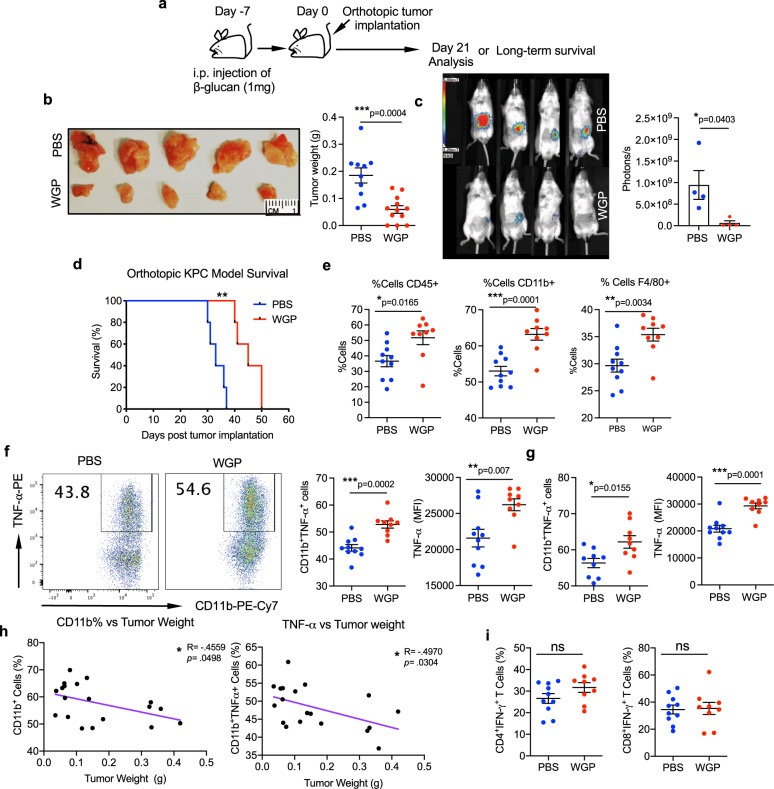
The induction of trained immunity in the pancreas has anti-tumor effects. **a** Experimental schema. **b** C57BL/6 mice received a single IP injection of WGP or PBS and 7 days mice were implanted orthotopically with KPC pancreatic cancer cells. Representative pictures of tumors and quantitative analysis of tumor weight are shown. Tumor weight was measured at day 21 (PBS *n* = 10, WGP *n* = 12). ***p = 0.0004. **c** C57BL/6 mice (*n* = 4) received a single i.p. injection of WGP or PBS and 7 days later were implanted orthotopically with KPC^+Luc^ pancreatic cancer cells. On day 21 post tumor implantation, mice were given I.P. luciferin bioluminescent substrate and were placed in a photon imager to measure tumor size in vivo. *p = 0.0403. **d** Survival of mice in the experimental schema shown in **a**, using KPC cells (*n* = 5). **p = 0.0018. **e** Phenotyping of the tumors showing the percent of viable cells that are CD45^+^, the percent of the CD45^+^ population that are CD11b^+^, and the percent of CD11b^+^ cells that are F4/80^+^ (PBS *n* = 10, WGP *n* = 9). *p = 0.0165 (CD45), ***p = 0.0001 (CD11b), **p = 0.0034 (F4/80). **f** TNFα production in CD11b^+^ cells from PBS and 7-day WGP-trained that were restimulated with LPS. Percent of TNFα^+^ cells and the MFI of TNFα are shown (PBS *n* = 10, WGP *n* = 9). **p = 0.007, ***p = 0.0002. **g** Summarized data of TNFα production in CD11b^+^F4/80^+^ cells from PBS and 7-day WGP-trained that were restimulated with LPS. Percent of TNFα^+^ cells and the MFI of TNFα are shown (PBS *n* = 10, WGP *n* = 9). *p = 0.0155, ***p = 0.0001. **h** Tumor weight was correlated with the percent of CD45^+^ immune cells that were CD11b^+^ (left) and the percent of CD45^+^CD11b^+^TNFα^+^ cells (right). (PBS *n* = 10, WGP *n* = 9). **i** Summarized data of the percent of CD4 + and CD8 + T-cells expressing IFNγ (PBS *n* = 10, WGP *n* = 9) Data were represented as mean ± SEM. Pearson correlation coefficients were used to measure the strength of the linear associations and unpaired, two-tailed student’s *t*-tests were used otherwise. ns not significant. Each sample represents a biologically independent animal obtained over a single independent experiment which was repeated at least twice for verification of results.

### Trained CCR2^+^ myeloid cells are a primary effector cell in the anti-tumor mechanism

Given the complete inhibition of innate immune cell trafficking into the pancreas and training of pancreatic myeloid cells following WGP treatment in CCR2^−/−^ mice, we reasoned that CCR2^−/−^ mice would also not show the beneficial anti-tumor immune effects of WGP training. In line with this hypothesis, CCR2^−/−^ mice that received WGP did not show a reduced tumor burden (Fig. 7a) as compared to WT mice. This demonstrated that CCR2 is requisite for the WGP-driven influx of trained innate immune cells into the pancreas and that those are consequential for the anti-tumor effects. Though CCL2-CCR2 signaling had been identified to be critical in the recruitment of trained monocyte-derived macrophages to the pancreas, we also wanted to know whether the presence of trained HSCs in the bone marrow and the generation of centrally trained immunity alone was sufficient to slow the growth of orthotopic pancreatic tumors.

**Fig. 7:**
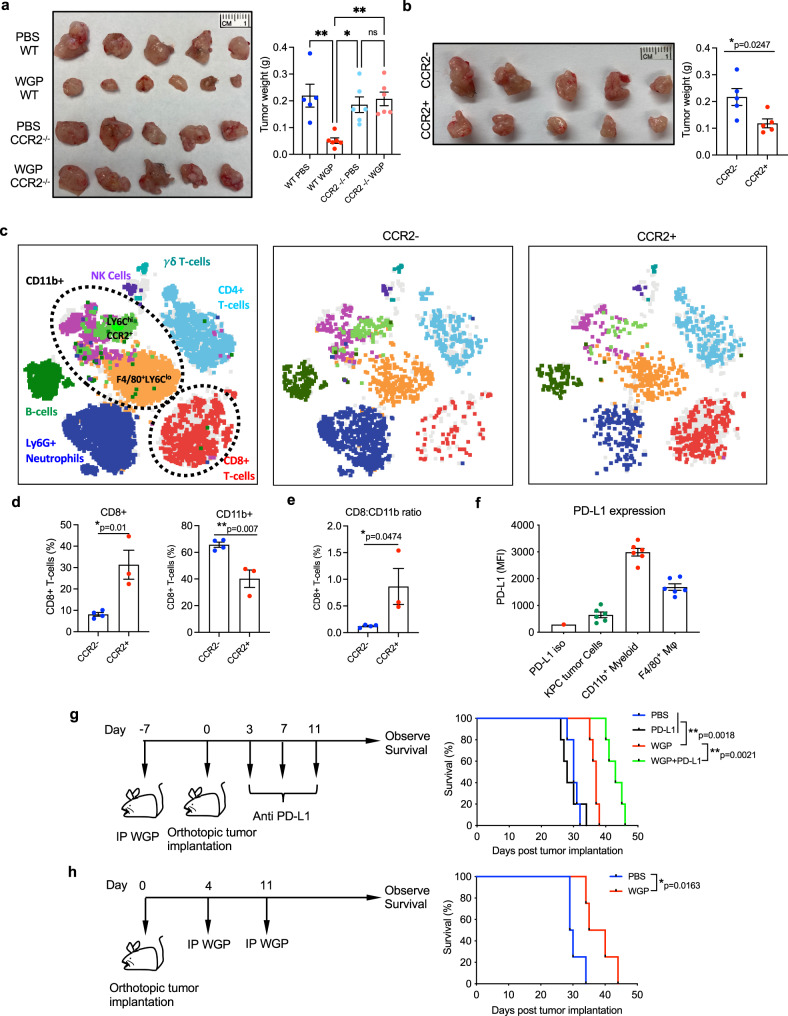
The anti-tumor effector mechanisms of WGP treatment and clinically relevant models. **a** WT and CCR2^−/−^ mice were treated with PBS or WGP and 7 days later were implanted with orthotopic KPC pancreatic tumor cells. Tumor weight at day 21 is reported. (WT PBS *n* = 5, WT WGP *n* = 6, CCR2 PBS *n* = 6, CCR2^−/−^ WGP *n* = 6). **p = 0.0027 (WT PBS vs WT WGP), *p = 0.0118 (WT WGP vs CCR2^−/−^ PBS), **p = 0.0034 (WT WGP vs CCR2^−/−^ WGP). **b** Sorted CCR2^+^ and CCR2^−^ pancreatic CD11b^+^ cells from WGP-trained mice were admixed with KPC cells and implanted orthotopically. Tumor size was evaluated 21 days later (CCR2^+^ *n* = 5, CCR2^−^ *n* = 5). *p = 0.0247. **c** t-SNE plots generated by CyTOF analysis of the admix tumors from **b**. Clusters showing significant differences between groups are indicated by the circles. Total data (left) and representative t-SNE plots of each group are shown. **d** Summarized percent of CD8^+^ and CD11b^+^ cells in admix tumors (PBS *n* = 4, WGP *n* = 3). *p = 0.01, **p = 0.007. **e** The ratio of CD8^+^:CD11b^+^ cells in admix tumors (PBS *n* = 4, WGP *n* = 3). *p = 0.0474. **f** Expression of PD-L1 on KPC tumor cells, CD11b^+^ and F4/80^+^ cells in a KPC tumor 21 days after implantation (KPC *n* = 5, CD11b^+^ *n* = 6, F4/80^+^ *n* = 6). **g** Experimental schema of WGP and anti-PD-L1 therapy. Mice (*n* = 5) were treated with PBS or WGP and 7 days later were implanted with orthotopic KPC pancreatic tumors. On days 3, 7, and 11 post-implantation, mice were given anti-PD-L1 mAb or anti-rat IgG2b mAb isotype control. Survival was monitored. **p = 0.0018 (WGP vs PBS or PD-L1), **p = 0.0021 (WGP vs WGP + PD-L1). **h** Experimental schema of WGP used in the therapeutic setting. Mice were implanted with orthotopic KPC pancreatic tumors and were given WGP once mice had recovered from the surgery at day 4, and 1 week later on day 11. *p = 0.0163. Data were represented as mean ± SEM. A one-way ANOVA with multiple comparisons was used for a and an unpaired, two-tailed student’s *t*-test was used for **b**, **d**, and **e**. Log-rank test was used for **g** and **h**. ns not significant. Each sample represents a biologically independent animal obtained over a single independent experiment which was repeated at least twice for verification of results.

To further confirm the direct anti-tumor functionality of the infiltrating CCR2^+^ myeloid cells, the CCR2^+^ and CCR2^-^ myeloid populations from WGP-trained mice were sorted, admixed with KPC tumor cells, and implanted orthotopically into mice. Tumors admixed with CCR2^+^ cells were smaller than those that were admixed with CCR2^−^ cells, further supporting that the trained CCR2^+^ myeloid cells themselves are a primary effector cell in the anti-tumor mechanism (Fig. 7b). CyTOF analysis of these tumors revealed that the CCR2^+^ admixed tumors had significantly fewer CD11b^+^ myeloid cells and significantly increased CD8^+^ T-cells present within the tumor (Fig. 7c, d). The ratio of CD8^+^ T-cells: CD11b^+^ myeloid cells was also significantly increased in the CCR2^+^ admix condition (Fig. 7e).

### WGP synergizes with anti-PD-L1 mAb therapy to prolong survival in models of PDAC

Although a significant reduction in tumor burden was shown due to WGP training, it is the case that all mice developed fatal tumors. Our studies had identified that WGP treatment drastically impacted the phenotype of the myeloid populations in the pancreas. Though we had identified that the primary effector cell responsible for the anti-tumor effects of WGP are CCR2^+^ infiltrating monocytes/macrophages, we reasoned that these immune changes may also impact the overall TME in a way that could make adaptive immune cells more responsive to checkpoint blockade therapy. Specifically, because we had observed an increase in the proportion of CD8^+^ T-cells present within CCR2^+^ admixed tumors (Fig. 7c) and had also observed significant PD-L1 expression on myeloid cells present within KPC tumors (Fig. 7f), we hypothesized that WGP treatment may potentiate the effects of anti-PD-L1 mAb therapy.

To assess whether anti-PD-L1 mAb therapy synergizes with WGP-induced trained immunity in the pancreas, PBS or WGP-treated mice that were implanted with orthotopic KCP tumors were then given either anti-PD-L1 mAb or rat IgG2b isotype control mAb. As has been shown in several clinical trials, anti-PD-L1 therapy alone failed to prolong survival even beyond that of the IgG2b isotype control mAb treated mice (Fig. 7g). WGP-trained mice survived significantly longer than IgG2b isotype and anti-PD-L1treated mice. However, a combination of WGP and anti-PD-L1 together prolonged survival most effectively. This shows that there is a clinical benefit to combining WGP with anti-PD-L1 immuno-checkpoint blockade therapy.

Thus far, the use of WGP has been described in a setting in which WGP is administered before tumor cells are implanted. Considering the reduction in tumor size of this model, we also tested a more clinically relevant model in which mice were implanted with orthotopic KPC tumors and WGP was used to incite trained immunity thereafter Fig. 7h). In the therapeutic setting, the WGP-driven influx of trained myeloid cells to the pancreas was also shown to prolong survival. Together, these data suggest that the initiation of trained immunity in the pancreas using WGP has relevant clinical applications in treating pancreatic cancer that necessitate further translational research and investigation.

## Discussion

While the trafficking of β-glucan has been previously characterized, the specific tropism of β-glucan to the pancreas has not been previously reported^37^. We show that particulate β-glucan can traffic directly into the pancreas and can also be phagocytosed by macrophages which then traffic into the pancreas. The relationship between the peritoneal cavity and the pancreas has not been well defined, and studies relating to the pathophysiology of acute pancreatitis (AP) have identified that peritoneal macrophages are a principal contributor to the inflammatory response in AP, thus supporting a connection between the peritoneum and the pancreas^38^. Our imaging data indeed show that peritoneal macrophages that phagocytose isotope-labeled WGP primarily traffic to the pancreas. Studies on liver injury have further supported this model of a dynamic interchange of cells between the peritoneal cavity and solid organs that is independent of the circulation^39^. Together this suggests that even in homeostatic conditions there exists a basal level of immune cell exchange between the pancreas and peritoneal cavity that can be exploited in the setting of particulate β-glucan. While this study investigated particulate β-glucan WGP, it may also be interesting to investigate whether soluble yeast-derived β-glucan shows a similar tropism and signaling mechanism within the pancreas. Particulate β-glucans are known to signal directly through Dectin-1, while soluble β-glucans are thought to function through a CR3-dependent pathway to exert their anti-tumor properties^40,41^. One study showed that IP administration of soluble β-glucan resulted in trafficking to the peripheral blood and APCs in the peritoneum, spleen, and bone marrow, indicating that despite the different molecular signaling mechanisms, a similar ability to activate trained immunity may be possible^42^. However, given that our data indicates that this trafficking is Dectin-1 dependent, it is possible that only particulate β-glucan will display direct trafficking to the pancreas though both particulate and soluble may initiate mechanisms of trained immunity. Further, previous studies which characterize the trafficking of intravenously injected soluble β-glucan show trafficking to the spleen, kidney, and liver though do not mention tropism to the pancreas^43^. As the pancreas has not been previously thought to be a target of β-glucan trafficking it is not clear whether the pancreas simply has never been studied or whether pancreatic trafficking does not occur. Future studies should address the biodistribution of both soluble and particulate β-glucan across various routes of administration.

β-Glucan trafficking to the pancreas has a multifactorial impact on the immune populations present within the pancreas. First, β-glucan arrival to the pancreas directly impacts the populations of immunosuppressive M2 resident macrophages present within the pancreas that are known to be important in the promotion of pancreatic tumors. CyTOF and scRNA-Seq data showed nearly complete disappearance of the resident macrophage population 7 days following WGP administration. Interestingly, the disappearance of the resident macrophage population coincides directly with a reciprocal appearance of a Ly6C^lo^ macrophage population. This Ly6C^lo^ macrophage population bears similar phenotypic markers to the resident population, though skews more towards an M1 phenotype. It is thus likely that resident macrophages come into contact with β-glucan that has trafficked to the pancreas and these cells become repolarized, therefore taking on a different cellular phenotype which results in the formation of a unique cluster. Second, the arrival of β-glucan to the pancreas results in amplified chemokine/chemokine receptor signaling which recruits pro-inflammatory Ly6C^Hi^ infiltrating monocyte-derived macrophages from the periphery to the pancreas. Twenty-four hours following the administration of WGP, CCL2 levels in whole pancreatic lysates are found to be increased by 30-fold. Accordingly, we show that the robust β-glucan-dependent cellular influx to the pancreas is dependent on CCR2.

While we focus on the dynamics of the myeloid compartment due to the observed importance of CCR2/CCL2 signaling, there was an interesting initial enhancement of cluster 11 on day 3 and then disappearance by day 7 following WGP treatment. Cluster 11 was characterized as ILC2s based on the expression of several markers such as *KLRG1*, *IL-5*, *IL-13*, and *ICOS*. ILC2s are known to be long-term tissue-resident cells^44^. Recent studies have shown that activation of local ILC2s by tissue-specific alarmins induces their proliferation, lymph node migration, and blood dissemination. ILC2s from several tissues, such as the gut and the lung, have been shown to enter the blood by extrusion from these perturbed tissues and migrate to other tissues such as the liver^44–46^. Such a mechanism could explain the initial increase and then disappearance of ILC2s in the pancreas. Given that ILC2s have recently been implicated in the response of pancreatic tumors to immunotherapy^47^, more research is warranted that investigates the impact of WGP and the initiation of trained immunity on the ILC2 population of the pancreas.

Although the initiation of an influx of pro-inflammatory immune cells to the pancreas is in itself important, it is that the CCR2^+^Ly6C^Hi^ infiltrating monocyte-derived macrophage populations from the periphery display features of trained immunity which carries the most important implications as the induction of peripheral trained immunity in the pancreas has not yet been characterized. This induced trained immunity is also associated with metabolic and epigenetic reprogramming. While CCR2 is known to be an important receptor in the recruitment of monocytes, this is also the first indication that CCR2 signaling on monocytes is requisite for the establishment of peripheral trained immunity. It is noted that CCR2^+^ monocytes/macrophages have been linked to tumor metastasis and progression^48,49^. However, our data suggest that the recruitment of reprogrammed, trained CCR2^+^ monocytes/macrophages exert robust anti-tumor effects. This is directly demonstrated by our admix experiment where mice that received CCR2^+^ myeloid cells from WGP-trained mice showed a significantly reduced tumor burden as compared to mice that received CCR2^-^ myeloid cells from the same trained mouse.

As we show that peripheral trained immunity has been established in the pancreas, we ask whether these cells could be reactivated by tumor cells or their secreted factors. Re-exposure of in vivo WGP-trained pancreatic myeloid cells to tumor-conditioned media was shown to vigorously elicit a trained response. Kalafati et al. recently showed a role for granulocytes in trained immunity driven anti-tumor mechanisms^21^, however, given their use of subcutaneous models of cancer, the currently reported study is the first instance suggesting that myeloid cells in a specific organ can be trained to react directly to tumor cells of that same organ. It has been well established that myeloid cells are capable of directly killing tumor cells through mechanisms of phagocytosis and ROS production^50–54^, and here we show that WGP training significantly upregulates the direct anti-tumor functionalities of enhanced phagocytosis of tumor cells and ROS-mediated cytotoxicity to tumor cells.

Further, while we highlight that tumor-conditioned media can reactivate trained myeloid cells, we also identify a specific factor, MIF, in the tumor-conditioned media that is involved in this activation. These data suggest that the induction of trained immunity could participate in mechanisms of tumor immunosurveillance. For example, in the early stages of tumor development, tumors secrete soluble factors that can re-stimulate trained innate cells leading to the eradication of these tumor cells.

We then translate this understanding of the anti-tumor potential of the trained innate myeloid cells that enter the pancreas to orthotopic models of PDAC, where we observe a dramatic decrease in the tumor burden and an increase in the survival of mice given only one administration of WGP. We further demonstrate that the cells responsible for tumor control are mainly trained CCR2^+^ myeloid-derived cells. In contrast to other proposed models of tumor control which appear to be entirely driven by the induction of central trained immunity in the BM^21^, instead, in this model the early trafficking of WGP to the pancreas and the resulting production of CCL2 in the pancreas recruits trained CCR2^+^ myeloid cells from the periphery which are mainly responsible for the anti-tumor effects. WGP directly trafficking to the pancreas also repolarizes M2-like tissue-resident macrophages towards M1-like macrophages that may also restrain tumor progression. While the tumor reduction observed in mice implanted with KPC tumors that had been admixed with CCR2^+^ trained cells was significant, it was not as striking as mice given IP WGP. This supports that the anti-tumor effects of IP WGP are twofold; the recruitment of CCR2^+^ trained anti-tumor myeloid cells to the pancreas and the repolarization of pro-tumorigenic resident macrophages work in concert to elicit anti-tumor innate responses that lead to reduced tumor burden in models of PDAC.

We also note the high expression of MHCII on these trained monocyte/macrophages, which likely plays a role in tumor antigen processing and communication with T-cells to elicit adaptive immune responses against the tumor. Interestingly, while we confirmed that these anti-tumor mechanisms do not depend on adaptive immune responses, we did observe a significant increase in CD8^+^ T-cells present within CCR2^+^ admixed tumors. Additionally, given that myeloid cells in the tumors were observed to display high levels of PD-L1 and that the presence of trained CCR2^+^ cells in the pancreas appeared to recruit CD8^+^ T-cells, we reasoned that WGP may potentiate the effects of anti-PD-L1 therapy. In accordance with the literature, anti-PD-L1 mAb therapy alone had no survival benefit while the combination of WGP and anti-PD-L1 synergized to produce better survival outcomes than WGP alone^55^. This suggests that trained innate immune cells may activate adaptive immune cells in the TME, however, the immunosuppressive microenvironment likely needs to be further overcome by the concomitate effects of anti-PD-L1. Importantly, despite improved survival, all mice did eventually succumb to the tumor, so future investigations into the optimization of this treatment in terms of dosing and the number of treatments are warranted.

Immunosuppressive myeloid cells play a critical role in the creation of the immunosuppressive TME in PDAC. Here, we demonstrate a capability to engage these myeloid cells in the setting of PDAC through the induction of trained innate immunity in the pancreas. Importantly, we also show that the ability to initiate trained immunity in the pancreas potentiates the therapeutic effects of immunotherapy such as anti-PD-L1 immuno-checkpoint blockade therapy. Lending further clinical applicability to these findings, we also exhibit that the induction of trained immunity in the adjuvant setting can decrease tumor size and prolong survival. These findings emphasize the potential of using β-glucan to therapeutically target myeloid cells within the TME and highlight that the induction of peripheral trained immunity in the pancreas could play a consequential role in reprogramming the suppressive TME of PDAC which could result in extending the life of patients diagnosed with this deadly malignancy.

## Methods

### Ethical statement

All experiments involving animals were conducted according to the ethical guidelines set by the University of Louisville Institutional Animal Care and Use Committee. Experiments were conducted according to the approved protocols 19471 and 19536.

### Mice

Six- to eight-week-old male and female mice were used in all experiments. Wild-type (WT) C57BL/6 J mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA) or bred in the University of Louisville specific pathogen-free (SPF) animal facility. C57BL/6 Dectin-1 knockout (Dectin-1^−/−^) mice were described previously^56^. CCR2 global knockout mice were purchased from Jackson Laboratory. Albino C57BL/6 mice were kindly provided by Dr. Jonathan Warawa at the University of Louisville. NOD/SCID/IL2rγ^Null^ (NSG) mice were purchased from the Jackson Laboratory. The maximal tumor size allowed by the IUCAC was no more than 2000 mm^3^. Mice were monitored daily for tumor growth and euthanized when tumor burden exceeded the limited size. Mice were maintained on a 12-h dark/light cycle at room temperature with controlled humidity (around 55%). All animals were housed in a barrier facility and only healthy mice were used for experiments. All mice were at least 6 weeks of age upon use, and all experiments involving animals were performed in compliance with all relevant laws and institutional guidelines provided by the Rodent Rearing Facility (RRF) and approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Louisville.

### Preparation of β-glucan

Highly purified particulate β-glucan in the form of particulate whole β-glucan particles (WGP) isolated from *Saccharomyces cerevisiae* was provided by Biothera. Before use, WGP was gently sonicated for 15 s, two times using a Qsonica Q55-110 Q55 Sonicator (Cole-Parmer) to ensure aggregates were broken up.

### Preparation and use of DTAF-WGP

DTAF (Sigma-Aldrich) at 2 mg/mL was mixed with a suspension of 20 mg/mL WGP in borate buffer (pH 10.8). This incubated at room temperature for 8 h with continuous mixing. Following incubation, the WGP was centrifuged and washed with cold sterile endotoxin-free DPBS (Sigma-Aldrich) five times or until the supernatant no longer contained visible DTAF. The concentration was adjusted to 10 mg/mL in the endotoxin-free DPBS for storage. About 1 mg of the DTAF-WGP has injected IP into C57BL/6 and Dectin-1^−/−^ mice and organs were harvested 3 days later.

### Preparation of the ^89^Zr-WGP

WGP (100 mg) was mixed with Deferoxamine-SCN (2.7 mg, in 0.8 ml DMSO) and suspended in 10 ml sodium carbonate buffer (0.1 M, pH 9.4) overnight at room temperature in the dark with gentle shaking. The Deferoxamine-labeled WGP was then washed with DI water (10 × 40 mL), and 30 mg of Deferoxamine-labeled WGP was mixed with 3 mCi of ^89^Zr oxalate in 2 ml Tris•HCl buffer (0.5 M, pH 7.5), and then incubated at 37 ^o^C for 60 min with shaking. The ^89^Zr-WGP was then centrifuged and washed with 3 ml of sterile PBS. The radioactivity of ^89^Zr-WGP was measured by a dose calibrator and used for in vitro and in vivo studies.

### Biodistribution and PET/CT scan using ^89^Zr-WGP

Positron Emission tomography (PET)/computed tomography (CT) imaging was conducted in C57BL/6 and Dectin-1^−/−^ mice 48 h after IP injection of 1 mg of pure ^89^Zr-WGP or injection of 1 × 10^6^ peritoneal macrophages that had been co-cultured with 25 μg/ml of ^89^Zr-WGP for 2 h and then gently washed to remove excess ^89^Zr-WGP. The mice were scanned for 15 min with a Siemens R4 MicroPET followed by 10 min of CT scan. Siemens IAW software was used for the acquisition and reconstruction of the PET signal, and Siemens IRW software was used for merging and analyzing the imaging data. At the end of the imaging study, mice were euthanized, and organs of interest were harvested. For biodistribution, 50 uL of peripheral blood was collected using a retro-bulbar bleeding technique. The brain, heart, lungs, liver, spleen, kidneys, pancreas, large intestine, small intestine, stomach, femur, a piece of skin from the flank of the mice, and the rectus femoris muscle were harvested, weighed, and placed in a 2470 Wizard automatic gamma counter (PerkinElmer) in order to measure the radioactivity of each tissue. The CPM values were calculated using Prism software (GraphPad Software, La Jolla, CA).

### Pancreatic processing

Following euthanization, mouse pancreas were harvested and gently cut into smaller pieces using sterile scissors. They were suspended in a 15 mL tube in complete media (RPMI) with 1X digestion buffer comprised of 300 U/ml collagenase I, 60 U/ml Hyaluronidase, and 80 U/ml DNase (Sigma). These were placed in a rotating incubator at 37 °C with 5% CO2 for 15–20 min. The digestion buffer was then quenched with ice-cold complete RPMI 1640 and washed. Cells were passed through a sterile nylon 40 µm basket filter and small undigested pieces of tissue were smashed using a sterile syringe stopper in order to generate a single-cell suspension. If an appreciable number of red blood cells (RBCs) were seen to exist in the sample, RBC lysis was performed by adding 2 mL of sterile 10x ACK (Thermo Fisher Scientific).

### In vivo WGP administration

Mice were given a single 1 mg intraperitoneal dose of gently sonicated WGP, 3 μm polystyrene beads (Sigma-Aldrich), or 3 μm fluorescent microspheres (Polysciences) (all 1 mg in 200 μl of sterile PBS) or 200 μl of sterile PBS on day 0. For typically trained immunity studies, 7 days following the initial IP dose, mice were euthanized using CO_2_ and the pancreas along with other tissues of interest were removed and processed. For dose-titration studies, 0.5, 1, and 2 mg of WGP were delivered IP in 200 uL of sterile PBS. For time titration studies, mice were injected with 1 mg of WGP, and the pancreas was harvested after 24 h, 48 h, 3, 7, 10, 16, and 30 days later.

### Ex vivo restimulation

In order to assess the trained phenotype of mononuclear cells in mice treated with WGP or PBS ex vivo, after processing the pancreas, pancreatic cell suspensions were plated in 24 well plates and stimulated with LPS (10 ng/ml), the supernatant from cultured KPC and Pan02 cells (40%), and recombinant MIF (rMIF)(10 ng/ml). rMIF was a generous gift from Dr. Robert Mitchell at the University of Louisville and was prokaryotically expressed, purified, and refolded as described previously^57^. Cells were cultured in DMEM and incubated at 37 °C with 5% CO_2_ for 5–6 h in the presence of 1X brefeldin A (Biolegend). The cells were then harvested using a cell scraper, washed, pelleted, and then stained for intracellular cytokine expression.

### In vitro training and restimulation assay

Peritoneal macrophages or sorted CD11b + cells from a mouse pancreas were plated in a 24 well plate for 2 h at 37 °C and 5% CO_2_ to allow for the attachment of cells to the plates, after which the floating cells were gently aspirated. The attached cells were gently washed with sterile PBS and then resuspended in 1 mL of DMEM constituted of 10% FBS 1% penicillin/streptomycin. For the initial training of cells, 25 μg/ml of particulate WGP, 25 μg/ml of 3 μm polystyrene microparticle beads (Sigma-Aldrich), or 100 uL of PBS were added to the appropriate well and incubated for 24 h. After 24 h, wells were gently washed to remove the initial stimulus and fresh DMEM was added and cells were incubated with 5% CO_2_ at 37 °C for 7 days. After 7 days, the media was aspirated, replaced with fresh media, and cells were restimulated with LPS (100 ng/mL), the supernatant of KPC or Pan02 cells (40%), or PBS as a control. Twenty-four hours after stimulation, the supernatants were harvested and used in an ELISA for TNF-α and IL-6.

### Tumor-conditioned media

About 1 × 10^6^ KPC or Pan02 cells were cultured in a six-well plate in 4 mL of complete DMEM and at 37 °C and 5% CO_2_. After 3 days the supernatants were harvested and stored at −80 °C in aliquots for use as a tumor-conditioned medium. As a control, the pancreas of a C57BL/6 mouse was processed into a single cell suspension and 1 × 10^6^ of these cells were cultured in a six-well plate in 4 mL of complete DMEM and at 37 °C and 5% CO_2_, and supernatants were also collected after 3 days. As a control, the pancreas of naïve mice were processed into a single cell suspension and plated in a six-well plate for 1 day. Non-adherent cells were washed away and these cells were then cultured for 3 days and the supernatant was harvested.

### Acquisition of peritoneal macrophages

Mice were euthanized and 5 mL of sterile RPMI was injected into the peritoneum using a 25-gauge syringe. The abdomen was massaged to liberate the peritoneal macrophages. A small incision was made and a transfer pipette was used to remove the suspension. The peritoneal cavity was then washed several times with cold RPMI and cells were pelleted at 458 × *g*.

### Flow cytometry

Single-cell suspensions in PBS with 1% FBS were blocked with murine Fc Block (anti-CD16/CD32) at 4 °C for 15 min. Fluorochrome labeled antibodies for viability (APC/Cy7) and to surface markers CD45, CD11b, F4/80, Ly6G, Ly6C, MHCII, CD3, CD4, CD8, NK1.1, Ki67 (Biolegend), and CCR2 (R&D Systems) were used. The information related to all flow Abs is summarized in Supplementary Table 3. After 30 min of incubating in the dark at 4 °C, cells were washed with cold PBS and filtered through a 40 µm mesh filter. The samples were acquired using a FACSCanto II cytometer (BD Biosciences) and analyzed using FlowJo software (Tree Star, Ashland, OR). FACSDiva software version 6 was used in FACSCanto to acquire all data.

### Intracellular staining for expression of cytokines

Following stimulation, cells were stained for the desired surface markers as described above. The cells were then washed with cold PBS, and 500 μl of fixation buffer (Biolegend) was added to the tubes, briefly vortexed, and incubated in the dark at room temperature for 20 min. About 1 ml of Permeabilization buffer (Biolegend) was then added and samples were centrifuged at 458 × *g* for 5 min at 4 °C followed by one more wash using 1 ml of permeabilization buffer. Cells were resuspended in 200 μl of permeabilization buffer and cells were stained with antibodies against TNF-α, Ki67, Granzyme-B, IL-12, IL-6, and IFNγ or the respective isotype control overnight at 4 °C. Cells were then washed, filtered, and data were acquired using a flow cytometer.

### FACS isolation of CD11b+macrophages for in vitro training

The pancreas was processed into a single cell suspension as described above. Cells were washed with 1 mL of PBS, incubated with Fc block for 10 min at 4 °C followed by staining with viability dye (APC-Cy7), CD45 (PerCPcy5), and CD11b + (APC) for 30 min at 4 °C. Cells were washed with PBS and resuspended in cold MACS Running Buffer (Miltenyi Biotech). Viability^-^CD45^+^CD11b^+^ cells were sorted using a FACS Aria III (BD Biosciences). Cells were collected in a 50% FBS, 40% PBS, and 10% HEPES (Corning). After sorting the cells were washed with PBS and then plated for in vitro training, as described above.

### ELISA

Supernatants from in vitro trained cells along with standards were analyzed using murine TNF-α and IL-6 ELISA kits (BioLegend). The assay was performed per the manufacturer’s instructions and all conditions were performed in triplicates. An ELISA kit for rMIF (R and D systems) was also used according to the manufacturer’s instructions in order to quantify rMIF in Pan02 and KPC tumor-conditioned media and the supernatant from cultured untreated pancreatic cells. To quantitate histone modifications, ELISA kits (Tri-methyl histone H3K4 quantification kit, Acetyl-histone H3K27 quantification kit, Tri-methyl histone H3K27 quantification kit, and total histone H3 quantification kit) were purchased from EpiGentek and assays were performed based on the manufacturer’s instructions. Lactate was measured by l-Lactate assay Kit I (Eton Bioscience).

### Western blot analysis

CD11b^+^ cells from PBS injected or WGP-injected mice (24 h) were separated using CD11b microbeads (Miltenyi Biotech). Histone was extracted according to the manufacturer’s instruction (Active Motif, Inc.) and protein concentration was determined using Bradford quantification. Histone proteins were separated by SDS-PAGE 15% Tris-HCl gels and transferred onto PVDF membranes (Millipore). The membrane was blocked with 5% BSA at room temperature for 1 h and incubated overnight at 4 °C with primary antibodies including tri-methyl-histone H3 (lys4) rabbit mAb, acetyl-histone H3 (lys27) XP Rabbit mAb, tri-methyl-histone H3 (Lys27) Rabbit mAb, and histone H3 XP rabbit mAb (Cell Signaling Technology), then incubated with HRP-conjugated secondary antibodies (GE Healthcare) at room temperature for 1 h. The membrane was developed with Amersham ECL Prime Western Blotting Detection Reagent (GE Healthcare) and detected through Medical Film Processor (Konica Minolta Medical & Graphic). Precision Plus Protein Kaleidoscope Prestained Protein Standards were used as a standard protein marker (Bio-Rad).

### qRT-PCR

After CD11b + cells had been isolated from the mouse pancreas in WGP-treated and untreated mice, cells were saved in TRIzol. RNAs were isolated and reverse transcribed using the TaqMan Reverse Transcription Reagents (qRT-PCR) amplification using the Bio-Rad MyiQ single color RT-PCR detection system. Briefly, cDNA was amplified in a 25 uL reaction mixture consisting of SYBR Green PCR super-mix (Bio-Rad), 100 ng of complementary DNA template, and selected primers (200 nM) using the recommended cycling conditions.

### H+E

Seven days following injection with PBS/microparticle beads or WGP, the pancreata were harvested and fixed in 4% formalin for 1 week followed by embedding in paraffin according to standard procedures. Paraffin-embedded tissues were cut into 5 mm thick sections and stained with hematoxylin and eosin (H & E) for morphological analysis.

### Serum amylase measurement

Murine serum amylase was measured using the Amylase Activity Assay Kit (Millipore Sigma) and was used according to the manufacturer’s instructions. In short, mice were injected with WGP and 7 days later, blood was collected from mice using a retro-bulbar bleeding technique. These samples were used to assay for serum amylase.

### In vivo T-cell depletion

T-cells were depleted using an anti-CD4 mAb alone, anti-CD8 mAb alone, or anti-CD4 and anti-CD8 mAbs together. Antibodies were made in-house. In this depletion procedure, mice were injected IP with WGP on day 1 and were also injected IP with 200 µg of the mAbs at day 1 and day 4 during the treatment period. Mice were euthanized on day 7. (CD4 clone GK1.5, CD8 clone 53-6.72). Depletion efficiency was confirmed on day 7.

### In vivo NK cell depletion

NK cells were depleted through the intraperitoneal injection of 100 µg of PK136 mAb (Produced in the laboratory of Dr. Jun Yan at the University of Louisville) on days −1 and 5 during the treatment period. WGP was injected at day 0 and on day 7 animals were euthanized and the depletion efficiency of NK cells was assessed by staining pancreatic tissues for NK1.1.

### Ly6G depletion

Neutrophils were depleted by injecting 300 µg of anti-Ly6G mAb (Bio X Cell) or isotype control Rat IgG2a (Bio X Cell) at days −1, 2, and 6 during the course of treatment. About 1 mg of WGP was injected IP on day 1. Mice were euthanized on day 7 and the pancreas was assessed for efficiency of depletion. In the tumor, model mice were injected with 300 µg of anti-Ly6G mAb or isotype control Rat IgG2a on days −2, 4, 10, and 16. Mice were given WGP on day 0 and were implanted with orthotopic KPC pancreatic tumors on day 7. Mice were euthanized on day 21 and pancreatic tissues were stained with Ly6G to assess granulocyte depletion efficiency at that time.

### CyTOF mass cytometry sample preparation

Mass cytometry antibodies were either purchased from Fluidigm or were created in-house by conjugating commercially available purified antibodies to the appropriate metal isotope using the MaxPar X8 Polymer or MCP9 Polymer kits (Fluidigm). Pancreatic samples from three PBS and three 7-day WGP mice were processed into a single cell solution and ex vivo stimulation was performed as described above. Cells were gently scraped from the plates using a sterile cell scraper, washed with PBS, and placed into a sterile culture tube. About 2 × 10^6^ cells per sample were used. Cells were first stained for viability with 5 uM cisplatin (Fluidigm) in serum-free RPMI 1640 for 5 min at RT. Cells were then washed with RPMI 1640 containing 10% FBS for 5 min at 300 × *g*. Cells were stained with the surface antibodies for 30 min at RT and washed twice with Maxpar Cell staining buffer (Fluidigm). For staining on intracellular cytokines, cells were then fixed with 1 mL of 1X Maxpar Fix I buffer for 30 min at RT and then washed twice with 2 mL of 1X Maxpar Perm-S buffer for 5 min at 800 × *g*. The cytoplasmic/secreted antibody cocktail was then added and incubated with the cells for 30 min at RT. Following incubation, cells were washed with 1 mL of 1X Maxpar Perm-S buffer for 5 min at 800 × *g* and gently blotted to remove all liquid from the tube. In order to stain for nuclear antigens, cells were then suspended in 1 mL of 1X Maxpar nuclear antigen staining buffer for 30 min at RT. The nuclear antigen antibody cocktail was then added and incubated for 30 min at RT. Cells were washed twice for 5 min at 800 × g with 2 mL of Nuclear Antigen Staining Permeability buffer. Finally, cells were fixed with 1.6% formaldehyde for 10 min at RT, then incubated overnight in 125 nM of Intercalator-Iridium (Fluidigm) at 4 °C.

### CyTOF data acquisition

Once cells were ready for acquisition, samples were washed twice with Cell Staining Buffer (Fluidigm) and kept on ice while awaiting acquisition. Directly prior to the acquisition, cells were suspended in a 1:9 solution of Cell Acquisition Solution: EQ 4 element calibration beads (Fluidigm). A Helios CyTOF system was used, and following proper startup and tuning procedures, samples were run at a rate of less than or equal to 500 events/second up to 300,000 events. Using the CyTOF software, FCS files were normalized into.fcs files and these files were then ready for data analysis.

### CyTOF data analysis

CyTOF data was analyzed using FlowJo, the CytoBank software package^58^, and the CyTOF workflow^59^ which includes a suite of packages available in R (r-project.org)^60–63^. For analysis conducted within the CyTOF workflow, FlowJo workspace files exported from flow Workspace and CytoML were used^61^.

### RNA sequencing: RNA extraction and isolation

Seven days following administration of PBS or WGP IP, pancreata were harvested, processed into a single cell suspension, stained for viability, CD45, and CD11b, and sorted using a FACS Aria III. Samples were prepared in triplicate for each experimental group. Once these myeloid cells were isolated, cells were washed 2x with ice-cold PBS and then lysed with Trizol (Invitrogen). RNAs were extracted using a QIAGEN RNAeasy Kit (QIAGEN). The isolated RNA was checked for integrity using the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA) and quantified using a Qubit fluorometric assay (Thermo Fisher Scientific, Waltham, MA). Poly-A enriched mRNA-Seq libraries were prepared following the Universal Plus mRNA-Seq kit standard protocol (Tecan Genomics, Redwood City, CA) using 10 ng of total RNA. All samples were ligated with Illumina adapters and individually barcoded. The absence of adapter dimers and a consistent library size of ~300 bp was confirmed using the Agilent Bioanalyzer 2100. The library concentration and sequencing behavior was assessed in relation to a standardized spike-in of PhIX using a Nano MiSeq sequencing flow cell from Illumina. 1.8 pM of the pooled libraries with 1% PhiX spike-in was loaded on one NextSeq 500/550 75 cycles High Output Kit v2 sequencing flow cell and sequenced on the Illumina NextSeq 500 sequencer targeting 60 M 1x75 bp reads per sample.

### RNA sequencing

Libraries were prepared using the Universal Plus mRNA-seq kit with NuQuant^®^ library quantification (NuGen). The six samples were spread across four sequencing lines in one run. The 24 single-end raw sequencing files (.fastq)^64^ were downloaded from Illumina’s BaseSpace^65^ (https://basespace.illumina.com/) onto the KBRIN server for analysis. Quality control (QC) of the raw sequence data was performed using FastQC (version 0.10.1)^66^. The sequences were aligned to the mm10 mouse reference genome using STAR (version 2.6)^67^, generating alignment files in bam format. Differential expression of ENSEMBL protein-coding transcripts was performed using DESeq2^68,69^. Raw counts were obtained from the STAR aligned bam format files using HTSeq (version 0.10.0)^70^. The raw counts were normalized using the Relative Log Expression (RLE) method and then filtered to exclude genes with fewer than ten counts across the samples^71^. 

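The deposited table holds the raw counts from before this filter, since 7031 of its genes have 0 counts in all 6 libraries.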

RNA-seq data were deposited with GEO accession GSE187464.

### RNA sequencing: gene set enrichment analysis

Gene set enrichment analysis (GSEA) was used to further characterize the biology of the genes comprising the WGP vs PBS conditions and their differences^72^. Gene sets were obtained from the Molecular Signatures Database (MSigDB) for Gene Ontology (GO) biological processes and Reactome pathways. For each gene set, all tested gene locations in the comparison of WGP vs PBS-treated control mice were sorted from highest to lowest significance using p values. This approach allows highly significant up- and downregulated genes to be included within each gene set, an approach that more accurately reflects the conditions in a biological pathway. 

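Among the 133 Reactome sets enriched in the ranking without direction, the median gene rose in 119 sets and fell in 14. In a ranking by edgeR's signed statistic 122 sets were enriched among rising genes and 6 among falling genes in fgsea.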

For this analysis, a table of the enriched sets is followed by an enrichment plot displaying the profile of the enrichment score (ES) and the position of gene set members on the rank-ordered list.

### Single-cell sequencing: isolation of single cells and RNA sequencing

Live CD45 + cells were sorted from mouse pancreata, washed, and resuspended in 1x PBS (calcium and magnesium-free) containing 0.04% BSA. Single cells were captured and barcoded cDNA libraries were constructed using the Chromium Next GEM Single-Cell 3ʹ Reagent Kit (v3.1, 10X Genomics) and the Chromium Controller, according to the manufacturer’s instructions. Libraries were pooled and sequenced using a 28 bp × 8 bp × 125 bp configuration for read1 × i7 index x read2 on the Illumina NextSeq 500 with the NextSeq 500/550 150 cycle High Output Kit v2.5 (20024907).

### Since cell sequencing: gene expression profiling

Bcl files were demultiplexed into fastq files using the CellRanger software (10X Genomics, v3.1.0). The total number of sequenced reads was 506,913,062. The reads were of good quality as determined by FastQC^66^. Gene counts were measured using CellRanger “count”, utilizing the cellranger-mm10-3.0.0 reference genome for mouse. A counts matrix was generated for each individual sample and one aggregated sample with the expected number of cells set at 5000.

The raw count data determined by CellRanger was used as input to a custom analysis pipeline in R which uses a variety of single-cell analysis tools based on Seurat. The knee plot (Supplementary Fig. 7b) displays a graph showing the ranked UMI counts for each cell barcode for data aggregated across the three groups. Cells above the inflection point represent possible doublets while those below the knee represent background cells. Cell quality control measures were analyzed using Seurat v3^73^, and cell barcodes with the following characteristics were removed from the analysis: low counts (possible background cells) with an FDR cutoff of 0.01 from the DropletUtils^74^ function “emptyDrops”, high counts (possible doublet cells) with more counts than the knee plot inflection point, mitochondrial content greater than 30% and ribosomal content greater than 40%. Gene (features) were further filtered to remove retired gene identifiers and genes that were not expressed in at least two cells. See Supplementary Fig. 7a, b for the initial and filtered number of cell barcodes and genes.

The expression data were normalized using SCTransform^75^ where cell cycle genes, ribosomal content, and mitochondrial content were regressed. The cells were then clustered and dimension reduction was performed using UMAP^76^. Initial cluster names were assigned using a modified GSVA^77,78^ enrichment score technique. For each of these clusters, the top marker genes were identified. Differentially expressed genes comparing each cluster to every other cluster (all pairwise comparisons) was determined using Seurat^73^ and MAST^79^. scRNA-seq data were deposited with GEO accession GSE187464.

### Identification of clusters generated with scRNA-Seq

Non myeloid-derived clusters were classified generally as B-cells (*MS4A1)*, plasma cells (*SDC1*), CD8 + T-cells (*CD3e*, *C8a*), CD4 + T-cells (*CD3e*, *CD4*),T-regulatory cells (T-regs) (*CD3e*, *CD4, FoxP3*), γδ T-cells (*CD3e, TRGC1, TRGC2,IL7Ra*) and type 2 innate immune cells (ILC2s) (*Alox5, KLRG1, Ly6a, Pparg,GATA3, IL-5, IL-13, ICOS and Rxrg*)^80–82^. Neutrophils were identified through *MMP9, Csf3r, S100A8, S100A8*, and *ADAM8* expression, though may be underrepresented in these analyses due to their low RNA content and high levels of intrinsic RNases^83^. Conventional dendritic cells (cDCs) were identified through *ITGAX* and *ITGAE* expression and plasmacytoid DCs (pDCs) were identified by *ITGAX* and *Siglech*.

### Classification of myeloid clusters from scRNA-Seq

Cluster 5 expressed *ITGAM*^Int^*ADGRE1*^*Hi*^*Lyz2*^Hi^*H2-Ab1*^Hi^*Ly6C2*^-^ and did not express *TNFAIP2*, indicating that these cells are resident macrophages. Cluster10 expressed *ITGAM*^Hi^*ADGRE1*^*Hi*^*Lyz2*^Hi^ *H2-Ab1*^*Int*^ *Ly6C2*^-^. Cluster 3 and 4 expressed *ITGAM*^Int^ *ADGRE1*^*Int*^ *Lyz2*^Hi^ *H2-Ab1*^*Int*^ *Ly6C2*^Hi^, which suggests that both are subsets of infiltrating monocytes/macrophages, though the enhanced inflammatory genes expressed in cluster 3 were used to identify cluster 3 as an inflammatory infiltrating monocyte/macrophage.

### Phagocytosis assays

The pancreas of PBS/microparticle injected mice and in vivo WGP-trained mice were harvested 7 days after injection and processed as described previously into a single cell suspension. About 2 × 10^6^ were washed with HEPES dilutes 50x in RPMI 1640 and then incubated in 100 μL of this solution for 1 h at 37 °C in order to activate the cells. The Invitrogen pHrodo^TM^ Green S. *aureus* BioParticles^TM^ Phagocytosis Kit for Flow cytometry (Thermo Fisher Scientific) was used according to the manufacturer’s instructions. About 100 μL of the reconstituted particles or 1 × 10^6^ GFP + KPC tumor cells were added to the activated pancreatic cells and incubated for 1 h at 37 °C. Samples were gently vortexed every 15 min. The reaction was stopped by adding 1 mL of cold PBS. Samples were incubated with Fc Block for 10 min at 4 °C, stained for viability, CD45, CD11b, and F4/80 for 30 min at 4 °C, and then analyzed using a BD FACSCanto. For analysis, after gating on live cells and CD45, cells that fluoresced in the FITC channel were determined to be phagocytic.

### Cytotoxicity assay

The pancreas from WGP and PBS-treated mice were harvested and the CD11b + populations were isolated using magnetic CD11b + MicroBeads (Miltenyi Biotec) and an autoMACS Pro Separator (Miltenyi Biotec). Purified CD11b + cells were then washed and counted, and these were plated at a ratio of 1:20 tumor:effector cells in a 96 well plate. All experimental samples were run in triplicate. After plating the CD11b + cells, the ROS inhibitors *N*-acetyl-l-cysteine (NAC) (1 mM, Sigma-Aldrich), Trolox (5 μM, Sigma-Aldrich), or DFO (50 μM, European Pharmacopoeia) were added to one set of PBS and WGP derived cells for 1 h before the addition of 5000 luciferase-expressing KPC + pancreatic tumor cells to all wells. After 24 h, of co-culture, the plates were centrifuged and 20 µL of the supernatant was mixed with 100 µL of the Luciferase Assay Reagent (Promega). Luciferase activity measured in the supernatant correlated with tumor cells that had been killed by the effector cells and was measured using a luminometer (Femtomaster FB 12, Zylux Corporation). The spontaneous luciferase signal from plated tumor cells was subtracted from the measurement of the supernatant. Luciferase values are represented as Relative Light Units (RLUs).

### In vivo tumor models of pancreatic cancer

A KPC cell line on a C57BL/6 background derived from the *LSL-Kras*^*G12D/+*^; *LSL-Trp53*^*R172H/+*^; *Pdx1-Cre* (KPC) mouse model was purchased from Ximbio. These and Pan02 cells which were a generous gift from Dr. Yong Lu at Wake Forest University were used in an orthotopic model of pancreatic cancer. A KPC line transfected with GFP and luciferase (KPC^GFP+Luc+^) were also a generous contribution from Dr. Michael Dwinell at the Medical College of Wisconsin. These cells were used exclusively in albino C57BL/6 mice. For tumor implantation, mice were anesthetized using isoflurane, and the abdomen of the mice were prepped with betadine and draped in a sterile fashion. A 2 cm midline laparotomy was performed using an aseptic technique with sterile instruments. Following laparotomy, the pancreas and spleen were externalized. Tumor cells were suspended in ice-cold PBS and mixed in a 1:1 ratio with basement membrane matrix Matrigel (Corning). 0.1 × 10^6^ tumor cells in 50 uL of the PBS-matrigel solution were injected into the tail of the pancreas using a 30-gauge insulin syringe. The formation of a small bubble indicated successful implantation. The peritoneum was closed using coated polyglycolic acid braided absorbable 5/0 suture and the skin was closed using silk braided nonabsorbable 5/0 suture. (CP Medical). Buprenorphine was administered for pain management up to 72 h following surgery and mice were monitored.

### In vivo imaging

Mice implanted orthotopically with GFP + Luciferase+ KPC tumor cells were injected IP with 150 mg/kg of body weight at 100 µL of XenoLight D-Luciferin-K + Salt Bioluminescent Substrate (PerkinElmer). After 10 min, mice were anesthetized with isoflurane and placed inside of a Biospace Lab Photon Imager, which is a dedicated low light level in vivo optical modality for bioluminescent and fluorescent imaging. Images of mice were taken and used to measure tumor size and growth.

### Admixture tumor model

Mice were trained with 1 mg of WGP and 7 days later the CD11b^+^CCR2^+^ and CD11b^+^CCR2^−^ populations were sorted and mixed 1:1with KPC tumor cells 1 × 10^5^ tumor cells. Cells were implanted orthotopically into WT mice and 3 weeks later mice were euthanized and tumor size was assessed.

### Combination therapy with anti-PD-L1 mAb

C57BL/6 mice were treated with WGP on day −7 and implanted with KPC orthotopic pancreatic tumors on day 0. Mice were treated with 200 µg of anti-mouse anti-PD-L1 mAb (Bio X Cell) or Rat IgG2b isotype control (Bio X Cell) on days 3, 7, and 11. Mice were then monitored for survival.

### WGP as a treatment

C57BL/6 mice were implanted with KPC orthotopic pancreatic tumors at day 0 and on days 4 and 11 mice were given 1 mg of IP WGP or PBS. Mice were then monitored for survival.

### Statistical analysis

All results were repeated at least three independent times to verify unless otherwise specified. Representative results are shown. Results are represented as mean ± SEM. Data were analyzed using a two-tailed Student’s *t*-test or Mann–Whitney *U*-test. Multiple-group comparisons were performed using a one-way or two-way ANOVA followed by Tukey’s multiple comparisons test. Correlation analyses were performed using the Pearson correlation coefficient (normal distribution). Statistical significance was set at *p* < 0.05. All statistical analyses were performed using GraphPad Prism Software Version 9 (GraphPad Inc., La Jolla, CA).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting summary

## Data Availability

Source data are provided with this paper. RNASeq data is available under GEO accession GSE187464, and scRNA-Seq data is available under GEO accession GSE187464 Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The induction of peripheral trained immunity in the pancreas incites anti-tumor activity to control pancreatic cancer progression
**Source:** Nat Commun. 2022 Feb 9;13:759. doi: 10.1038/s41467-022-28407-4
**Supplement:** Supplementary file 1 — Supplementary Information

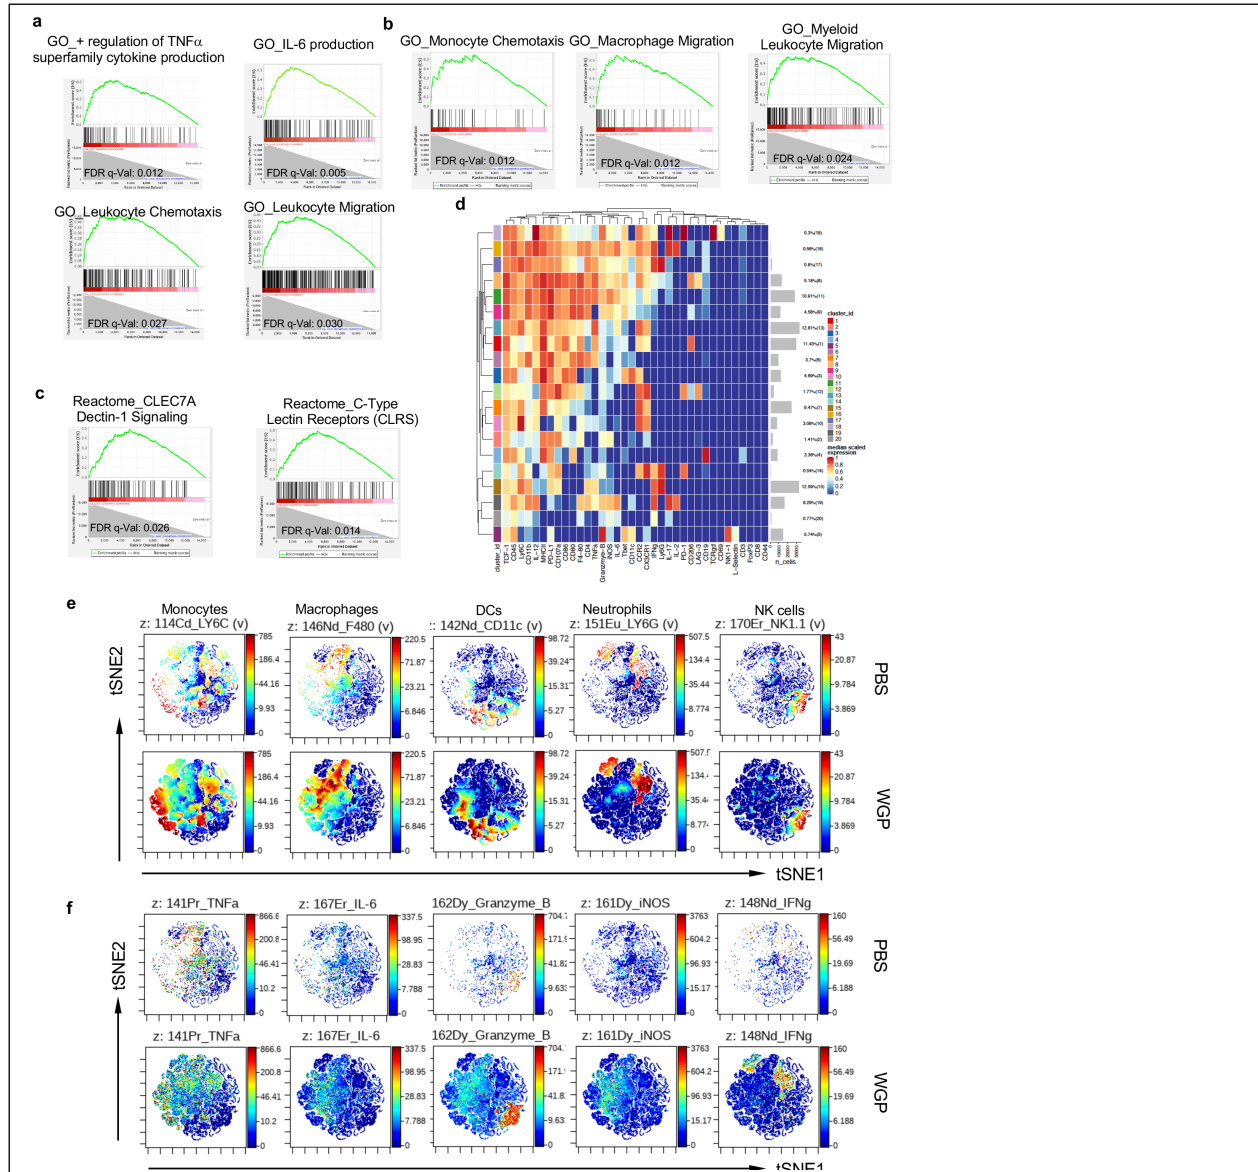

**Supplementary Fig. 2: Characterization of the increased pancreatic CD11b<sup>+</sup> population using RNA-Seq and CyTOF**

(a) Enrichment plots generated by Gene Set Enrichment Analysis (GSEA) for genes related to TNF $\alpha$  and IL-6 production, along with leukocyte chemotaxis and leukocyte migration in CD11b<sup>+</sup> cells from 7-day WGP-trained as compared to PBS mice. PBS was used as the control and compared to WGP. (b) GSEA for genes related to monocyte chemotaxis, macrophage migration, myeloid leukocyte migration in CD11b<sup>+</sup> cells from 7-day WGP trained as compared to PBS mice. (c) GSEA for genes related to CLEC7A Dectin-1 Signaling and C-type Lectin Receptor Signaling in CD11b<sup>+</sup> cells from 7-day WGP trained as compared to PBS mice. (d) Heatmap of the median scaled expression of the CyTOF markers in each cluster determined from cytof workflow. (e) viSNE plots of CD11b<sup>+</sup> pancreatic cells in PBS and 7-day WGP trained mice, made from CyTOF data, highlighting the specific expression of Ly6C, F4/80, CD11c, Ly6G and NK1.1 in order to indicate the relative location of the major immune-cell subsets and changes between the PBS and WGP treatment group. (f) viSNE plots of CD11b<sup>+</sup> pancreatic cells in PBS and 7-day WGP trained mice, made from CyTOF data, showing the expression of TNF $\alpha$ , IL-6, Granzyme-B, iNOs and IFN $\gamma$ .

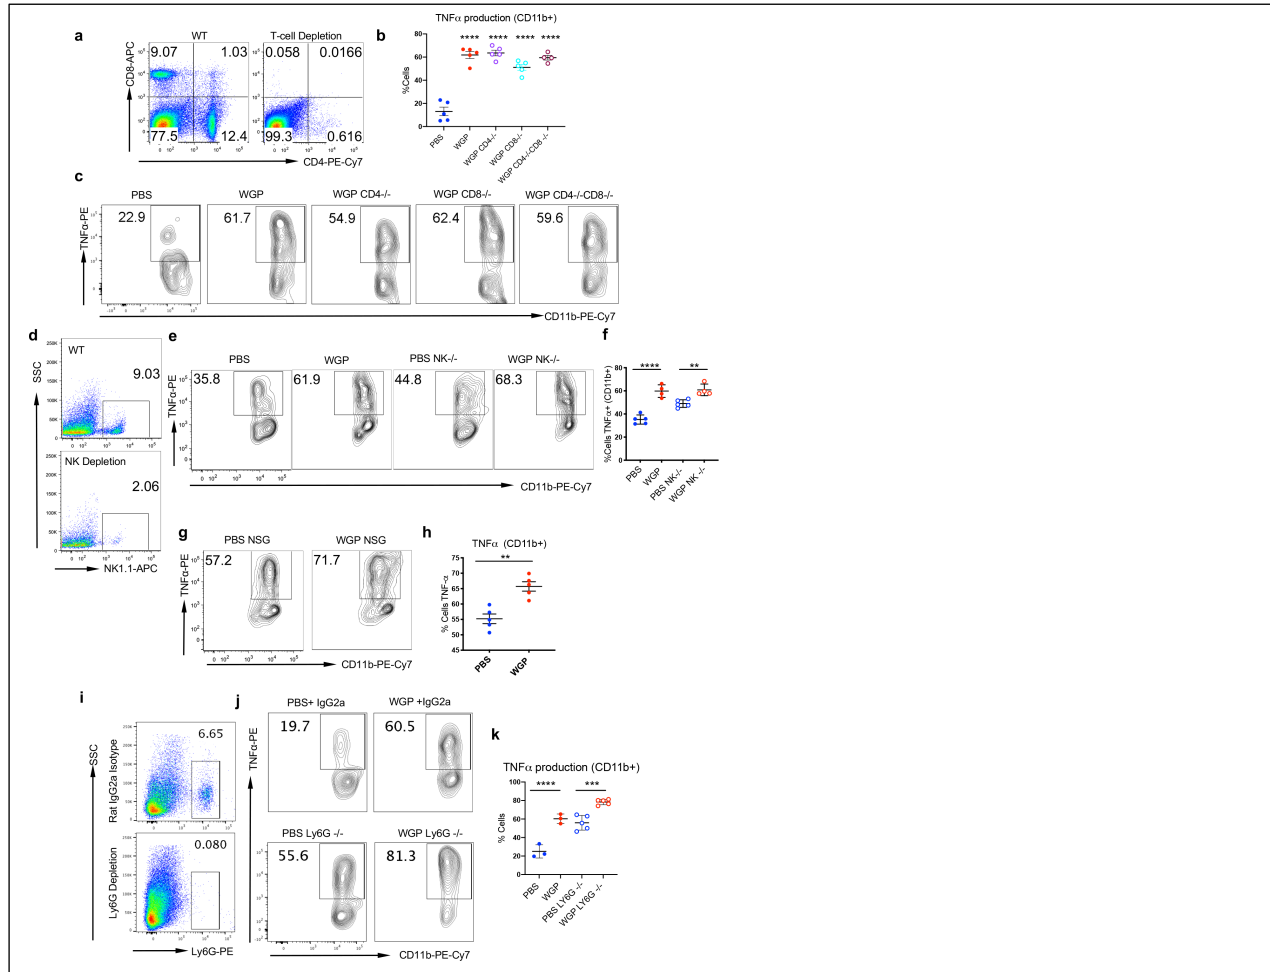

### Supplementary Fig. 3: Adaptive immune cells, NK cells and neutrophils are not involved in the training of myeloid cells

(a) Representation of the T-cell depletion efficiency in the spleen of anti-CD-4 and anti-CD-8 mAbs used *in vivo*. (b, c) Mice depleted of CD4<sup>+</sup> T-cells (n=5), CD8<sup>+</sup> T-cells (n=5) or both CD4<sup>+</sup> and CD8<sup>+</sup> T-cells (n=4) and WT mice (n=5) were given I.P. WGP and 7 days later the pancreatic cells from these mice and WT mice treated with PBS were restimulated with LPS. TNFα production in the CD11b<sup>+</sup> cells was measured by flow cytometry. Representative flow plots (c) and summarized data are shown (b). \*\*\*\*p<0.0001. (d) Mice were treated with an anti NK1.1 mAb to deplete NK cells and the depletion efficiency of NK cells in the pancreas was assessed. (e, f) NK-cell depleted mice and WT mice were treated with PBS or WGP and 7 days later the pancreatic cells from these mice were restimulated with LPS. TNFα production in the CD11b<sup>+</sup> cells was measured by flow cytometry. Representative flow plots (e) and summarized data are shown (f). PBS n=5, WGP n=4, PBS NK<sup>-/-</sup> n=5, WGP NK<sup>-/-</sup> n=4. \*\*p=0.0064, \*\*\*\*p<0.0001. (g, h) NSG mice (n=5) were injected with PBS or WGP and 7 days later pancreatic cells were restimulated with LPS. TNFα production in the CD11b<sup>+</sup> cells was measured by flow cytometry. Representative flow plots (g) and summarized data are shown (h). \*\*p=0.0014. (i-k) Mice treated with the anti-Ly6G mAb and isotype control were given either PBS or WGP and 7 days later pancreatic cells were restimulated with LPS. TNFα production in the CD11b<sup>+</sup> cells was measured by flow cytometry (PBS n=3, WGP n=3, PBS NK<sup>-/-</sup> n=5, WGP NK<sup>-/-</sup> n=5). Representative flow plots to show neutrophil depletion efficiency (i) and intracellular TNFα production (j) and summarized TNFα data are shown (k). \*\*\*p=0.0004, \*\*\*\*p<0.0001. Data are represented as mean ± SEM. A one-way ANOVA with multiple comparisons was used for b, f and k while an unpaired student's t-test was used for h. ns= not significant.

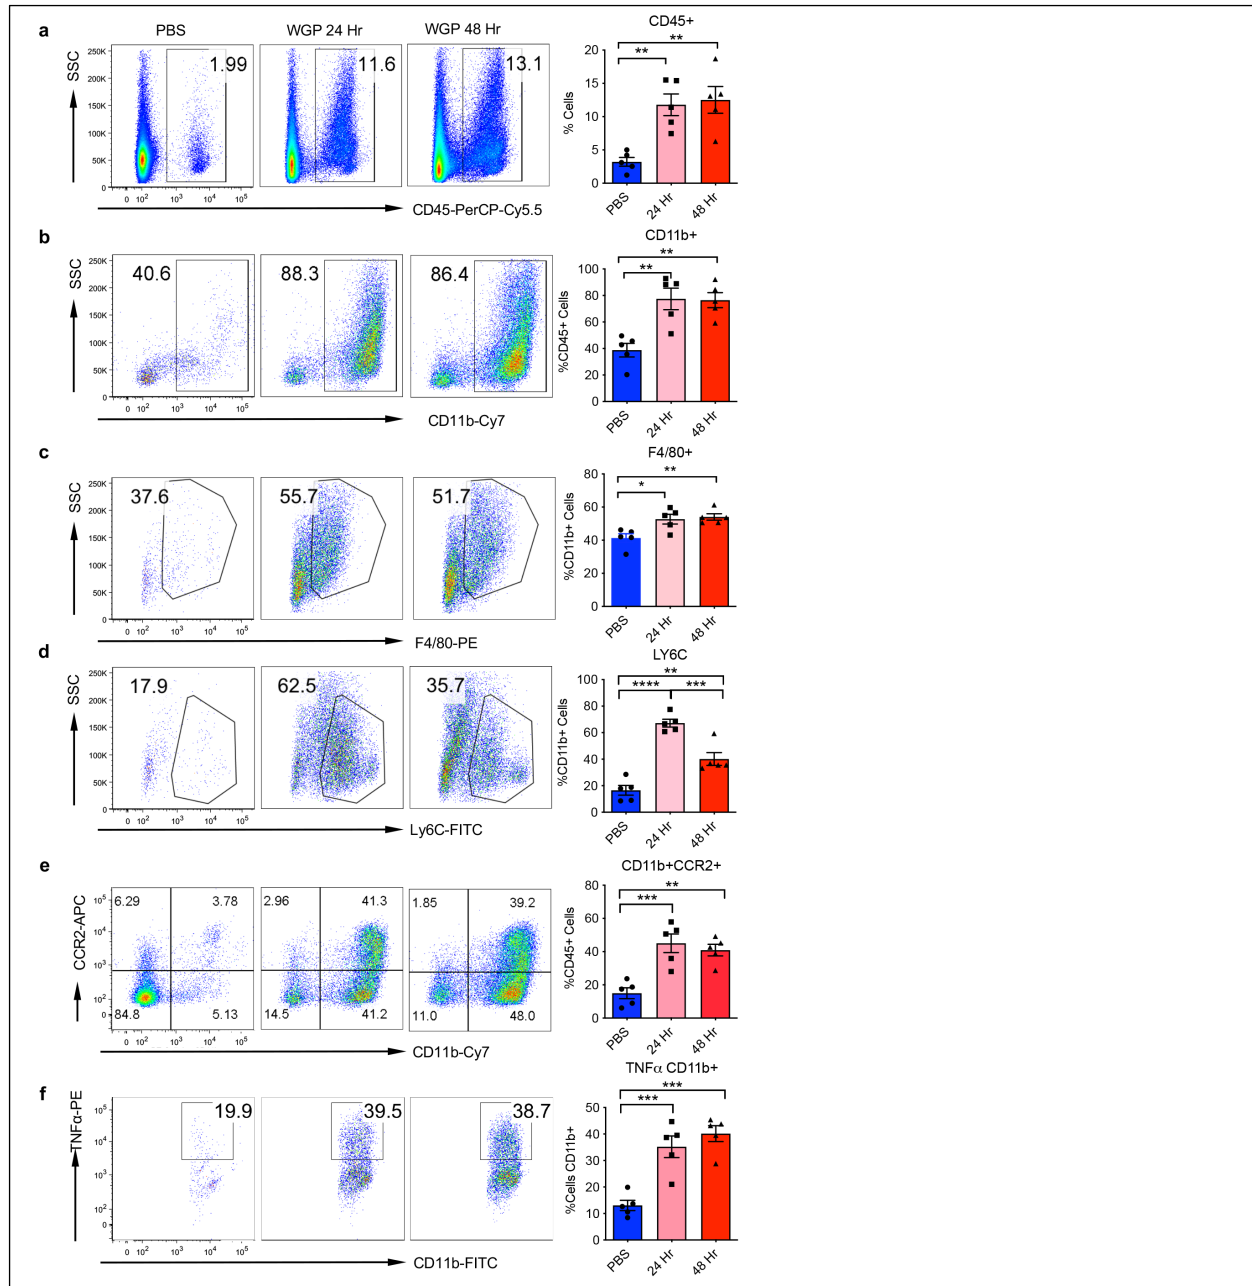

#### Supplementary Fig. 4: Pancreatic myeloid cells are trained by 24 and 48 hours post-WGP

Mice were treated with WGP 24 hours or 48 hours before euthanization and the percent of (a) CD45<sup>+</sup>, (b) percent of CD45<sup>+</sup> cells that were CD11b<sup>+</sup>, (c) percent of CD45<sup>+</sup>CD11b<sup>+</sup> cells that were F4/80<sup>+</sup> and (d) the percent of CD45<sup>+</sup>CD11b<sup>+</sup> cells that were Ly6C<sup>+</sup> cells were measured and compared to that of a PBS treated mouse. (e) Pancreatic cells from PBS and 24 and 48 hour WGP treated mice were gated on the CD45<sup>+</sup> population and the percent of these cells that were CD11b<sup>+</sup>CCR2<sup>+</sup> was assessed. (f) Pancreatic cells from PBS and 24 and 48 hour WGP treated mice were restimulated with LPS and the production of TNFα was measured. All analyses were done by flow cytometry and representative and summarized data are shown. Data are represented as mean ± SEM. A one-way ANOVA with multiple comparisons was used. ns= not significant, \**p* < .05, \*\**p* < .01, \*\*\**p* < .001, \*\*\*\**p* < .0001

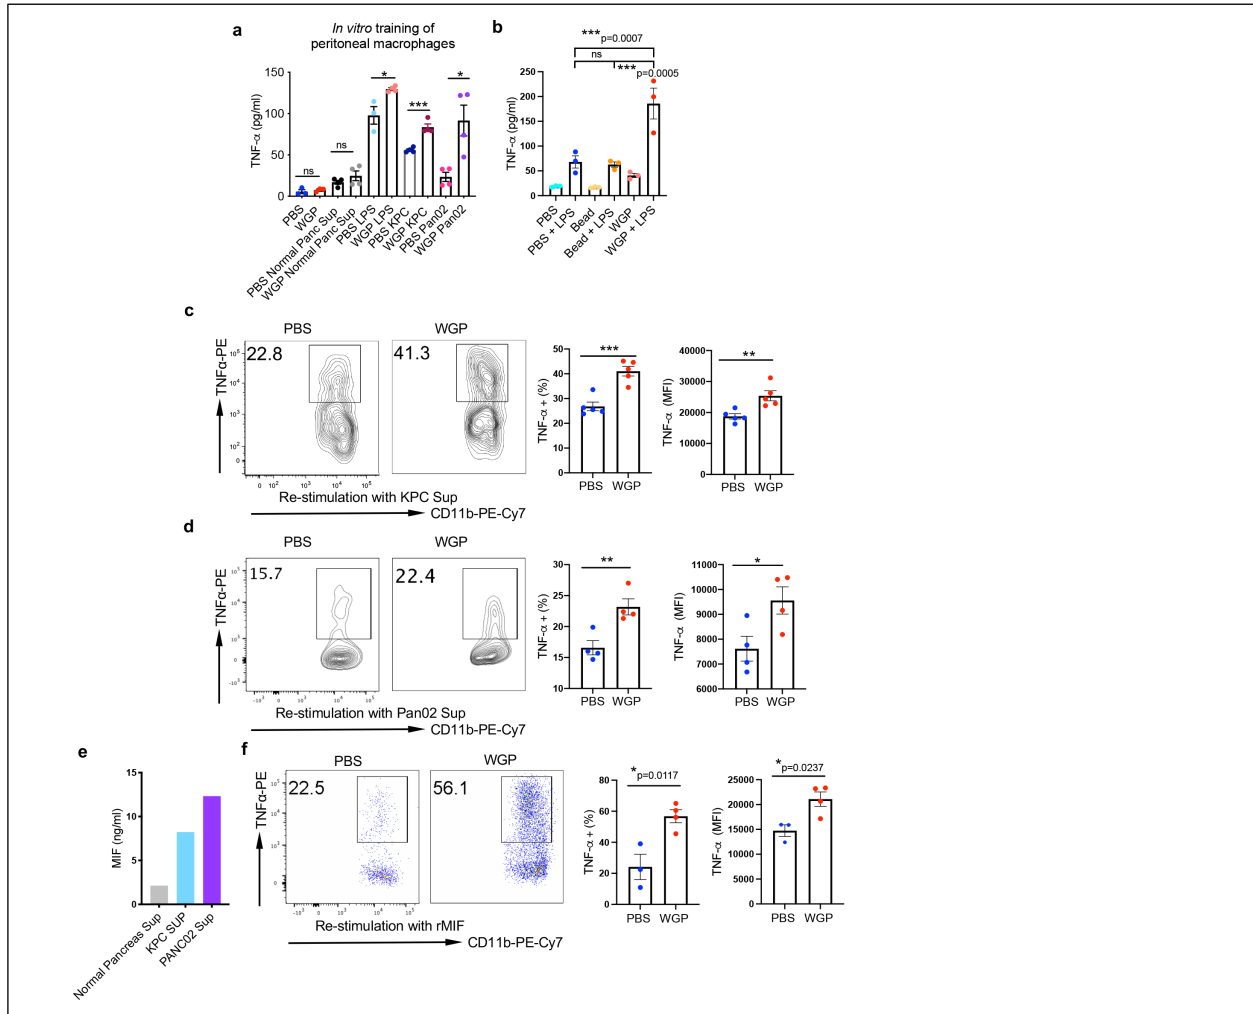

### Supplementary Fig. 5: Tumor conditioned media elicits the trained response

**(a)** Peritoneal macrophages were acquired from WT mice and were stimulated *in vitro* with PBS or WGP for 24 hours. Cells were allowed a resting period of 7 days followed by restimulation with PBS, LPS, the supernatant from cultured and untreated pancreatic cells, or the supernatant from cultured KPC or Pan02 pancreatic cancer cells for 24 hours. The amount of TNFα released over the 24 hours was quantified using an ELISA (PBS n=3, WGP n=3, PBS+ normal pancreatic sup n=3, WGP+ normal pancreatic sup n=4, PBS LPS n=3, WGP LPS n=4, PBS KPC n=4, WGP KPC n=4, PBS Pan02 n=4, WGP Pan02 n=4). \*p=0.0175 (PBS LPS vs WGP LPS), \*\*\*p=0.0006 (PBS KPC vs WGP KPC), \*p=0.0127 (PBS Pan02 vs WGP Pan02). **(b)** Peritoneal macrophages were acquired from WT mice and were stimulated *in vitro* with PBS, WGP, or 3 μm polystyrene beads for 24 hours. Cells were allowed a resting period of 7 days followed by a 24 hour restimulation with PBS or LPS. The amount of TNFα released over the 24 hours was quantified using an ELISA (n=3). \*\*\*p=0.0007 (PBS LPS vs WGP LPS), \*\*\*p=0.0005 (Bead LPS vs WGP LPS). **(c,d)** WT mice were treated with PBS or WGP and 7 days later pancreatic cells were processed and restimulated with the supernatant from cultured **(c)** KPC (PBS n=5, WGP n=5) \*\*p=0.0065, \*\*\*p=0.0006 or **(d)** Pan02 pancreatic cancer cells (PBS n=4, WGP n=4). \*p=0.0393, \*\*p=0.0087 **(e)** The amount of rMIF in the supernatant from cultured untreated WT pancreatic cells, KPC cells and Pan02 cells was measured using an ELISA. **(f)** WT mice were treated with PBS or WGP and 7 days later pancreatic cells were processed and restimulated with 10 ng/mL of rMIF (PBS n=3, WGP n=4). \*p=0.0117 (percent), \*p=0.0237 (MFI). Data are represented as mean ± SEM. A one-way ANOVA with multiple comparisons was used in **b** and an unpaired student's t-test was used in **a**, **c**, **d** and **f**. ns= not significant.

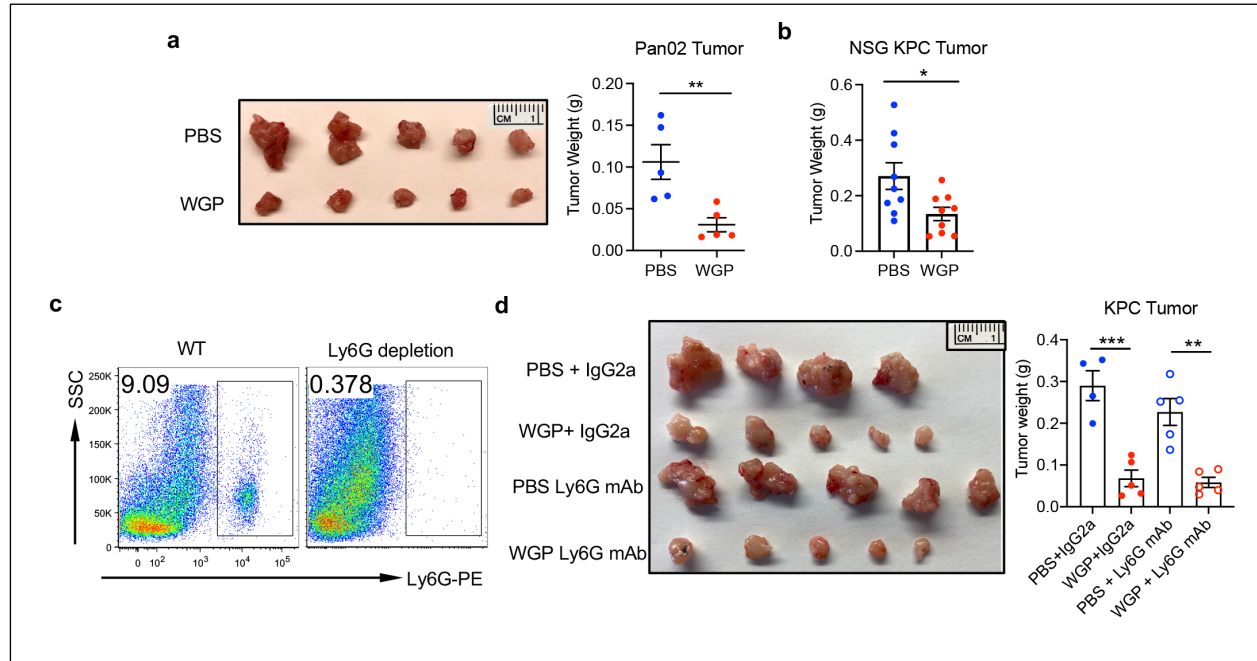

**Supplementary Fig. 6: Neither adaptive immune cells nor neutrophils are required for suppression of tumor growth**

**(a)** C57BL/6 mice received a single i.p. injection of WGP or PBS and 7 days mice were implanted orthotopically with Pan02 pancreatic cancer cells. Representative pictures of tumors and quantitative analysis of tumor weight are shown. Tumor weight was recorded at day 21 (PBS n=5, WGP n=5). \*\*p=0.0099 **(b)** NSG mice were treated with either PBS or WGP and 7 days later orthotopic KPC pancreatic tumors were implanted. 21 days following tumor implantation, mice were euthanized and tumor weight was recorded (PBS n=9, WGP n=9). \*p=0.0216 **(c,d)** To deplete neutrophils, mice were treated with anti-Ly6G mAb or anti-rat IgG2a isotype control on day -2. On day 0 mice were treated with PBS or WGP and on day 7 mice were implanted with orthotopic KPC pancreatic tumors. Additional doses of the anti-Ly6G mAb or anti-rat IgG2a isotype control were given on days 4, 10 and 16 to maintain the Ly6G depletion. On day 21, mice were euthanized and **(c)** the depletion efficiency was assessed and **(d)** tumor weight was measured (PBS+IgG2a n=4, WGP+IgG2a n=5, PBS + Ly6G mAb n=5, WGP+Ly6G mAb n=5). \*\*p=0.0013, \*\*\*p=0.0002. Data are represented as mean  $\pm$  SEM. An unpaired student's t-test was used for **a** and **b** and a one-way ANOVA with multiple comparisons was used for **d**. ns= not significant.

**a**

| Sample    | Initial Cell Count | Knee   | Inflection | Filtered Genes | Filtered Cells |
|-----------|--------------------|--------|------------|----------------|----------------|
| AGGREGATE | 17,370             | 10,162 | 1,013      | 18,301         | 11,132         |
| PBS       | 6,448              | 10,419 | 1,199      | 16,802         | 4,213          |
| WGP Day 3 | 5,510              | 12,513 | 600        | 16,340         | 3,757          |
| WGP Day 7 | 5,412              | 8,958  | 1,418      | 16,020         | 3,244          |

**b**

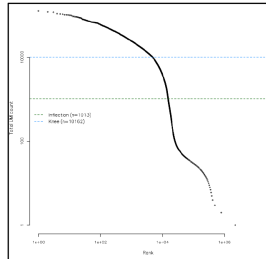

### Supplementary Fig. 7: scRNA-Seq

**(a)** Initial and filtered number of cell barcodes and genes. **(b)** Ranking of cell cells by UMI count of PBS, WGP-3day and WGP-7day, aggregated. Each curve has an associated knee and inflection point, which indicates the likely range of true singlet droplet cells.

**Supplementary Table 1. Top 20 enriched KEGG pathways for the analyzed comparison (WGP vs PBS)**

| NAME                                                  | SIZE | ES    | NES   | NOM p-val | FDR q-val |
|-------------------------------------------------------|------|-------|-------|-----------|-----------|
| KEGG_HEMATOPOIETIC_CELL_LINEAGE                       | 55   | 0.568 | 1.903 | 0         | 0.003     |
| KEGG_GLYCOLYSIS_GLUONEOGENESIS                        | 43   | 0.578 | 1.900 | 0         | 0.002     |
| KEGG_COMPLEMENT_AND_COAGULATION_CASCADES              | 43   | 0.578 | 1.888 | 0         | 0.001     |
| KEGG_PENTOSE_PHOSPHATE_PATHWAY                        | 19   | 0.640 | 1.872 | 0         | 0.001     |
| KEGG_TOLL LIKE RECEPTOR SIGNALING PATHWAY             | 87   | 0.511 | 1.785 | 0         | 0.004     |
| KEGG_INTESTINAL_IMMUNE_NETWORK_FOR_IGA_PRODUCTI<br>ON | 28   | 0.560 | 1.749 | 0         | 0.006     |
| KEGG_PRION_DISEASES                                   | 29   | 0.554 | 1.749 | 0         | 0.005     |
| KEGG_LEISHMANIA_INFECTION                             | 52   | 0.519 | 1.725 | 0         | 0.006     |
| KEGG_ARACHIDONIC_ACID_METABOLISM                      | 35   | 0.532 | 1.725 | 0         | 0.005     |
| KEGG_PRIMARY_IMMUNODEFICIENCY                         | 33   | 0.532 | 1.717 | 0         | 0.005     |
| KEGG_ALDOSTERONE_REGULATED_SODIUM_REABSORPTIO<br>N    | 33   | 0.527 | 1.695 | 0         | 0.007     |
| KEGG_NOD LIKE RECEPTOR SIGNALING PATHWAY              | 54   | 0.504 | 1.693 | 0         | 0.006     |
| KEGG_ANTIGEN_PROCESSING_AND_PRESENTATION              | 39   | 0.511 | 1.671 | 0         | 0.008     |
| KEGG_VEGF_SIGNALING_PATHWAY                           | 69   | 0.482 | 1.664 | 0         | 0.008     |
| KEGG_PROTEASOME                                       | 43   | 0.504 | 1.649 | 0         | 0.010     |
| KEGG_CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION           | 187  | 0.448 | 1.649 | 0         | 0.009     |
| KEGG_B_CELL_RECEPTOR_SIGNALING_PATHWAY                | 73   | 0.475 | 1.630 | 0         | 0.011     |
| KEGG_STARCH_AND_SUCROSE_METABOLISM                    | 23   | 0.535 | 1.607 | 0.003     | 0.014     |
| KEGG_GALACTOSE_METABOLISM                             | 23   | 0.524 | 1.599 | 0.002     | 0.014     |
| KEGG_JAK_STAT_SIGNALING_PATHWAY                       | 110  | 0.441 | 1.572 | 0         | 0.019     |

Nominal P values were used to determine significance. When the nominal p-value is represented as 0, this means  $p < .0001$ . The nominal P value was calculated by empirical phenotype-based permutation test.

**Supplementary Table 2. Top 20 enriched Gene Ontology (GO) biological processes for the analyzed comparison (WGP vs PBS)**

| NAME                                                           | SIZE | ES    | NES   | NOM p-val | FDR q-val |
|----------------------------------------------------------------|------|-------|-------|-----------|-----------|
| GO_PROTEASOMAL_UBIQUITIN_INDEPENDENT_PROTEIN_CATABOLIC_PROCESS | 22   | 0.686 | 2.043 | 0         | 0.005     |
| GO_RESPONSE_TO_PROTOZOAN                                       | 16   | 0.710 | 2.043 | 0         | 0.002     |
| GO_MYD88_DEPENDENT_TOLL_LIKE_RECEPTOR_SIGNALING_PATHWAY        | 33   | 0.637 | 2.028 | 0         | 0.001     |
| GO_POSITIVE_REGULATION_OF_INTERLEUKIN_6_PRODUCTION             | 69   | 0.594 | 2.027 | 0         | 0.001     |
| GO_FOAM_CELL_DIFFERENTIATION                                   | 27   | 0.645 | 2.003 | 0         | 0.001     |
| GO_RESPONSE_TO_TYPE_I_INTERFERON                               | 69   | 0.580 | 1.990 | 0         | 0.001     |
| GO_NUCLEUS_LOCALIZATION                                        | 21   | 0.659 | 1.964 | 0         | 0.003     |
| GO_GLYCOLYTIC_PROCESS_THROUGH_FRUCTOSE_6_PHOSPHATE             | 22   | 0.657 | 1.964 | 0         | 0.002     |
| GO_NEUROINFLAMMATORY_RESPONSE                                  | 52   | 0.584 | 1.947 | 0         | 0.003     |
| GO_REGULATION_OF_MACROPHAGE_DERIVED_FOAM_CELL_DIFFERENTIATION  | 21   | 0.654 | 1.942 | 0         | 0.003     |
| GO_NUCLEAR_MIGRATION                                           | 19   | 0.657 | 1.940 | 0         | 0.003     |
| GO_TUMOR_NECROSIS_FACTOR_BIOSYNTHETIC_PROCESS                  | 20   | 0.650 | 1.933 | 0         | 0.003     |
| GO_POSITIVE_REGULATION_OF_LIPID_STORAGE                        | 16   | 0.677 | 1.932 | 0         | 0.003     |
| GO_INTERLEUKIN_6_PRODUCTION                                    | 115  | 0.537 | 1.928 | 0         | 0.003     |
| GO_PODOSOME_ASSEMBLY                                           | 18   | 0.660 | 1.905 | 0         | 0.004     |
| GO_INTERFERON_GAMMA_MEDIATED_SIGNALING_PATHWAY                 | 59   | 0.558 | 1.904 | 0         | 0.004     |
| GO_ACUTE_PHASE_RESPONSE                                        | 28   | 0.613 | 1.901 | 0         | 0.004     |
| GO_GLIAL_CELL_ACTIVATION                                       | 43   | 0.576 | 1.892 | 0         | 0.005     |
| GO_INTERLEUKIN_1_BETA_PRODUCTION                               | 60   | 0.555 | 1.876 | 0         | 0.006     |
| GO_EOSINOPHIL_CHEMOTAXIS                                       | 15   | 0.666 | 1.875 | 0         | 0.006     |

Nominal P values were used to determine significance. When the nominal p-value is represented as 0, this means  $p < .0001$ . The nominal P value was calculated by empirical phenotype-based permutation test.

**Supplementary Table 3. Materials used and supplier information, including antibodies, chemicals, critical commercial assays, cell lines, oligonucleotides, and software/algorithms**

| REAGENT or RESOURCE                       | SOURCE      | IDENTIFIER                             |
|-------------------------------------------|-------------|----------------------------------------|
| <b>Antibodies</b>                         |             |                                        |
| Viability Dye                             | Invitrogen  | Ref #: 65-0865-14                      |
| Anti-mouse CD45, 30-F11                   | BioLegend   | Cat # 103129<br>RRID: Ab_893343        |
| Anti-mouse CD11b, M1/70                   | BioLegend   | Cat # 101215<br>RRID:AB_312798         |
| Anti-mouse F4/80, BM8                     | BioLegend   | Cat # 123115<br>RRID: AB_893493        |
| Anti-mouse CD3, 17A2                      | BioLegend   | Cat # 100203<br>RRID:AB_312660         |
| Anti-mouse CD4, GK1.5                     | BioLegend   | Cat # 100411<br>RRID:AB_312696         |
| Anti-mouse CD8, 53-6.7                    | BioLegend   | Cat # 100721<br>RRID:AB_312760         |
| Anti-mouse CD19, 6D5                      | BioLegend   | Cat # 115507<br>RRID:AB_313642         |
| Anti-mouse NK1.1, PK136                   | BioLegend   | Cat # 108709<br>RRID:AB_313396         |
| Anti-mouse Ly6C, HK1.4                    | BioLegend   | Cat # 128005<br>RRID:AB_1186134        |
| Anti-mouse Ly6G, 1A8                      | BioLegend   | Cat # 127607<br>RRID:AB_1186104        |
| Anti-mouse CCR2, 475301                   | R&D Systems | Cat # FAB5538P<br>RRID:AB_1071841<br>4 |
| Anti-mouse TNF $\alpha$ , MP6-XT22        | BioLegend   | Cat # 506305<br>RRID:AB_315426         |
| Anti-mouse IFN $\gamma$ , XMG1.2          | BioLegend   | Cat # 505807<br>RRID:AB_315401         |
| Anti-Rat IgG1, $\kappa$ isotype, RTK2071  | BioLegend   | Cat # 400407<br>RRID:AB_326513         |
| Anti-Rat IgG2b, $\kappa$ isotype, RTK4530 | BioLegend   | Cat # 400607<br>RRID:AB_326551         |
| Anti-mouse CD8, 53-6.7                    | BioLegend   | Cat # 100755<br>RRID:AB_2562796        |
| Anti-mouse CD3, 145-2C11                  | BioLegend   | Cat # 100345<br>RRID:AB_2563748        |
| Anti-mouse CD4, RM4-5                     | BioLegend   | Cat # 100561<br>RRID:AB_2562762        |
| Anti-mouse CD11b, M1/70                   | BioLegend   | Cat # 101249<br>RRID:AB_2562797)       |
| Anti-mouse Ly6C, HK1.4                    | BioLegend   | Cat # 128039<br>RRID:AB_2563783        |
| Anti-mouse CD19, 6D5                      | BioLegend   | Cat # 115547<br>RRID:AB_2562806        |

|                                                   |                                                                |                                   |
|---------------------------------------------------|----------------------------------------------------------------|-----------------------------------|
| Anti-mouse IFN $\gamma$ , XMG1.2                  | BioLegend                                                      | Cat # 505843<br>RRID:AB_2562847   |
| Anti-mouse IL-12/IL-35 p53, 27537                 | R+D Systems                                                    | Cat # MAB 1570<br>RRID:AB_2295829 |
| Anti-mouse IL-17, TC11-18H10.1                    | BioLegend                                                      | Cat # 506935<br>RRID:AB_2562850   |
| Anti-mouse CCR2, 475301R                          | R+D Systems                                                    | Cat # MAB55381R                   |
| Anti-mouse Granzyme B, 12F9B65                    | BioLegend                                                      | Cat # 662801<br>RRID:AB_2564373   |
| Anti-mouse TCR $\gamma\delta$ , GL3               | BioLegend                                                      | Cat # 118101<br>RRID:AB_313826    |
| Anti-mouse Tbet, 4B10                             | BioLegend                                                      | Cat # 644825<br>RRID:AB_2563788   |
| Anti-mouse CD107a, 1D4B                           | BioLegend                                                      | Cat # 328635<br>RRID:AB_2563708   |
| Anti-mouse TNF $\alpha$ (141Pr), MP6-XT22         | Fluidigm                                                       | Product # 3141012B                |
| Anti-mouse CD11c (142 Nd), N418                   | Fluidigm                                                       | Product # 3142003B                |
| Anti-mouse IL-2 (144Nd), JES6-5H4                 | Fluidigm                                                       | Product # 3144002B                |
| Anti-mouse CD69 (145 Nd), H.2F3                   | Fluidigm                                                       | Product #3145005B                 |
| Anti-mouse F4/80 (146 Nd), BM8                    | Fluidigm                                                       | Product #3146008B                 |
| Anti-mouse CD44 (150Nd), IM7                      | Fluidigm                                                       | Product #3150018B                 |
| Anti-mouse Ly-6G (151 Eu), IA8                    | Fluidigm                                                       | Product #3151010B                 |
| Anti-mouse CD274 (PD-L1) (153 Eu), 10F.9G2        | Fluidigm                                                       | Product #3153016B                 |
| Anti-mouse FoxP3 (158 Gd), FJK-16S                | Fluidigm                                                       | Product #3165024A                 |
| Anti-mouse CD279 (PD-1) (159 Gd), 29F.1A12        | Fluidigm                                                       | Product #3159024B                 |
| Anti-mouse CD62L (L-Selectin) (160 Gd), MEL-14    | Fluidigm                                                       | Product #3160008B                 |
| Anti-mouse iNOS (161Dy), CXNFT                    | Fluidigm                                                       | Product #3161011B                 |
| Anti-mouse CX3CR1 (164DY), SA011F11               | Fluidigm                                                       | Product #3164023B                 |
| Anti-mouse IL-6 (167Er), MP5-20F3                 | Fluidigm                                                       | Product #3167003B                 |
| Anti-mouse CD206 (169Tm), C089C3                  | Fluidigm                                                       | Product #3169021B                 |
| Anti-mouse C161 (NK1.1)(170Er), PK136             | Fluidigm                                                       | Product #3170002B                 |
| Anti-mouse CD80 (171Yb), 16-10A1                  | Fluidigm                                                       | Product #3171008B                 |
| Anti-mouse CD86 (172Yb), GL1                      | Fluidigm                                                       | Product #3172016B                 |
| Anti-mouse CD223 (LAG-3) (174Yb), C9B7W           | Fluidigm                                                       | Product #3174019B                 |
| Anti-mouse I-A/I-E (209Bi), M5/114.15             | Fluidigm                                                       | Product #3209006B                 |
| Anti-mouse CD45 (89Y), 30-F11                     | Fluidigm                                                       | Product #3089005B                 |
| <i>InVivo</i> MAb anti-mouse Anti Ly6G, 1A8       | Bio X Cell                                                     | BE0075-1<br>RRID:AB_1107721       |
| Rat IgG2a Isotype Control, 2A3                    | Bio X Cell                                                     | BE0089<br>RRID:AB_1107769         |
| <i>InVivo</i> MAb anti-mouse PD-L1(B7-H1(10F.9G2) | Bio X Cell                                                     | BE0101<br>RRID:AB_1094907<br>3    |
| Rat IgG2b Isotype Control (LTF-2)                 | Bio X cell                                                     | BE0090<br>RRID:AB_1107780         |
| Anti Mouse anti NK1.1 mAb PK136                   | Made in the Lab of Dr.<br>Jun Yan, University of<br>Louisville |                                   |

|                                                                                   |                                                          |                                      |
|-----------------------------------------------------------------------------------|----------------------------------------------------------|--------------------------------------|
| Anti Mouse anti CD4 mAb GK1.5                                                     | Made in the Lab of Dr. Jun Yan, University of Louisville |                                      |
| Anti Mouse anti CD8 mAb 53-6.72                                                   | Made in the Lab of Dr. Jun Yan, University of Louisville |                                      |
| <b>Chemicals, Peptides, and Recombinant Proteins</b>                              |                                                          |                                      |
| Tris(2-carboxyethyl)phosphine hydrochloride (TCEP) solution, pH 7.0 (10x1mL, .5M) | MilliporeSigma                                           | 626547                               |
| HRP-protector peroxidase stabilizer                                               | Boca Scientific                                          | 222050                               |
| Antibody Stabilizer PBS                                                           | Boca Scientific                                          | 131050                               |
| Sodium Azide, BioUltra, >99.5%(T)                                                 | MilliporeSigma                                           | 71289                                |
| 5-([4,6-Dichlorotriazin-2-yl]amino)fluorescein hydrochloride (DTAF )              | Sigma-Aldrich                                            | D0531                                |
| ACK                                                                               | Thermo Fisher Scientific                                 | A1049201                             |
| Brefeldin A                                                                       | Biolegend                                                | 420601                               |
| Collagenase I                                                                     | Sigma                                                    | C9891                                |
| DNase                                                                             | Sigma                                                    | D5025                                |
| Endotoxin-free DPBS                                                               | Sigma-Aldrich                                            | TMS-012-A                            |
| Hyaluronidase                                                                     | Sigma                                                    | H2126                                |
| Matrigel® Basement Membrane Matrix, LDEV-free, 5 mL                               | Corning                                                  | 356234                               |
| Ionomycin Calcium Salt                                                            | Sigma-Aldrich                                            | I0634                                |
| PMA                                                                               | Sigma-Aldrich                                            | 79346                                |
| Fixation Buffer                                                                   | BioLegend                                                | 420801                               |
| Permeabilization buffer                                                           | BioLegend                                                | 421002                               |
| Fluoresbrite® YG Microspheres, Calibration Grade 3.00µm                           | Polysciences                                             | 18861-1                              |
| 3.00µm polystyrene Miroparticle                                                   | Sigma-Aldrich                                            | 79166                                |
| MACS Running Buffer                                                               | Miltenyi Biotec                                          | 130-091-221                          |
| HEPES                                                                             | Corning                                                  | 25-060-CI                            |
| TRIzol                                                                            | Invitrogen                                               | 15596018                             |
| Poly-L-Lysine                                                                     | Advanced BioMatrix                                       | 5048                                 |
| XenoLight D-Luciferin – K+ Salt Bioluminescent Substrate                          | Perkin Elmer                                             | 12799                                |
| CD11b MicroBeads, Human and mouse                                                 | Miltenyi Biotec                                          | 130-049-601                          |
| N-Acetyl-l-cysteine (NAC)                                                         | Sigma-Aldrich                                            | A7250-5G                             |
| Lipopolysaccharides from E.coli0111:B4                                            | Sigma                                                    | L4391-1MG                            |
| .25% Trypsin 2.21 mM EDTA, 1x [-] sodium bicarbonate                              | Corning                                                  | 25-053-CI                            |
| FBS                                                                               | Atlanta Biologicals                                      | Cat #: S11150                        |
| Bovine Serum Albumin Cohn Fraction V Powder                                       | Equitech0Bio, Inc.                                       | Cat # BAC62-1000<br>Lot #171130-0262 |
| Buprenorphine, hydrochloride, Injection                                           | Par Pharmaceutical                                       | 10153802                             |
| p-SCN-Bn-Deferoxamine                                                             | Macrocyclics                                             | B-705                                |
| sodium carbonate                                                                  | VWR                                                      | BJ34277-1L                           |

|                                                                                             |                                                 |                                    |
|---------------------------------------------------------------------------------------------|-------------------------------------------------|------------------------------------|
| Oxalic acid, anhydrous                                                                      | Sigma                                           | 756888-50G                         |
| UltraPure™ 1 M Tris-HCl Buffer, pH 7.5                                                      | Invitrogen                                      | 15567027                           |
| Zr-89 oxalate                                                                               | Washington University at St. Louis              | Radionuclide Processing Laboratory |
| Dulbecco's Phosphate Buffered Saline                                                        | Sigma                                           | D8537                              |
| Chloroform                                                                                  | Sigma                                           | C2432                              |
| 2-propanol                                                                                  | Fisher Scientific                               | A41701                             |
| UltraPure™ Glycogen                                                                         | Thermo Fisher Scientific                        | 10814010                           |
| iScript™ cDNA Synthesis Kit                                                                 | BioRad                                          | 1708891                            |
| iQ™ SYBR® Green Supermix                                                                    | BioRad                                          | 1708880                            |
| RPMI-1640 medium                                                                            | Sigma                                           | R8758-1L                           |
| DMEM- high glucose                                                                          | Sigma                                           | D5796-500ML                        |
| <b>Critical Commercial Assays</b>                                                           |                                                 |                                    |
| MaxPar MCP9 Antibody Labeling Kit, 106Cd                                                    | Fluidigm                                        | Cat # 201106A                      |
| MaxPar MCP9 Antibody Labeling Kit, 111Cd                                                    | Fluidigm                                        | Cat # 201111A                      |
| MaxPar MCP9 Antibody Labeling Kit, 112Cd                                                    | Fluidigm                                        | Cat # 201112A                      |
| MaxPar MCP9 Antibody Labeling Kit, 113Cd                                                    | Fluidigm                                        | Cat # 201113A                      |
| MaxPar MCP9 Antibody Labeling Kit, 114Cd                                                    | Fluidigm                                        | Cat # 201114A                      |
| MaxPar MCP9 Antibody Labeling Kit, 116Cd                                                    | Fluidigm                                        | Cat # 201116A                      |
| MaxPar X8 Antibody Labeling Kit, 146Nd                                                      | Fluidigm                                        | Cat # 201146A                      |
| MaxPar X8 Antibody Labeling Kit, 149 Sm                                                     | Fluidigm                                        | Cat # 201149A                      |
| MaxPar X8 Antibody Labeling Kit, 154 Sm                                                     | Fluidigm                                        | Cat # 201154A                      |
| MaxPar X8 Antibody Labeling Kit, 156 Gd                                                     | Fluidigm                                        | Cat # 201156A                      |
| MaxPar X8 Antibody Labeling Kit, 162 Dy                                                     | Fluidigm                                        | Cat # 201162A                      |
| MaxPar X8 Antibody Labeling Kit, 165 Ho                                                     | Fluidigm                                        | Cat # 201165A                      |
| MaxPar X8 Antibody Labeling Kit, 166 Er                                                     | Fluidigm                                        | Cat # 201166A                      |
| MaxPar X8 Antibody Labeling Kit, 168Er                                                      | Fluidigm                                        | Cat # 201168A                      |
| MaxPar X8 Antibody Labeling Kit, 173Yb                                                      | Fluidigm                                        | Cat # 201173A                      |
| ELISA MAX™ standard set Mouse TNF- $\alpha$                                                 | BioLegend                                       | 430901                             |
| ELISA MAX™ standard set Mouse IL-6                                                          | BioLegend                                       | 431301                             |
| Mouse MIF DuoSet ELISA                                                                      | R&D Systems                                     | DY1978                             |
| Invitrogen pHrodo™ Green <i>S. aureus</i> BioParticles™ Phagocytosis Kit for Flow cytometry | Thermo Fisher Scientific                        | P535367                            |
| Amylase Activity Assay Kit                                                                  | Millipore Sigma                                 | MAK009                             |
| QIAGEN RNaseasy Kit                                                                         | QIAGEN                                          | 74104                              |
| Promega Luciferase Assay Systems Luciferase Assay w/ Reporter Lysis buffer                  | Promega                                         | E4030                              |
| Chromium Next GEM Single Cell 3' GEM, Library & Gel Bead Kit v3.1, 4 rxns                   | 10X Genomics                                    | PN-1000128                         |
| MiSeq Reagent Micro Kit V2 300 cycles                                                       | Illumina                                        | MS-102-2002                        |
| NextSeq 500 High Output Kit v2.5 (150 cycles)                                               | Illumina                                        | 20024907                           |
| <b>Experimental Models: Cell Lines</b>                                                      |                                                 |                                    |
| KPC Cell Line                                                                               | Ximbio                                          | 153474                             |
| Pan02 Cell Line                                                                             | Gift from Dr. Yong Lu at Wake Forest University |                                    |

|                                                                                               |                                                                        |                                                                                                                                           |
|-----------------------------------------------------------------------------------------------|------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| KPC/FC1242 Luc/GFP clone 3                                                                    | Gift from Dr. Michael Dwinell, PhD at the Medical College of Wisconsin |                                                                                                                                           |
| <b>Experimental Models: Organisms/Strains</b>                                                 |                                                                        |                                                                                                                                           |
| Mouse: C57BL/6J                                                                               | The Jackson Laboratory                                                 | 000664                                                                                                                                    |
| Mouse: B6.129S4- <i>Ccr2<sup>tm1Ifc</sup>/J</i> (CCR2 <sup>-/-</sup> )                        | The Jackson Laboratory                                                 | 004999                                                                                                                                    |
| Mouse: Dectin-1 <sup>-/-</sup>                                                                | Bred at the University of Louisville                                   | (Saijo et al, 2007)                                                                                                                       |
| Mouse: NOD.Cg- <i>Prkdc<sup>scid</sup> Il2rg<sup>tm1Wjl</sup>/SzJ</i> (NSG)                   | The Jackson Laboratory                                                 | 005557                                                                                                                                    |
| Mouse: B6(Cg)-Tyr c-2J (B6 Albino mice)                                                       | Gift from Dr. Warawa and bred at the University of Louisville          |                                                                                                                                           |
| <b>Oligonucleotides</b>                                                                       |                                                                        |                                                                                                                                           |
| Primers for IL-6<br>Forward: AAGACAAAGCCAGAGTCCTTCA<br>Reverse: AGAGCATTGGAAATTGGGGT          |                                                                        |                                                                                                                                           |
| Primers for IL-10<br>Forward: AGTGGAGCAGGTGAAGAGTG<br>Reverse: TTCGGAGAGAGGTACAAACG           |                                                                        |                                                                                                                                           |
| Primers for iNOS<br>Forward: GGTGAAGGGACTGAGCTGTTA<br>Reverse: CAACGTTCTCCGTTCTCTTGC          |                                                                        |                                                                                                                                           |
| Primers for TNF- $\alpha$<br>Forward: TGTAGCCACGTCGTAGCAAA<br>Reverse: GCTGGCACCACTAGTTGGTTGT |                                                                        |                                                                                                                                           |
| <b>Software and Algorithms</b>                                                                |                                                                        |                                                                                                                                           |
| CyTOF Workflow                                                                                | Nowicka M., et al., 2019                                               | <a href="https://f1000research.com/articles/6-748/v4">https://f1000research.com/articles/6-748/v4</a>                                     |
| Prism 7                                                                                       | GraphPad                                                               | <a href="https://www.graphpad.com/scientific-software/prism/">https://www.graphpad.com/scientific-software/prism/</a><br>RRID: SCR_002798 |
| FlowJo v 10.7.1                                                                               | TreeStar                                                               | <a href="https://www.flowjo.com/">https://www.flowjo.com/</a><br>RRID: SCR_008520                                                         |
| FastQC (v0.11.7)                                                                              | Andrews, 2015                                                          | <a href="http://www.bioinformatics.babraham.ac.uk/projects/fastqc/">http://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a>         |
| STAR (v2.6)                                                                                   | Dobin et al., 2013                                                     | <a href="https://github.com/alexdobin/STAR/">https://github.com/alexdobin/STAR/</a>                                                       |
| HTSeq (v0.10.0)                                                                               | Anders et al., 2015                                                    | <a href="https://pypi.org/project/HTSeq/">https://pypi.org/project/HTSeq/</a>                                                             |

|                                                                        |                              |                                                                                                                                                           |
|------------------------------------------------------------------------|------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| DESeq2 (v1.24.0)                                                       | Love et al., 2014            | <a href="https://bioconductor.org/packages/release/bioc/html/DESeq2.html">https://bioconductor.org/packages/release/bioc/html/DESeq2.html</a>             |
| GSEA                                                                   | Subramanian et al., 2005     | <a href="https://www.gsea-msigdb.org/gsea/index.jsp">https://www.gsea-msigdb.org/gsea/index.jsp</a>                                                       |
| CellRanger (v3.1.0)                                                    | Zheng et al., 2017           | <a href="https://support.10xgenomics.com/">https://support.10xgenomics.com/</a>                                                                           |
| Seurat (v3.1.1)                                                        | Stuart et al., 2019          | <a href="https://cloud.r-project.org/web/packages/Seurat/index.html">https://cloud.r-project.org/web/packages/Seurat/index.html</a>                       |
| UMAP                                                                   | Becht et al., 2019           |                                                                                                                                                           |
| scater (v1.12.2)                                                       | McCarthy et al., 2017        | <a href="https://bioconductor.org/packages/release/bioc/html/scater.html">https://bioconductor.org/packages/release/bioc/html/scater.html</a>             |
| DropletUtils (v1.4.3)                                                  | Lun et al., 2019             | <a href="https://bioconductor.org/packages/release/bioc/html/DropletUtils.html">https://bioconductor.org/packages/release/bioc/html/DropletUtils.html</a> |
| scran (v1.10.0)                                                        | Hafemeister and Satija, 2019 | <a href="https://github.com/ChristophH/scran">https://github.com/ChristophH/scran</a>                                                                     |
| MAST (v1.10.0)                                                         | Finak et al., 2015           | <a href="https://www.bioconductor.org/packages/release/bioc/html/MAST.html">https://www.bioconductor.org/packages/release/bioc/html/MAST.html</a>         |
| <b>Other</b>                                                           |                              |                                                                                                                                                           |
| Amicon Ultra-.5 centrifugal Filter Unit, .5mL V-bottom, 8-pack 3kDa    | Millipore Sigma              | UFC500308 (3 kDa)                                                                                                                                         |
| Amicon Ultra-.5 centrifugal Filter Unit, .5mL V-bottom, 8-pack 50 kDa  | Millipore Sigma              | UFC505008                                                                                                                                                 |
| Amicon Ultra-.5 centrifugal Filter Unit, .5mL V-bottom, 8-pack 100 kDa | Millipore Sigma              | UFC510008                                                                                                                                                 |
| Eppendorf protein LoBind Tubes, 1.5 mL                                 | Eppendorf                    | 0224431081                                                                                                                                                |
| polyglycolic acid braided absorbable 5/0 suture                        | CP Medical                   | 421A                                                                                                                                                      |
| silk braided nonabsorbable 5/0 suture                                  | CP Medical                   | 682S                                                                                                                                                      |
| 40µm Nylon, Sterile, DNase/RNase Free Cell Strainers                   | VWR                          | 10199-655                                                                                                                                                 |

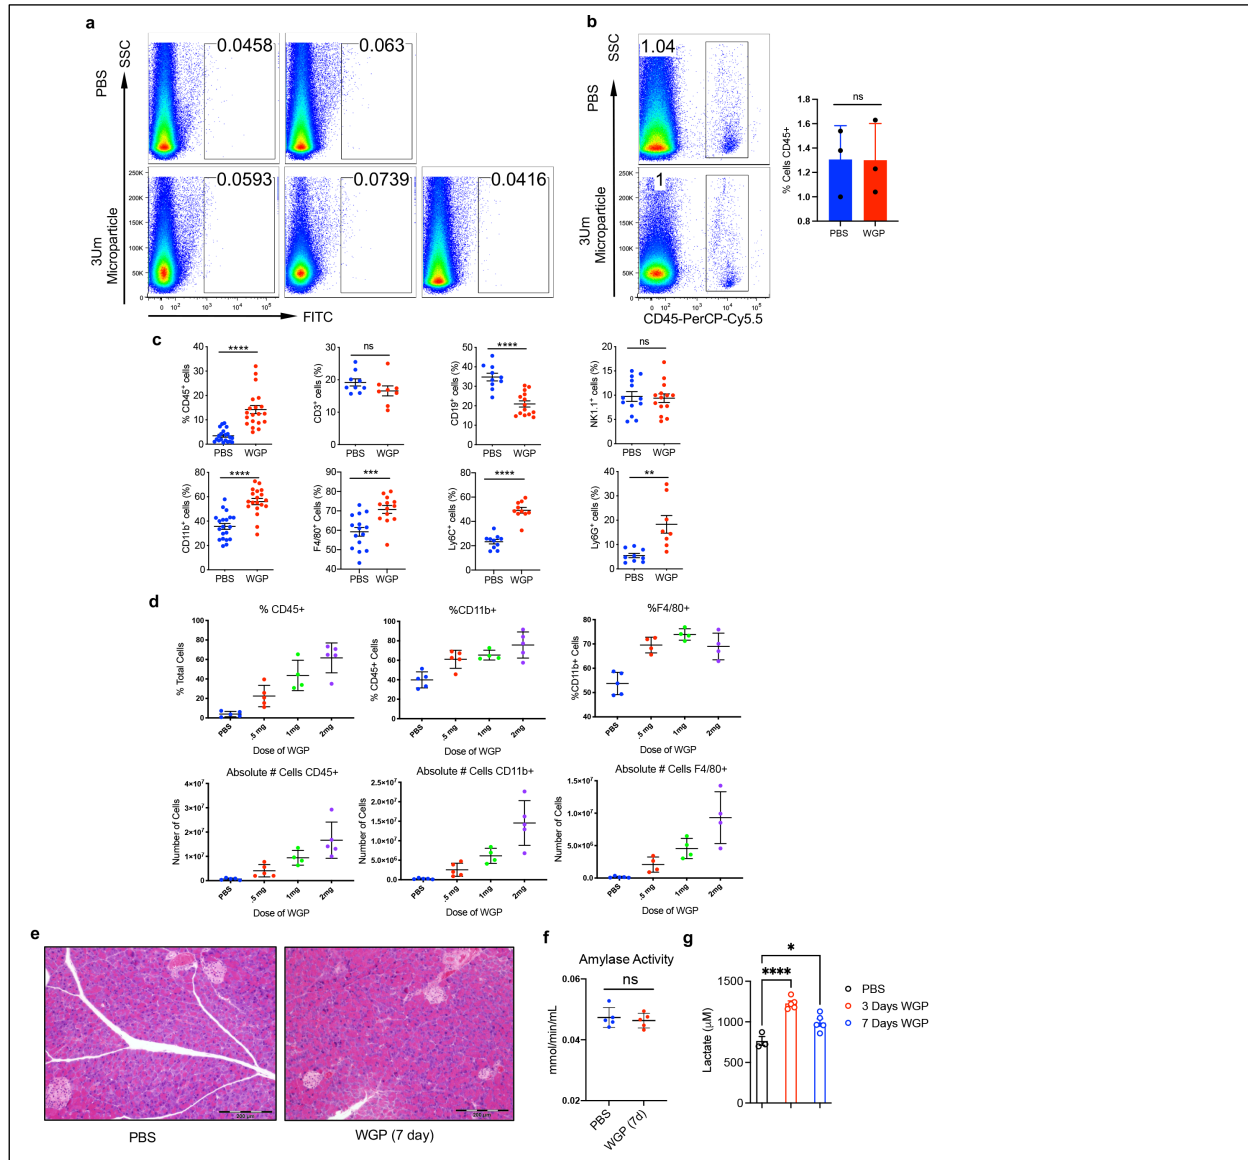

**Supplementary Fig. 1: The trafficking of WGP to the pancreas and the associated immune influx are WGP specific and do not cause pancreatic destruction**

**(a)** Fluorescent 3  $\mu$ m polystyrene beads or PBS was injected IP and 24 hours later the pancreas was assessed for the presence of a fluorescent signal, indicating trafficking. **(b)** 3  $\mu$ m polystyrene beads or PBS were injected IP and 7 days later the percent of CD45<sup>+</sup> cells in the pancreas were assessed.  $p=0.9789$ . **(c)** The absolute number of CD45<sup>+</sup> immune cells ( $n=20$ ), NK1.1<sup>+</sup> NK cells ( $n=13$ ), CD19<sup>+</sup> B-cells ( $n=10$ ), CD3<sup>+</sup> T-cells ( $n=8$ ), CD11b<sup>+</sup> myeloid cells ( $n=20$ ), CD11b<sup>+</sup>F4/80<sup>+</sup> macrophages ( $n=14$ ), CD11b<sup>+</sup>Ly6C<sup>+</sup> monocytes ( $n=10$ ), and CD11b<sup>+</sup>Ly6G<sup>+</sup> neutrophils ( $n=8$ ) in PBS and 7-day WGP trained mice. \*\* $p=0.0024$ , \*\*\* $p=0.0009$ , \*\*\*\* $p<0.0001$ . **(d)** The percent and absolute number of CD45<sup>+</sup>, CD45<sup>+</sup>CD11b<sup>+</sup> and CD45<sup>+</sup>F4/80<sup>+</sup> cells in PBS mice ( $n=5$ ) and mice treated with .5 ( $n=5$ ), 1 ( $n=4$ ) and 2 ( $n=5$ ) mg of WGP. **(e)** A representative section from H+E imaging of the pancreas from PBS and 7-day WGP trained mice. **(f)** The levels of amylase in the serum of PBS ( $n=5$ ) and 7-day WGP ( $n=5$ ) trained mice.  $P=0.5928$ . **(g)** The lactate levels in CD11b<sup>+</sup> cell cultures from PBS ( $n=3$ ), 3-day WGP ( $n=5$ ), and 7-day ( $n=5$ ) WGP trained mice. CD11b<sup>+</sup> cells were microbeads separated and then restimulated with LPS for 24 h. \* $p=0.0104$ , \*\*\* $p<0.0001$ . Data are represented as mean  $\pm$  SEM. An unpaired student's t-test was used for statistical analysis in **b**, **c**, **f**, and a one-way ANOVA with multiple comparisons was used for **g**. ns= not significant.

# Supplementary material for: The induction of peripheral trained immunity in the pancreas incites anti-tumor activity to control pancreatic cancer progression
**Source:** Nat Commun. 2022 Feb 9;13:759. doi: 10.1038/s41467-022-28407-4
**Supplement:** Supplementary file 3 — Reporting summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection FACSDiva version 6 was used to acquire all flow data

Data analysis Flowjo v10.7.1 to analyze all flow data; Prism 7 for statistical analysis. For RNAseq and sc-RNAseq, publicly available softwares were used: FastQC (v0.11.7), STAR (v2.6), HTSeq (v0.10.0), DESeq2 (v1.24.0), CellRanger (v3.1.0), Seurat (v3.1.0), scater (v1.12.2), DropletUtils (v1.4.3), sctransform (v0.2.0), and MAST (v1.10.0).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data generated in this study are available in the data source files. RNAseq data is available under GEO accession GSE187464, and scRNAseq data is available under GEO accession GSE187464 (<https://www.ncbi.nlm.nih.gov/geo/>)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For in vitro and in cell culture experiments, 3-5 mice in each group were used. This was based on our pilot experiments. No sample size calculation was performed. Sample sizes were estimated based on standards of the field. For tumor studies, 6-15 mice in each group were used which enable us to detect effect size of 0.9 with power at 80% and a significant level at 5%. |
| Data exclusions | No data exclusions                                                                                                                                                                                                                                                                                                                                                                 |
| Replication     | All results were repeated at least three independent times unless otherwise specified. Similar data were obtained in independent experiments.                                                                                                                                                                                                                                      |
| Randomization   | Mice were randomized based on the age and sex                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | Blinding is not possible since the treatment effect was so obvious                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antibodies  
 Viability Dye Invitrogen Ref #: 65-0865-14  
 Anti-mouse CD45, 30-F11 BioLegend Cat # 103129 RRID: AB\_893343  
 Anti-mouse CD11b, M1/70 BioLegend Cat # 101215 RRID: AB\_312798  
 Anti-mouse F4/80, BM8 BioLegend Cat # 123115 RRID: AB\_893493  
 Anti-mouse CD3, 17A2 BioLegend Cat # 100203 RRID: AB\_312660  
 Anti-mouse CD4, GK1.5 BioLegend Cat # 100411 RRID: AB\_312696  
 Anti-mouse CD8, 53-6.7 BioLegend Cat # 100721 RRID: AB\_312760  
 Anti-mouse CD19, 6D5 BioLegend Cat # 115507 RRID: AB\_313642  
 Anti-mouse NK1.1, PK136 BioLegend Cat # 108709 RRID: AB\_313396  
 Anti-mouse Ly6C, HK1.4 BioLegend Cat # 128005 RRID: AB\_1186134  
 Anti-mouse Ly6G, 1A8 BioLegend Cat # 127607 RRID: AB\_1186104  
 Anti-mouse CCR2, 475301 R&D Systems Cat # FAB5538P RRID: AB\_10718414  
 Anti-mouse TNF, MP6-XT22 BioLegend Cat # 506305 RRID: AB\_315426  
 Anti-mouse IFN, XMG1.2 BioLegend Cat # 505807 RRID: AB\_315401  
 Anti-Rat IgG1, isotype, RTK2071 BioLegend Cat # 400407 RRID: AB\_326513  
 Anti-Rat IgG2b, isotype, RTK4530 BioLegend Cat # 400607 RRID: AB\_326551  
 Anti-mouse CD8, 53-6.7 BioLegend Cat # 100755 RRID: AB\_2562796  
 Anti-mouse CD3, 145-2C11 BioLegend Cat # 100345 RRID: AB\_2563748  
 Anti-mouse CD4, RM4-5 BioLegend Cat # 100561 RRID: AB\_2562762

Anti-mouse CD11b, M1/70 BioLegend Cat # 101249 RRID:AB\_2562797)  
 Anti-mouse Ly6C, HK1.4 BioLegend Cat # 128039 RRID:AB\_2563783  
 Anti-mouse CD19, 6D5 BioLegend Cat # 115547 RRID:AB\_2562806  
 Anti-mouse IFN $\gamma$ , XMG1.2 BioLegend Cat # 505843 RRID:AB\_2562847  
 Anti-mouse IL-12/IL-35 p53, 27537 R+D Systems Cat # MAB 1570 RRID:AB\_2295829  
 Anti-mouse IL-17, TC11-18H10.1 BioLegend Cat # 506935 RRID:AB\_2562850  
 Anti-mouse CCR2, 475301R R+D Systems Cat # MAB55381R  
 Anti-mouse Granzyme B, 12F9B65 BioLegend Cat # 662801 RRID:AB\_2564373  
 Anti-mouse TCR $\alpha$ , GL3 BioLegend Cat # 118101 RRID:AB\_313826  
 Anti-mouse Tbet, 4B10 BioLegend Cat # 644825 RRID:AB\_2563788  
 Anti-mouse CD107a, 1D4B BioLegend Cat # 328635 RRID:AB\_2563708  
 Anti-mouse TNF (141Pr), MP6-XT22 Fluidigm Product # 3141012B  
 Anti-mouse CD11c (142 Nd), N418 Fluidigm Product # 3142003B  
 Anti-mouse IL-2 (144Nd), JES6-5H4 Fluidigm Product # 3144002B  
 Anti-mouse CD69 (145 Nd), H.2F3 Fluidigm Product #3145005B  
 Anti-mouse F4/80 (146 Nd), BM8 Fluidigm Product #3146008B  
 Anti-mouse CD44 (150Nd), IM7 Fluidigm Product #3150018B  
 Anti-mouse Ly-6G (151 Eu), IA8 Fluidigm Product #3151010B  
 Anti-mouse CD274 (PD-L1) (153 Eu), 10F.9G2 Fluidigm Product #3153016B  
 Anti-mouse FoxP3 (158 Gd), FJK-16S Fluidigm Product #3165024A  
 Anti-mouse CD279 (PD-1) (159 Gd), 29F.1A12 Fluidigm Product #3159024B  
 Anti-mouse CD62L (L-Selectin) (160 Gd), MEL-14 Fluidigm Product #3160008B  
 Anti-mouse iNOS (161Dy), CXNFT Fluidigm Product #3161011B  
 Anti-mouse CX3CR1 (164DY), SA011F11 Fluidigm Product #3164023B  
 Anti-mouse IL-6 (167Er), MP5-20F3 Fluidigm Product #3167003B  
 Anti-mouse CD206 (169Tm), C089C3 Fluidigm Product #3169021B  
 Anti-mouse C161 (NK1.1)(170Er), PK136 Fluidigm Product #3170002B  
 Anti-mouse CD80 (171Yb), 16-10A1 Fluidigm Product #3171008B  
 Anti-mouse CD86 (172Yb), GL1 Fluidigm Product #3172016B  
 Anti-mouse CD223 (LAG-3) (174Yb), C9B7W Fluidigm Product #3174019B  
 Anti-mouse I-A/I-E (209Bi), M5/114.15 Fluidigm Product #3209006B  
 Anti-mouse CD45 (89Y), 30-F11 Fluidigm Product #3089005B  
 (The amount of above antibodies used for staining was based on the commercial vendors' recommendation)  
 InVivoMAb anti-mouse Anti Ly6G, 1A8 Bio X Cell BE0075-1 RRID:AB\_1107721  
 Rat IgG2a Isotype Control, 2A3 Bio X Cell BE0089 RRID:AB\_1107769  
 InVivoMAb anti-mouse PD-L1(B7-H1(10F.9G2) Bio X Cell BE0101 RRID:AB\_10949073  
 Rat IgG2b Isotype Control (LTF-2) Bio X cell BE0090 RRID:AB\_1107780  
 Anti-tri-methyl-histone H3 (lys4) rabbit mAb (C42D8), Cell Signaling, Cat#9751, 1:1000  
 Anti-acetyl-histone H3 (lys27) XP rabbit mAb (D5E4), Cell Signaling, Cat#8173, 1:1000  
 Anti-tri-methyl-histone H3 (Lys27) rabbit mAb (C36B11), Cell Signaling, Cat#9733, 1:1000  
 Anti-histone H3 XP rabbit mAb (D1H2), Cell Signaling, Cat#4499, 1:1000  
 HRP-conjugated secondary antibody (from donkey), GE Healthcare, Code# NA934, 1:3000 dilution  
 Anti Mouse anti NK1.1 mAb PK136 Made in the Lab of Dr. Jun Yan, University of Louisville  
 Anti Mouse anti CD4 mAb GK1.5 Made in the Lab of Dr. Jun Yan, University of Louisville  
 Anti Mouse anti CD8 mAb 53-6.72 Made in the Lab of Dr. Jun Yan, University of Louisville

Validation All purchased antibodies were used according to the manufacturer's instructions. Antibodies created within the lab were internally validated against an appropriate isotype control.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                             |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | KPC cell line was purchased from Ximbio, Pan02 was a gift from Dr. Yong Lu at Wake Forest University, and KPC/FC1242 Luc/GFP clone 3 was a gift from Dr. Michael Dwinell from Medical College of Wisconsin. |
| Authentication                                                       | Pathogen detection for KPC cell line was performed by VRL laboratory and non of other two cell lines were authenticated.                                                                                    |
| Mycoplasma contamination                                             | Cells were confirmed mycoplasma negative using ATCC Mycoplasma detection kit                                                                                                                                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None of the cell lines used in the study is listed as Commonly misidentified lines.                                                                                                                         |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                     |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | C57Bl/6 mice, Dectin-1 $^{-/-}$ , CCR2 KO mice, NSG mice, 6-8 weeks old, both sexes. All mice were housed under SPF condition with free food and water supply with 12 h dark/light cycle at room temperature with controlled humidity (around 55%). |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                         |                                                                  |
|-------------------------|------------------------------------------------------------------|
| Wild animals            | This study did not involve wild animals                          |
| Field-collected samples | No animals were from field                                       |
| Ethics oversight        | The University of Louisville IACUC committee approved this study |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                  |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Pancreas samples were digested to make a single cell suspension. For regular flow analysis, cells were blocked with Fc blocker and then stained with fluorochrome-labeled mAbs and relevant isotype controls. Viability dye was added to distinguish dead cells. These have been described in depth in the methods of the paper. |
| Instrument                | FACSCanto II cytometer (BD Biosciences)<br>FACS Aria III (Bd Biosciences)                                                                                                                                                                                                                                                        |
| Software                  | FlowJo V. 7.10.1 made by TreeStar was used for analysis of flow cytometry data.                                                                                                                                                                                                                                                  |
| Cell population abundance | If sorting was used, purify was always >90%. These have been described in depth in the methods of the paper.                                                                                                                                                                                                                     |
| Gating strategy           | We used viability dye to gate out dead cells and then use CD45 to gate all immune cells. Then different subsets of cells were gated from CD45+ cells. These have been described in depth in the methods of the paper.                                                                                                            |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

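The samples were CD45+CD11b+ cells sorted from the pancreas of C57BL/6 mice 7 days after an intraperitoneal injection of PBS (3 libraries) or of 1 mg of WGP (3 libraries). Each library was taken as a replicate of its group. The paper states that male and female mice were used, and its text does not give the sex behind each library.

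The values are raw counts per gene. The authors aligned the reads to the mm10 mouse genome with STAR, counted them per Ensembl gene with HTSeq and deposited the counts without normalization, with 1 column per library. The paper's text does not name the annotation release, the strand setting or the handling of duplicate reads, so antisense and overlapping genes, and families of near-identical genes such as those of the guanylate-binding proteins, are uncertain where the counting could have split reads. The table lists 21780 genes. In GENCODE vM21 21700 of these are protein-coding, 54 have another biotype and 26 have no entry. Of the 22028 protein-coding genes of that annotation 328 are not listed, among them 193 whose symbols start with Rps, Rpl, Mrps, Mrpl or mt- and 135 with other symbols, of which 77 lie on unplaced scaffolds. The authors' RLE normalization and filter on low counts are not applied in the table.

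Total counts ranged from 35334645 to 40580936 in the PBS libraries and from 38240913 to 43341834 in the WGP libraries. For a gene at 0 in all libraries of a group, a floor of 3 counts over the group was used for the lower bound of its fold. For genes with 1 to 3 counts in a group the ratio is given with its exact binomial 95% interval (Clopper-Pearson). Intervals and floors cover counting error only, and where several reads come from 1 molecule the bounds are too high and the intervals too narrow, so the bounds are also given at a floor of 3 times the highest of the most frequent low counts in the group at 0.

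Differential expression was computed in R 4.3.3 with edgeR 4.0.16, as a quasi-likelihood test of WGP against PBS after TMM normalization. Tested were the 14429 protein-coding genes with at least 10 RLE-normalized counts summed over the 6 libraries. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The paper's text sets statistical significance at p < 0.05 in general and gives no fold change threshold for these genes, and the thresholds used are the ones drawn in Fig. 2j. The standard error is the log2 fold change divided by the signed square root of F. Levels are TMM-scaled CPM.

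Gene sets were tested for direction with camera of limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over 38 sets, with fry and camera with an estimated correlation beside it. The sets were families taken by symbol, hand-written lists of genes, the S and G2/M phase genes of Seurat 5.3.0 and mouse Reactome sets of fgsea 1.28.0. Lists of markers covered acinar cells, islet cells, B cells, T cells, NK cells, neutrophils, eosinophils, mast cells and basophils, conventional dendritic cells, Ly6C-high monocytes, resident macrophages, platelets and megakaryocytes, erythroid cells, fibroblasts, endothelial cells, mesothelial cells and the dissociation response. Enrichment without direction was computed with fgsea on 688 Reactome sets of 15 to 500 tested genes, ranked by -log10 of edgeR's p value. The Gene Ontology and KEGG sets of the paper were not analysed here. The values of 1 gene are not reported here.

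The main tests, thresholds, gene lists and the rule for naming genes were set before the data were examined, as were all alternatives except a covariate for the presence of Y-linked counts, counts divided by the reads per molecule, and random sets matched on mean counts. Random parts of the Dectin-1 set, library totals as a covariate and PBS replicate 1 as a held-out library were also added after results were seen. So were X-linked homologues of the Y-linked genes, the higher floor for bounds and the tests of explanations for the guanylate-binding protein genes. By this rule genes named in the text come from those labelled in Fig. 2j and drawn in Fig. 4a, 5a and 5e, from genes the paper's text names for these cells, the 5 largest rises and falls among called genes with separated groups and at least 10 counts in each library of the higher group, the 3 genes with the smallest p value of each gene set given at a conclusion, markers of the paper's clusters and sex-linked genes. The rule covers gene sets at a conclusion only. Clps, Ms4a1, Cd79a, Egr1, Jun, Fosb, Gbp2b, Gbp10, Gm47283, Gm20897 and Ddx3x were named after their values were seen.

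The alternatives were RLE size factors, upper-quartile scaling, library totals only, the Wald test of DESeq2 1.42.0, limma-voom, other filters (at least 1 count in any library, filterByExpr, at least 10 counts in every library), all features of the table, counts thinned to the smallest library total, the replicate number as a block, each library left out in turn, other thresholds, fry, an estimated correlation and ranks in camera, and rankings by DESeq2 or by a signed statistic in fgsea.

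Each step was tested on simulated negative binomial counts of 13864 genes, with the means and library sizes of the comparison of WGP with PBS. In these data 200 genes were changed by an absolute log2 fold change of at least 2. edgeR called 134 of these (67%), or 83.0% of the 159 with at least 100 counts, with 13 calls among unchanged genes (8.84% of its calls), and made 0 calls on data without a change. DESeq2 recovered 72.5% with 31.6% of its calls among unchanged genes and made 31 calls without a change, and limma-voom recovered 59.5% with 2.46% and made 0 calls. In camera, fry and fgsea the changed set was called and 0 of 20 random sets were. Smaller changes, such as the median absolute log2 fold change of 1.75 among called genes, were not simulated, so their recovery is not known. Libraries simulated with negative binomial counts held more genes with 1 to 9 counts than the real ones, so these rates may not carry over at low counts.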

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

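The tests of Y-linked counts and of their X-linked homologues were chosen only after the results were seen. The guanylate-binding protein genes were picked for this section, and the tests of explanations for their rise chosen, after the results as well.

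The paper does not report on Y-linked genes, and 4 of them had at least 100 counts in PBS replicates 2 and 3 and nearly none elsewhere. The genes Ddx3y, Kdm5d, Uty and Eif2s3y together had 8972 counts in PBS replicate 2 and 10063 in PBS replicate 3, against 0 in PBS replicate 1, 0 in WGP replicates 1 and 2 and 1 in WGP replicate 3. Gm47283, also on chromosome Y, had counts in all 6 libraries, with 707, 429 and 448 in the PBS libraries and 218, 179 and 435 in the WGP libraries, and Gm20897 had 3 counts, all in PBS replicate 3. Ddx3y, Kdm5d and Uty were at 0 in the WGP libraries and at least 2934-fold, 1007-fold and 803-fold lower there than in the PBS group, and the bounds were 607-fold for Kdm5d without PBS replicate 3 and 448-fold for Uty without PBS replicate 2. With a floor of 3 times 31.6 counts, the highest of the most frequent low counts of the WGP libraries, the 3 bounds are 92.8-fold, 31.9-fold and 25.4-fold. Eif2s3y had 1 count in the WGP group, and its ratio of PBS to WGP was 4768 with an exact binomial 95% interval from 855 to 188354. Without WGP replicate 2 this ratio was 3110, and without WGP replicate 3, which held the count, it was at least 1044. The 4 genes are called lower after WGP in edgeR although PBS replicate 1 does not share this difference. Without WGP replicate 3 the adjusted p values of Kdm5d, Uty and Eif2s3y were 0.0532, 0.0547 and 0.0512 in edgeR, without WGP replicate 1 those of Kdm5d and Uty were 0.0527 and 0.0543, and without PBS replicate 2 they were 0.0504 and 0.0597. In limma-voom the adjusted p values of Ddx3y, Kdm5d, Uty and Eif2s3y were 0.591, 0.373, 0.335 and 0.499.

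A mislabelled sample is argued against by the first principal component, on which PBS replicate 1 lies at -81.6, on the side of the other PBS libraries. A swap with an outside sample from a PBS mouse stays open. The Y-linked counts themselves prompted the explanation by sex and do not test it. Their X-linked homologues escape X inactivation and would be lower in male tissue, and 3 of the 4 had lower CPM in both PBS replicates 2 and 3 than in each other library. The fourth, Ddx3x, was lower in them than in PBS replicate 1 but higher than in the WGP libraries. This is consistent with libraries from mice of different sex, with at least some male tissue behind PBS replicates 2 and 3, although the WGP libraries may differ in these genes for another reason. The paper states that male and female mice were used, so sex is a difference the design allows, and its effect on the comparison is weighed under the other observations.

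The genes of guanylate-binding proteins, of which Fig. 2j labels Gbp2 and Gbp8 and which the paper's text does not discuss as a family, were all called higher in the WGP libraries (10 of 10). The 9 with counts in both groups had log2 fold changes between 2.22 and 5.37, and as a set they passed camera (adjusted p = 2.72e-14; with the estimated correlation 0.172, the highest of its alternatives, which start at 1.56e-16). Gbp8, Gbp2 and Gbp2b had the smallest p values, with log2 fold changes of 4.65, 4.93 and 4.11. Gbp10 was at 0 in the PBS libraries. The members resemble each other closely, so reads could have been split among them, and the share of each gene is less certain than the rise of the family. In addition all 6 Ifit genes rose (adjusted p = 0.000719 in camera), with 3 called, while Ifnb1 was at 0 in the WGP libraries. With the estimated correlation in camera the adjusted p of the Ifit set was 0.172, the highest of its alternatives, which start at 0.000325. The paper's Supplementary Table 2 lists interferon-gamma signaling and the response to type I interferon among its enriched processes. Whether those sets hold these genes was not tested.

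Scaling between libraries is argued against as the cause, since with library totals only the lowest log2 fold change of the 10 genes was 2.12. With the presence of Y-linked counts as a covariate 9 of the 10 genes were called, and Gbp10 was not (adjusted p = 0.110 in edgeR). The test asked for all 10, so for Gbp10 a difference in sex and the effect of WGP cannot be told apart, because its counts are few and only PBS replicate 1 parts sex from treatment. Gbp10 was also not called with the replicate number as a block (adjusted p = 0.0510), with counts divided by the reads per molecule (0.0853) or without WGP replicate 2 (0.185), in a range over its alternatives from 1.68e-06 to 0.185. A response to WGP in the cells and a change in the mix of sorted cells both stay open for the family and were not tested against each other.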

How the results depend on the processing

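The alternatives with the presence of Y-linked counts as a covariate and with counts divided by the reads per molecule, and the tests on them, were chosen only after the data were seen. With the covariate the treatment term compares the WGP libraries with PBS replicate 1 alone, the only PBS library without Y-linked counts.

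The number of called genes stayed within 1.5 times its value of 1369 in 20 of 22 alternatives, between 989 and 1703. It was 2071 with no fold change threshold, where 1088 genes rose, and 568 with an absolute log2 fold change of at least 2, where 208 rose and 360 fell. At an adjusted p of at most 0.01 464 genes fell. These shifts follow from the thresholds themselves. Leaving out each library gave 1146 to 1396 called genes, 589 to 678 that rose and 554 to 783 that fell. DESeq2 called 1703 genes, limma-voom 1368, and edgeR with the replicate block 1341, with 1351, 1217 and 1270 genes shared with the 1369. With the covariate 1418 genes were called, 741 rising and 677 falling, of which 962 were shared and 4 of the 1369 had the other sign. Library totals only moved the median log2 fold change of all genes by -0.10, and with them 554 genes rose and 824 fell.

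Of the 105 genes named with a fold change or a call, 78 kept their direction and their side of the thresholds in every alternative set in advance in which they were tested, and 73 in all of them. Of 1971 values 1877 did so, 68 lost the call, 17 gained it and 9 changed sign. The sign of Mki67 changed with limma-voom (0.11), with the replicate block (0.11), with counts divided by the reads per molecule (0.00812), and without single libraries, where it lay between -0.30 and 0.46 and was above 0 without PBS replicate 1 (0.46), WGP replicate 2 (0.03) and WGP replicate 3 (0.01). With the covariate Adgre1 (0.21) and Csf1r (0.43) changed sign, and without PBS replicate 1 Klrb1c did (0.12), which lay between -0.68 and 0.12 without single libraries. None of these 4 genes was called. The values with the covariate compare the WGP libraries with PBS replicate 1 alone. For the other changes of sign the cause was not tested.

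For gene sets, the estimated correlation gave adjusted p values above 0.05 for all 38. These were 0.154 for glycolysis enzymes, phagocyte NADPH oxidase and inflammatory cytokines, 0.166 for pentose phosphate enzymes, 0.172 for C-type lectin genes, proteasome subunits, guanylate-binding proteins, Ifit genes and both Reactome lectin sets, 0.195 for Fc gamma receptors, the Dectin-1 core pathway and Fc gamma receptor dependent phagocytosis, 0.212 for chemokine receptors, 0.241 for MHC class II, 0.432 for uptake of apoptotic cells, 0.712 for S phase and 0.722 for G2/M phase. With fry the uptake of apoptotic cells (0.0732), S phase (0.260) and G2/M phase (0.286) no longer passed. Chemokine receptors did not pass on ranks (0.123), with filterByExpr (0.0528) or with the covariate (0.408), and lay between 0.0190 and 0.0730 without single libraries. With the covariate uptake of apoptotic cells was at 0.0540, and the Reactome chemokine set changed direction (0.883). Integrins passed with library totals only (0.0498), and lay between 0.0494 and 0.256 without single libraries. S phase lay between 0.00223 and 0.378 and G2/M phase between 0.00214 and 0.617 without single libraries, with the highest values without PBS replicate 1. The cause was not tested.

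Among the lists of markers, 12 values changed direction, none in a list that passed in camera. These were islet cells with fry (0.965) and filterByExpr (0.894) and between 0.651 and 0.998 without single libraries (0.886 without WGP replicate 2), T cells between 0.274 and 0.942 (0.942 without WGP replicate 2), mast cells and basophils between 0.488 and 0.897 (0.869 without PBS replicate 1), conventional dendritic cells between 0.269 and 0.911 (0.911 without WGP replicate 2), fibroblasts between 0.0381 and 0.991 (0.0381 without WGP replicate 2, a fall that passed), endothelial cells with library totals only (0.990) and between 0.657 and 0.998 (0.998 without PBS replicate 1, 0.902 without WGP replicate 1), and mesothelial cells with the covariate (0.949) and between 0.289 and 0.991 (0.743 without WGP replicate 2). Fibroblasts passed with the replicate block (0.0455). The cause was not tested.

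In the enrichment without direction, ranking by DESeq2 gave adjusted p values of 0.333 for Dectin-1 signaling and 0.202 for C-type lectin receptors, and a minimum of 10 counts in every library 0.0724 and 0.0649. Dectin-1 signaling without genes whose symbols start with Psm was at 0.0772. Without single libraries the values lay between 0.00109 and 0.0117 and between 0.000459 and 0.00620. The cause was not tested.

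Of the 3724 tested genes with a mean under 100 counts 25 were called.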

Differences from the paper's values

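The settings named as added after the data were seen, and the tests on them, were chosen only after the results were known.

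For C-type lectin receptors the adjusted p of the enrichment without direction was 0.000845, and the paper's is about 0.014 in Supplementary Fig. 2c, read by eye. Of the alternatives set before the data were examined, 2 came within 1.5 times of the paper's value. Both are parts of the set, while the paper's value is for the whole, so they do not reproduce it. These parts are the set without genes whose symbols start with Psm (0.0132) and those genes alone (0.0164). The other 10, all on the whole set, did not come within 1.5 times of it. Their values were 0.202 by DESeq2, 8.18e-07 in the signed ranking and 0.0649 with at least 10 counts in every library. With the replicate number as a block the value was 0.00109, and without single libraries 0.000459 to 0.00620.

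For CLEC7A Dectin-1 signaling the adjusted p was 0.00239, and the paper's is about 0.026 in Supplementary Fig. 2c, read by eye. None of the 12 alternatives set before the data were examined came within 1.5 times of it, with values from 8.51e-06 in the signed ranking to 0.333 by DESeq2. The genes whose symbols start with Psm alone were at 0.0164. The paper's sets came from another collection of Reactome sets, so the sets compared may differ in their genes, which was not tested.

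The paper states that pathways of TNF-alpha and IL-6 production were upregulated. It also reports more TNF-alpha, IL-6 and iNOS mRNA and less IL-10 mRNA by RT-qPCR in sorted pancreatic CD11b+ cells (Fig. 2h). Its TNF-alpha protein values (Fig. 2f, g) are from cells restimulated with LPS, a step its methods do not name for the sequenced cells. The gene Tnf was lower after WGP (log2 fold change -0.58, adjusted p = 0.0249 in edgeR), and in no setting was it higher. Its adjusted p lay between 0.000889 by DESeq2 and 0.102 without PBS replicate 2 over the alternatives. Il6 was higher (2.38), as were 9 of the 10 inflammatory cytokine and mediator genes tested. Il6, Nos2 and Il10 moved in the direction of the paper's RT-qPCR and Tnf in the other, and the cause was not tested.

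The paper takes these data as a sign that proliferation of leukocytes and mononuclear cells rose (Fig. 4e), and goes on to measure Ki67. It reports more Ki67+ cells among CD45+ cells after WGP (Fig. 4f), a large percent of them CD11b+CCR2+ (Fig. 4g). Those values are of protein in cells gated otherwise than the sorted CD11b+ cells. Of the genes of S phase 34 of 42 were lower after WGP and of G2/M phase 43 of 54, and Mki67 was not called (log2 fold change -0.01). The direction of neither set changed in an alternative. Without PBS replicate 1 the log2 fold change of Mki67 was 0.46, and neither set passed camera (adjusted p = 0.378 for S phase and 0.617 for G2/M phase). These phase genes are not the sets of Fig. 4e.

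Ccr3 is among the upregulated genes of Fig. 4a. It was higher after WGP (log2 fold change 1.83) but not called (adjusted p = 0.0779 in edgeR). DESeq2 (0.0347) and edgeR without WGP replicate 3 (0.0440) call it.

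Mfge8 is drawn as lower in Fig. 5a. It was lower (log2 fold change -1.06) but not called (adjusted p = 0.0674 in edgeR), while the other 14 genes were. DESeq2 (0.0494), library totals only (0.0445), the replicate number as a block (0.0363), edgeR without PBS replicate 1 (0.0444) and without WGP replicate 2 (0.0382) call it, as do counts divided by the reads per molecule (0.0410), a setting chosen after seeing the values.

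Wdr35 is drawn as lower in Fig. 5e. It was lower (log2 fold change -1.61) but not called (adjusted p = 0.120 in edgeR), while the other 22 genes were. DESeq2 (0.0336) and a minimum of 10 counts in every library (0.0426) call it.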

Other observations

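Of the tests below, those on random parts of the Dectin-1 set, on the covariate of Y-linked counts, on acinar genes, on genes with like mean counts, on the dissociation response, on genes with few counts, on library totals as a covariate and on PBS replicate 1 as a held-out library were chosen only after the result was seen.

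The real split of the 6 libraries gave 1369 called genes, and each of the other 9 splits into 3 and 3 gave 0 in edgeR, so 1 of 10 splits gave as many. With 10 splits the share cannot fall below 0.1, and chance cannot be excluded by this count. Random variation of single genes alone is argued against for negative binomial counts, since edgeR made 0 calls on data simulated in this form without a change. At low counts the libraries depart from this form. A chance split of libraries that differ for another reason stays open. Library totals as the whole cause are argued against, since with their logarithm as a covariate (correlation with treatment 0.577) 1237 genes were called for treatment in edgeR, 1072 of them (78.3% of the 1369) shared, and 0 of the 1369 changed sign. For the totals themselves 6 genes passed the adjusted p and 1195 had an unadjusted p below 0.05, so a part of the called genes may follow the totals. Thinning all libraries to the smallest total, the test set in advance, left 1381 called genes, 1364 of them shared, and moved too little to decide anything. A difference in sex would separate the groups by their Y-linked genes, and it did not, since PBS replicate 1 had no such counts. Of 1352 genes outside chromosomes X and Y called without PBS replicate 1, this library lay nearer to the other PBS libraries than to the WGP libraries at 1124 (83.1%). With the covariate 54 genes were called for the presence of Y-linked counts, 4 of them on chromosome Y, and 1418 for treatment. Of these 1418 genes 962 were shared with the 1369, and 4 of the 1369 changed sign. These values argue against sex as the whole cause of the difference, but they rest on PBS replicate 1 alone, and a part of the called genes may follow sex.

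In the Dectin-1 signaling set the genes whose symbols start with Psm carried a part of the enrichment, since the other 49 genes had an adjusted p of 0.0772 in fgsea. Of 100 random parts of 49 genes of the same set 9 had an adjusted p above 0.05 and 3 one as high as 0.0772, with a median of 0.0171, so a smaller set alone gives this value in few draws. This is consistent with the proteasome genes as a source of the enrichment, and signaling genes such as Il1b stay part of it. Abundant genes reach smaller p values, and the set's median gene had 3212 counts against 710 over all genes. Of 10000 random sets of genes with like mean counts a share of 0.0342 ranked as high, which argues against abundance as the whole cause. Their mean rank percentile was 59.1 against 64.5 in the set. For the C-type lectin receptor set the share was 0.0064.

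Acinar genes fell after WGP, with all 20 genes of the list lower and 19 called (adjusted p = 1.52e-12 in camera). They held 0.335%, 0.747% and 0.201% of all counts in the PBS libraries and 0.0558%, 0.0804% and 0.0504% in the WGP libraries. Clps had a log2 fold change of -3.28. Of the 20 genes 1 differed from the list's median by more than 2 standard errors, which is consistent with carried-over acinar RNA that fell as a whole, as a larger number of immune cells per pancreas would give. A lower expression in acinar cells stays open.

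Genes of resident macrophages fell, with all 15 lower and 14 called (adjusted p = 2.27e-17 in camera). They held 1.81%, 2.99% and 3.63% of all counts in the PBS libraries and 0.487%, 0.708% and 0.663% in the WGP libraries. Cd163 and Folr2 had log2 fold changes of -4.50 and -3.67, while C1qb had one of -0.78 and was not called (adjusted p = 0.0585 in edgeR). Of the 15 genes 8 differed from the list's median by more than 2 standard errors. Dilution of unchanged resident macrophages by cells without these genes would lower all 15 by a like amount. The 8 genes that differed argue against it as the whole cause. Dilution by cells that express a part of the list and a change within the cells cannot be told apart, because the sorted cells were sequenced together. The paper reports a relative decrease of resident macrophages in CyTOF data, which were not analysed here.

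Genes of the dissociation response fell, with all 14 lower and 9 called (adjusted p = 5.23e-11 in camera), and they held 3.39%, 3.61% and 2.90% of all counts in the PBS libraries and 1.43%, 1.07% and 1.39% in the WGP libraries. Egr1, Jun and Fosb had log2 fold changes of -1.89, -1.90 and -2.62. Of the 14 genes 8 differed from the list's median by more than 2 standard errors. These values argue against a response to dissociation that was weaker by a like amount in all 14 genes. A response weaker in a part of the genes and a change in the cells sorted cannot be told apart, because all samples were dissociated.

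In the other lists of markers, Ly6C-high monocytes rose (adjusted p = 0.000312 in camera) and B cells fell (0.000236), the latter with all 8 genes lower and not with fry (0.161). B cell genes held 0.339% of all counts in PBS replicate 1 and 0.0803% and 0.0484% in the other PBS libraries, against 0.0141% to 0.0262% in the WGP libraries, and Ms4a1 and Cd79a had log2 fold changes of -3.50 and -3.28, which were -2.25 and -2.00 without PBS replicate 1. Adjusted p values above 0.05 were found for platelets and megakaryocytes (0.0910), erythroid cells (0.144), NK cells, neutrophils and eosinophils (0.348 each), conventional dendritic cells (0.505), mesothelial cells (0.635), T cells (0.666), mast cells and basophils (0.762), endothelial cells (0.861), islet cells (0.897) and fibroblasts (0.917). In fibroblasts all 7 genes rose in edgeR and the list's voom mean was below 0, but without WGP replicate 2 the list fell (0.0381). Without PBS replicate 3 NK cells (0.0499) and neutrophils (0.0153) passed as lower, and without WGP replicate 2 erythroid cells (0.000628) did. The covariate is not read for these lists, since its fit compares the WGP libraries with PBS replicate 1 alone and cannot part sex from the cell mix of that library. Platelets and megakaryocytes passed with fry (0.00735), with filterByExpr (0.0454) and without WGP replicate 1 (0.0226). Lists of markers share the genes Pf4 and F13a1, and the set for the uptake of apoptotic cells shares Timd4, Mrc1 and Gas6 with resident macrophages.

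The paper names markers for clusters found by single-cell RNA-Seq, which was not analysed here. In the sorted cells all 12 markers of cluster 3 were called higher. Of the 12 markers of cluster 4 all were higher and 6 called, of the 11 markers of cluster 5 all were lower and 10 called, and of the 12 markers of cluster 10 8 were higher and 4 lower, with 6 called. Arg1 had a log2 fold change of 8.14, and of 8.80 without PBS replicate 2. Of the pro-inflammatory genes of Fig. 3h 18 were higher and 7 lower, and of the anti-inflammatory genes 5 were higher and 11 lower. Mif, drawn among the latter, had a log2 fold change of 2.46. The genes of F4/80 (Adgre1), CSF1R (Csf1r), Ly6G (Ly6g) and NK1.1 (Klrb1c) had log2 fold changes of -0.43, -0.31, -0.72 and -0.38 and were not called.

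Few genes had low counts. Between 170 and 286 genes of a library had 1 to 9 counts, against 708 to 768 in libraries simulated with negative binomial counts. The most frequent low count was 41.3, 30.5 and 27.2 in the PBS libraries and 18, 31.6 and 28.8 in the WGP libraries, and the number of genes rose to it in 6 of 6 libraries and in 0 of 6 simulated ones. A minimum count applied before the table was made is argued against, since at least 170 genes of each library had 1 to 9 counts. Among genes that the other libraries of a group place at 40 to 80 counts, a median of 22.9% were at 0 in a library (16.4% to 30.3%), against 11.2% to 17.8% in the simulated libraries. If each molecule gave the most frequent count, 4.89% to 25.2% would be at 0, and WGP replicate 1 had 22.3% where 4.89% were predicted. Many reads counted for each starting molecule and variation between samples cannot be told apart as sources of these zeros, because each library comes from a separate sample and the zeros compare single libraries. With counts divided by the reads per molecule 1493 genes were called, 1342 of them shared with the 1369. No biological explanation was tested.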
